# Single-cell RNA-Seq analysis of diabetic wound macrophages in STZ-induced mice

**DOI:** 10.1007/s12079-022-00707-w

**Published:** 2022-11-29

**Authors:** Jiaxu Ma, Ru Song, Chunyan Liu, Guoqi Cao, Guang Zhang, Zhenjie Wu, Huayu Zhang, Rui Sun, Aoyu Chen, Yibing Wang, Siyuan Yin

**Keywords:** Macrophage, Single-cell RNA sequencing, Chronic diabetic wound.

## Abstract

The crucial role of macrophages in the healing of chronic diabetic wounds is widely known, but previous in vitro classification and marker genes of macrophages may not be fully applicable to cells in the microenvironment of chronic wounds. The heterogeneity of macrophages was studied and classified at the single-cell level in a chronic wound model. We performed single-cell sequencing of CD45 + immune cells within the wound edge and obtained 17 clusters of cells, including 4 clusters of macrophages. One of these clusters is a previously undescribed population of macrophages possessing osteoclast gene expression, for which analysis of differential genes revealed possible functions. We also analysed the differences in gene expression between groups of macrophages in the control and diabetic wound groups at different sampling times. We described the differentiation profile of mononuclear macrophages, which has provided an important reference for the study of immune-related mechanisms in diabetic chronic wounds.

**Graphical Abstract:**

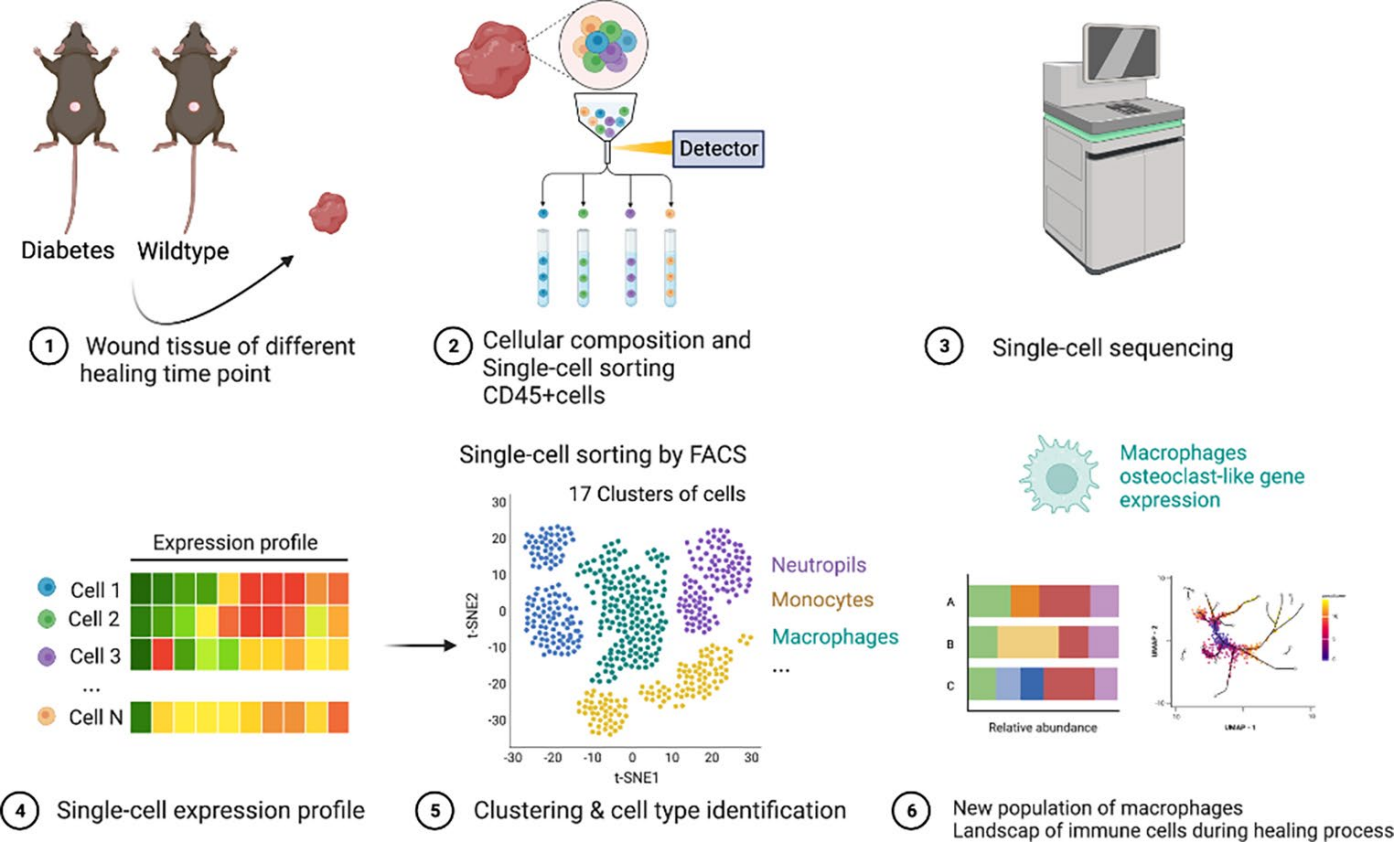

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s12079-022-00707-w.

## Background

The clinical treatments for chronic wound remain ineffective, and the dramatic increase in healthcare costs has created a heavy financial strain, with total US Medicare treatment costs for wound-related care ranging from $28.1 to $96.8 billion in 2018 statistics, in which diabetic ulcers and surgical wound were the most costly (Nussbaum et al. 2018). From the 2017–2020 US reported statistics, the 5-year survival rate for diabetic foot was 30.5%, which was similar to the 5-year survival rate for cancer combined of 31%, while in terms of care, diabetes care was more expensive, and a significant amount of funding was consumed for lower extremity care (Armstrong et al. 2020). The ageing population has a high prevalence of chronic wound, and ageing is becoming an important worldwide healthcare and demographic issue (OECD 2014). Projections indicate that in 2050, there will be more older people aged 60 years or older than adolescents aged 10–24 years (2.1 billion versus 2 billion) (Rudnicka et al. 2020). The global market for advanced wound care is expected to reach US$18.7 billion by 2027, growing at a compound annual growth rate (CAGR) of 6.6% during the analysis period 2020–2027 (Sen 2021). Diabetic patients and obese individuals are at high risk of chronic wounds. Chronic inflammation is also an important cause of chronic wound in diabetes due to the long-term effects of high sugar and free fatty acids, which lead to a chronic inflammatory state in a variety of tissues. Chronic inflammation in diabetes can be manifested by the recruitment of immune cells such as macrophages and neutrophils to tissues and the release of proinflammatory cytokines (Pahwa et al. 2021). The current classification of macrophages as an important part of immune cells has revealed some differences in vitro and in vivo, and the previous markers for typing these cells are not well suited for the current study (Orecchioni et al. 2019). Single-cell sequencing, a new technology that has emerged in recent years (Saliba et al. 2014), provides a way to classify and functionally study cell populations in specific microenvironments independent of prior experience (Hedlund and Deng 2018; Stuart and Satija, 2019). Using the BD Rhapsody single-cell platform (Fan et al. 2015; Mair et al. 2020), we performed unbiased analysis of CD45 + immune cells from the skin of STZ-induced C57BL/6J mice and wild-type mice in a whole skin wound model to discover the distribution of the different populations of immune cells, as well as the genetic profile of wound-associated macrophages and analysed their temporal genetic differences.

## Materials and methods

### Animals

In this study, male C57BL/6J mice weighing 20–25 g were used. All experimental protocols were approved by the ethics committee of Shandong Qianfoshan Hospital, Shandong University, and all experiments were performed according to the approved protocols. Mice were housed under controlled temperature (26 ± 1.5 °C) and humidity (60% ± 5) with a 12-h light/dark schedule.

### Development of the diabetic mouse model

Streptozotocin (120 mg/kg, Sigma-Aldrich, USA, S0130) was administered to 4-week-old C57BL6J mice after 12 h of fasting. Blood glucose was measured after 7 days of stabilization, and mice with glucose levels ≥ 16.5 mmol/L (300 mg/dL) were considered diabetic and were used for the operation.

### Wound sampling

Diabetic mice (n = 20) and control mice (n = 20) were anesthetized with isoflurane inhalation, and then the hair on the back was removed to create a full skin wound 5 mm in diameter, which was observed daily. The randomly selected mice (n = 5) were separately sacrificed on day 1, day 3, day 5 and day 7, and wound tissue was obtained. The wounds obtained from each group of randomly selected mice (n = 5) were mixed and used for the subsequent preparation of single-cell suspensions.

### Preparation of single-cell suspensions

The digestion solution was composed of collagenase II (3.5 mg/mL, Solarbio, China), DNase I (0.02 mg/mL, Solarbio, China), hyaluronidase (30 U/mL, Solarbio, China), 5% FBS-1640 (Gibco, USA), and DPBS (Gibco, USA). Samples were washed, the digestion solution was added to the tissue, and the tissue was cut and incubated at 37 °C for 1 h. The digestion solution was passed through a 40-µm cell strainer and then centrifuged at 500 x g for 5 min. The reaction was terminated by adding erythrocyte lysate for 5 min and centrifuging twice at 300 x g for 5 min.

### Flow sorting

A portion of the cell suspension was centrifuged at 300 x g for 5 min. 100 µL of wash solution was used to resuspend the cell precipitate, 2 µL of APC anti-mouse CD45 antibody (BioLegend, USA) was added for every 1× 10 ^6 ^cells according to the total number of cells, and the mixture was incubated at 4 °C and protected from light for a total incubation time of 30 min. At 15 min of incubation time, 1 µL of calcein AM (BD, USA) was added for every 100 µL of cell suspension. After incubation, the cells were washed twice by centrifugation at 300 x g for 5 min; the supernatant was discarded, and the cells were resuspended and mixed with the appropriate amount of washing solution. A small amount of the suspension was stained with AO/PI, and the number of cells sorted, the cell viability and the clumping rate were recorded; the cells were centrifuged at 300 x g for 5 min and resuspended in sample buffer for BD quality control.

### Single-cell RNA sequencing

The transcriptomic information of sorted CD45 + cells was captured by BD Rhapsody system. Single-cell was randomly distributed across > 200,000 microwells through a limited dilution approach. Beads with oligonucleotide barcodes were added to saturation so that a bead was paired with a cell in a microwell. The cells were lysed in the microwell to hybridize mRNA molecules to barcoded capture oligos on the beads. Beads were collected into a single tube for reverse transcription and ExoI digestion. Upon cDNA synthesis, each cDNA molecule was tagged on the 5′ end (that is, the 3′ end of a mRNA transcript) with a unique molecular identifier (UMI) and cell barcode indicating its cell of origin. Whole transcriptome libraries were prepared using the BD Rhapsody single-cell whole-transcriptome amplification (WTA) workflow including random priming and extension (RPE), RPE amplification PCR and WTA index PCR. The libraries were quantified using a High Sensitivity DNA chip (Agilent) on a Bioanalyzer 2200 and the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific). Sequencing was performed by illumina sequencer (Illumina, San Diego, CA) on a 150 bp paired-end run.

### Single-cell RNA statistical analysis

scRNA-seq data analysis was performed by NovelBio Co.,Ltd. with NovelBrain Cloud Analysis Platform. We applied fastp with default parameter filtering the adaptor sequence and removed the low quality reads to achieve the clean data. UMI-tools was applied for Single Cell Transcriptome Analysis to identify the cell barcode whitelist. The UMI-based clean data was mapped to mouse genome (Ensemble version 92) utilizing STAR mapping with customized parameter from UMI-tools standard pipeline to obtain the UMIs counts of each sample. Cells contained over 200 expressed genes and mitochondria UMI rate below 20% passed the cell quality filtering and mitochondria genes were removed in the expression table. Seurat package (version: 2.3.4, https://satijalab.org/seurat/) was used for cell normalization and regression based on the expression table according to the UMI counts of each sample and percent of mitochondria rate to obtain the scaled data. PCA was constructed based on the scaled data with top 2000 high variable genes and top 10 principals were used for tSNE construction and UMAP construction.

Utilizing graph-based cluster method (resolution = 0.8), we acquired the unsupervised cell cluster result based the PCA top 10 principal and we calculated the marker genes by FindAllMarkers function with wilcox rank sum test algorithm under following criteria:1. lnFC > 0.25; 2. pvalue < 0.05; 3. min.pct > 0.1. In order to identify the cell type detailed, the clusters of same cell type were selected for re-tSNE analysis, graph-based clustering and marker analysis.

### Cell-cycle discrimination analyses

We used cell cycle-related genes, including a previously defined core set of 43 G1/S and 54 G2/M genes (Tirosh et al. 2016). For each cell, a cell cycle phase (G1, S, G2/M) was assigned based on its expression of G1/S or G2/M phase genes using the scoring strategy described in CellCycleScoring function in Seurat. Cells in each cell cycle state were also quantified using the which.cells function in Seurat.

### Pseudo-Time Analysis

We applied the Single-Cell Trajectories analysis utilizing Monocle2 (http://cole-trapnell-lab.githu.b.io/monocle-release) using DDR-Tree and default parameter. Before Monocle analysis, we select marker genes of the Seurat clustering result and raw expression counts of the cell passed filtering. Based on the pseudo-time analysis, branch expression analysis modeling (BEAM Analysis) was applied for branch fate determined gene analysis.

### Cell Communication Analysis

To enable a systematic analysis of cell-cell communication molecules, we applied cell communication analysis based on the CellPhoneDB, a public repository of ligands, receptors and their interactions. Membrane, secreted and peripheral proteins of the cluster of different time point was annotated. Significant mean and Cell Communication significance (p-value < 0.05) was calculated based on the interaction and the normalized cell matrix achieved by Seurat Normalization.

### QuSAGE Analysis (Gene Enrichment Analysis)

To characterize the relative activation of a given gene set such as pathway activation, we performed QuSAGE (2.16.1) analysis.

## Results

### F1 scRNA-seq based identification of STZ-induced diabetic mouse wounds immune cell populations

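CD45+ cells were collected from wounds of STZ-induced diabetic mice (STZ at 120 mg/kg) and of control mice on days 1, 3, 5 and 7, and the cells of 5 mice were pooled for each library. This gave 8 libraries, 1 for each group and day. The paper's methods name the BD Rhapsody system, and the record of the series names 10X Genomics. The authors' pipeline of fastp, UMI-tools and STAR on the mouse genome GRCm38 gave a table of raw UMI counts per gene and cell barcode for each library, with genes listed by symbol and mitochondrial genes included. On days 1, 3, 5 and 7 the tables held 19552414, 25191944, 22084534 and 22181348 UMIs in the diabetic group and 19236522, 20922023, 31185750 and 33842509 UMIs in the control group. The cells and clusters were rebuilt from these counts. Barcodes with over 200 genes and under 20% mitochondrial UMIs were kept, which is the filter the paper states, and mitochondrial genes were then left out. Counts were scaled to 10000 per cell and log transformed. Total UMIs were regressed out of the 2000 most variable genes, and 10 principal components and a graph of 30 nearest neighbours were clustered with the Leiden method at resolution 0.8. The paper regressed out the mitochondrial share as well, which was added here as an alternative after the data had been seen, and its methods name Seurat's graph-based clustering. Each condition is 1 library, so no difference between the groups on a single day can be tested. Values of a day are therefore given with 95% intervals, exact binomial for shares of cells and exact Poisson for sums of UMIs, which cover counting error only and not the variation between mice or libraries. The cells of a library were not taken as replicates.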

We performed scRNA-seq on CD45 + cells gathered from wound tissue obtained from wild-type and STZ-induced diabetic C57BL/6J mice (Fig. 1a). Four time points were selected for sampling (1, 3, 5, and 7 days). The single-cell data of the obtained samples were normalized by excluding low-quality cells to eliminate batch effects, and data from a total of 9240 cells were obtained. 

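The 8 count tables held 38959 barcodes, with 5256, 5836, 4688 and 4059 on days 1, 3, 5 and 7 in the diabetic group and 4609, 5234, 4577 and 4700 in the control group. The filter on genes and mitochondrial UMIs kept 35158 of them as cells, namely 4757, 5436, 4183 and 3646 in the diabetic group and 4412, 4805, 3266 and 4653 in the control group. It removed between 1.00% and 10.8% of the barcodes of 7 libraries and 28.6% of those of control day 5, where 27.1% of the barcodes had a mitochondrial share of 20% or more. The median depth per cell kept was 2965, 2691, 3571 and 4125 UMIs in the diabetic group and 3045, 2575, 8234 and 5219 UMIs in the control group, over a median of 838, 972, 1058 and 1689 genes and of 811.5, 875, 2424 and 1954 genes. Scrublet called 179 cells doublets, or 0.509% of the cells, with 0 to 54 per library. They were kept, and removing them was tried as an alternative.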

Principal component analysis (PCA) was performed, and the results were plotted with t-stochastic neighbour embedding (t-SNE) downscaled to show the distribution of cells from different sample sources in the overall data (Fig. 1b), along with the gene expression level of all single cells and the number of their UMI expressed (supplementary1).

**Fig. 1:**
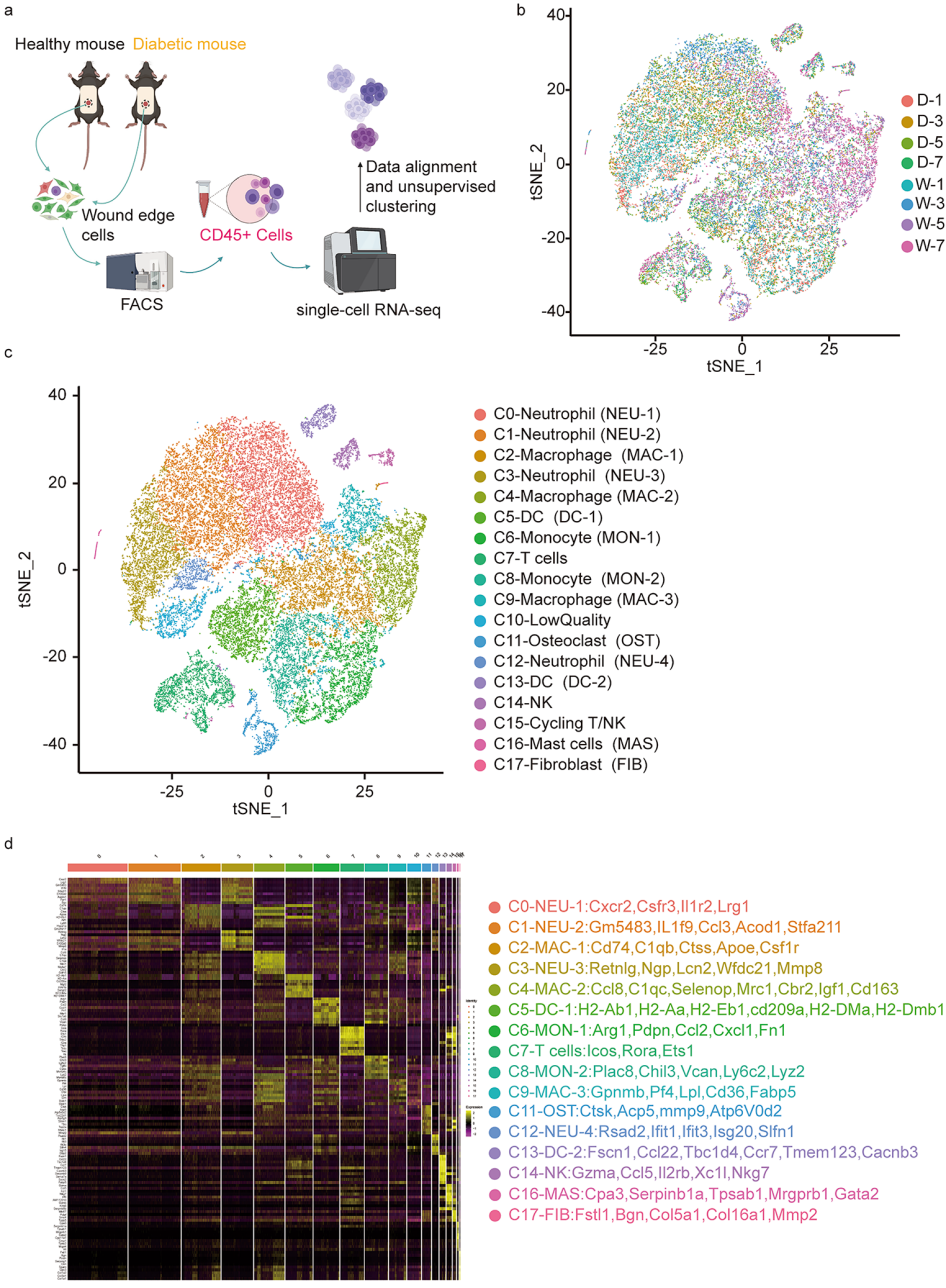
scRNA-seq based identification of STZ-induced diabetic mouse wounds immune cell populations. **(a)** Experimental design. Single cell were collected from day1,day3,day5,day7,along wound healing **(b)** A t-distributed stochastic neighbour embedding (t-SNE) visualization of all cells displayed with different colours for samples **(c)** t-SNE visualization of 9240 single cells, colour-coded by assigned cell type **(d)** Heat map of all clusters top 20 upregulated marker gene. Shades of colour indicate high or low gene expression, with yellow being high expression and dark red being low expression

QC cell data were unbiased using the Seraut package, and gene expression data from cells extracted from both conditions were aligned and projected in a 2D space through t-SNE to allow identification of overlapping and diabetic wound-associated immune cell populations. 

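At resolution 0.8 the 35158 cells fell into 18 clusters, of which 17 matched the marker genes of a cell type and 1 did not. The unnamed cluster held 3029 cells with a median of 906 UMIs, and its leading genes were Gm26917 and Malat1, which are nuclear RNAs. Cd74, H2-Ab1, H2-Eb1 and H2-DMb1 were also among its 10 leading genes. Its share of the cells on days 1, 3, 5 and 7 was 3.43%, 9.75%, 7.41% and 8.12% in the diabetic group and 1.75%, 18.2%, 19.3% and 3.22% in the control group. The number of named clusters was 11 at resolution 0.4 and 27 at resolution 1.6.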

A total of 17 cell clusters were obtained, except for low-quality cells, which have a high preponderance of mitochondrial genes (Fig. 1c). We mapped the heat map of major marker genes in all populations (Fig. 1d). 

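Clusters were named from marker genes listed in advance, many of them from the paper, by the mean log2 fold of the markers over all other cells. The clusters were drawn from the same expression values, so the level of a marker in its own cluster is not an independent result. The thresholds of the naming were set after the clusters had been seen, and a name is given as a likeness only. The neutrophil-like clusters held 5868, 4382, 2309 and 1186 cells, matching the marker genes of NEU-1, NEU-2, NEU-3 and NEU-4 in turn. The monocyte-like clusters held 4398 and 795 cells, the latter led by the interferon-induced genes Ifit2 and Rsad2. The macrophage-like clusters held 3251, 2130 and 1397 cells. The middle of these matched the marker genes the paper gives for its cluster 9 (Gpnmb, Pf4, Lpl and Cd36) and is called MAC-3-like here, and the other clusters matched those of its cluster 4 (Mrc1 and Cd163) and are called MAC-2-like. No cluster matched those of the study's cluster 2 at this resolution. At resolution 1.6, where 1788 cells did, these cells were taken as MAC-1-like, a choice made after the clusters had been seen. Of them, 1069 were monocyte-like and 667 were MAC-3-like at resolution 0.8. Dendritic-like clusters held 2347 and 492 cells, T cell-like clusters 1403 and 1028 cells, and the NK cell-like, osteoclast-like, mast cell-like and fibroblast-like clusters 564, 381, 148 and 50 cells. The largest neutrophil-like cluster was led by the immunoglobulin gene Igkc, and the larger MAC-2-like cluster had the heat-shock gene Hspa1a among its leading genes. In 10.6% of the cells (3729) the highest and the next class score lay within 0.1 of each other.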

The cell populations obtained were 4 clusters of neutrophils (cluster 0, cluster 1, cluster 3 and cluster 12, with marker genes Ptprc, S100a8, s100a9, Csf3r, Cxcr2, and Lrg1); 2 clusters of monocytes (cluster 6 and cluster 8, with marker genes Ly6c2, Vcan, and Fn1); 3 clusters of macrophages (cluster 2, cluster 4, and cluster 9, with marker genes C1qa and Mrc1); 2 clusters of DC cells (cluster 5 and cluster 13, with marker genes Ccr7, Mgl2, Ccl22 Cd209a, and Fscn1), 1 cluster of NK cells (cluster 14, with marker genes Cd3d-, Xcl1, and Ncr1); 1 cluster of T cells (cluster 7, with the main marker genes Cd3d, Cd3e, Cd3g, and Trac); 1 cluster of mast cells (cluster 16, with the main marker genes Ms4a2, Cpa3, Gata2, and Tpsb2); 1 cluster of fibroblasts (cluster 17, with the main marker genes Col1a1 and Dcn); and 1 cluster of cells not previously described (cluster 11), with the main marker genes Acp5, Ctsk, Mmp9, Atp6V0d2, which are noted in the literature as marker genes for osteoclasts (supplementary 2, Table 1).

**Table 1:** Summary of Major Cell Types in the Wounds Healing Process

Cell cluster	No.of cells	Marker genes	Transcription Factors	Major function
Neutrophil Cluster 0	5507	Cxcr2,Csfr3,Il1r2 Lrg1	Cebpd,Egr1,Egr2	inflammatory response, response to lipopolysaccharide, apoptotic process, cytokine-mediated signaling pathway, positive regulation of endothelial cell proliferation, positive regulation of angiogenesis
Neutrophil Cluster 1	4773	Gm5483,IL1f9,Ccl3, Acod1,Stfa211	Cebpd,Egr1,Egr2	inflammatory response, response to lipopolysaccharide, neutrophil chemotaxis, immune response, cytokine-mediated signaling pathway, positive regulation of cytokine production
Neutrophil Cluster3	2899	Retnlg,Ngp,Lcn2, Wfdc21,Mmp8	Cebpd,Egr1,Egr2	inflammatory response, immune system process myeloid dendritic cell chemotaxis, negative regulation of lymphangiogenesis
Neutrophil Cluster12	594	Rsad2,Ifit1,Ifit3, Isg20,Slfn1	Cebpd,Egr1,Egr2	innate immune response, response to virus, defense response to virus
Macrophage Cluster 2	3581	Cd74,C1qb,Ctss, Apoe,Csf1r	Atf3,Irf7,Klf4,Spic	antigen processing and presentation of exogenous peptide antigen via MHC class II, immune system process, immune response, apoptotic cell clearance
Macrophage Cluster 4	2793	Ccl8,C1qc,Selenop, Mrc1,Cbr2,Igf1,Cd163	Atf3,Egr1,Egr2,Irf7, Jun, Klf4,Mafb,Nr1d1,Spic	inflammatory response, endocytosis, response to drug,angiogenesis, positive regulation of smooth muscle cell proliferation, positive regulation of cell proliferation
Macrophage Cluster 9	1587	Gpnmb,Pf4,Lpl,Cd36,Fabp5	Atf3,Egr2,Irf7,Klf4, Mafb,Nr1d1,Spic	inflammatory response, lipid metabolic process, response to oxidative stress, response to oxidative stress
Monocyte Cluster 6	2370	Arg1,Pdpn,Ccl2,Cxcl1,Fn1	Atf3,Egr2,Irf7, Klf4,Prdm1,Spic	Angiogenesis, Inflammatory response, immune response
Monocyte Cluster 8	2140	Plac8,Chil3,Vcan,Ly6c2,Lyz2	Atf3,Egr2,Irf7, Klf4,Spic	Translation, monocyte chemotaxis, positive regulation of T cell activation
Dendritic cell Cluster 5	2497	H2-Ab1,H2-Aa,H2-Eb1, cd209a,H2-DMa,H2-Dmb1	Irf7,Atf3,Nr4a2,Spib	ribosomal small subunit biogenesis, antigen processing and presentation of peptide or polysaccharide antigen via MHC class IIc, regulation of T cell proliferation
Dendritic cell Cluster 13	563	Fscn1,Ccl22,Tbc1d4, Ccr7,Tmem123,Cacnb3	Atf5,Ehf,Spib	Translation, antigen processing and presentation, immune system process
T cells Cluster 7	2148	Icos,Rora,Ets1	Gata3,Rora,Tcf7, Stat4,Crem	T cell activation, T cell differentiation
Osteoclast Cluster 11	829	Ctsk,Acp5,mmp9,Atp6V0d2	Atf3,Irf7,Klf4, Nr4a2	Translation, RNA splicing, mRNA processing, oxidation-reduction process
NK cells Cluster 14	487	Gzma,Ccl5,Il2rb,Xc1l,Nkg7	Eomes,Gata3,Myb, Tcf7	Cytolysis, response to virus, positive regulation of T cell mediated cytotoxicity
Mast Cells Cluster 16	147	Cpa3,Serpinb1a,Tpsab1, Mrgprb1,Gata2	Egr1,Gata2,	positive regulation of mast cell degranulation
Fibroblast Cluster 17	50	Fstl1,Bgn,Col5a1, Col16a1,Mmp2	Ebf1,EGr1,Plagl1, Tbx15,Twist2	cell adhesion, collagen fibril organization, extracellular matrix organization

### F2 scRNA-seq analysis reveals a dynamic immune landscape in STZ-induced diabetic mouse wounds

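The share of each cell type was counted in each library out of all cells kept, since a library samples cells and gives no absolute number of cells per wound. A rise in the share of 1 type lowers the shares of all others. In control day 5 the filter had removed 28.6% of the barcodes, the most of any library, so every share of that library rests on the remaining 3266 cells. The unnamed cluster stands in the denominator and in no cell type.

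**Figure D1:**
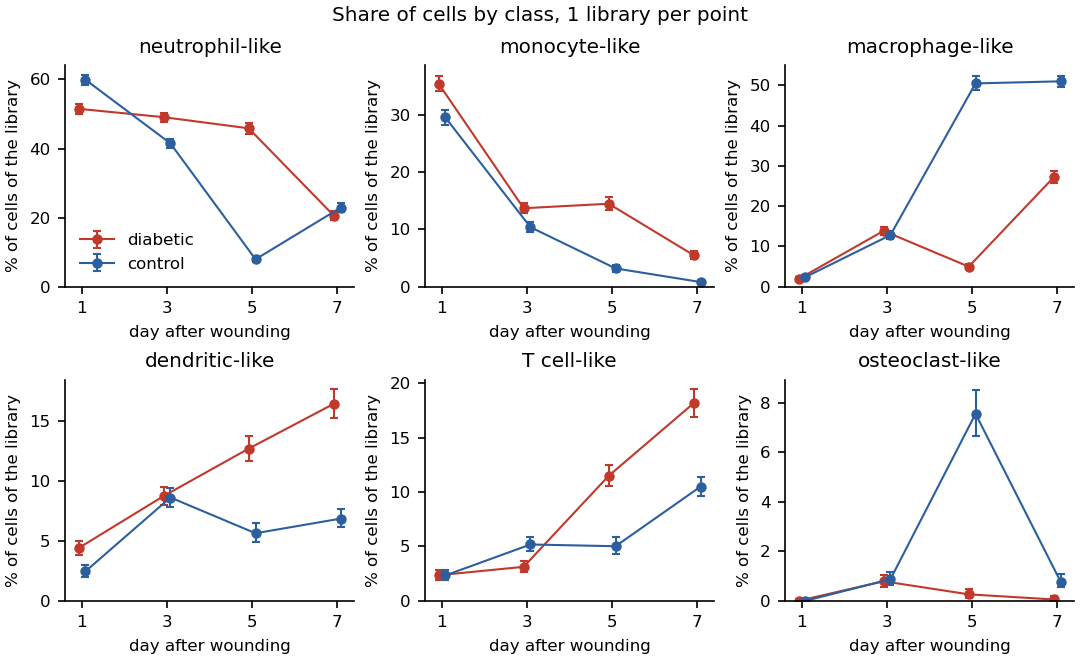
Share of each cell type in percent of the cells kept in a library, against the day, in diabetic and control wounds. Points are single libraries and bars are 95% exact binomial intervals. The groups lie farthest apart on day 5 in the macrophage-like cells, at 4.95% and 50.5%.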

After obtaining the overall spectrum of immune cells, we further counted the number of each group of immune cells in the two groups of wounds according to different time points and combined it with their gene expression. Exploring the differences in immune status between two groups of wounds healing process and their possible underlying causes (Fig. 2; Table 2, Supplementary 3).

**Fig. 2:**
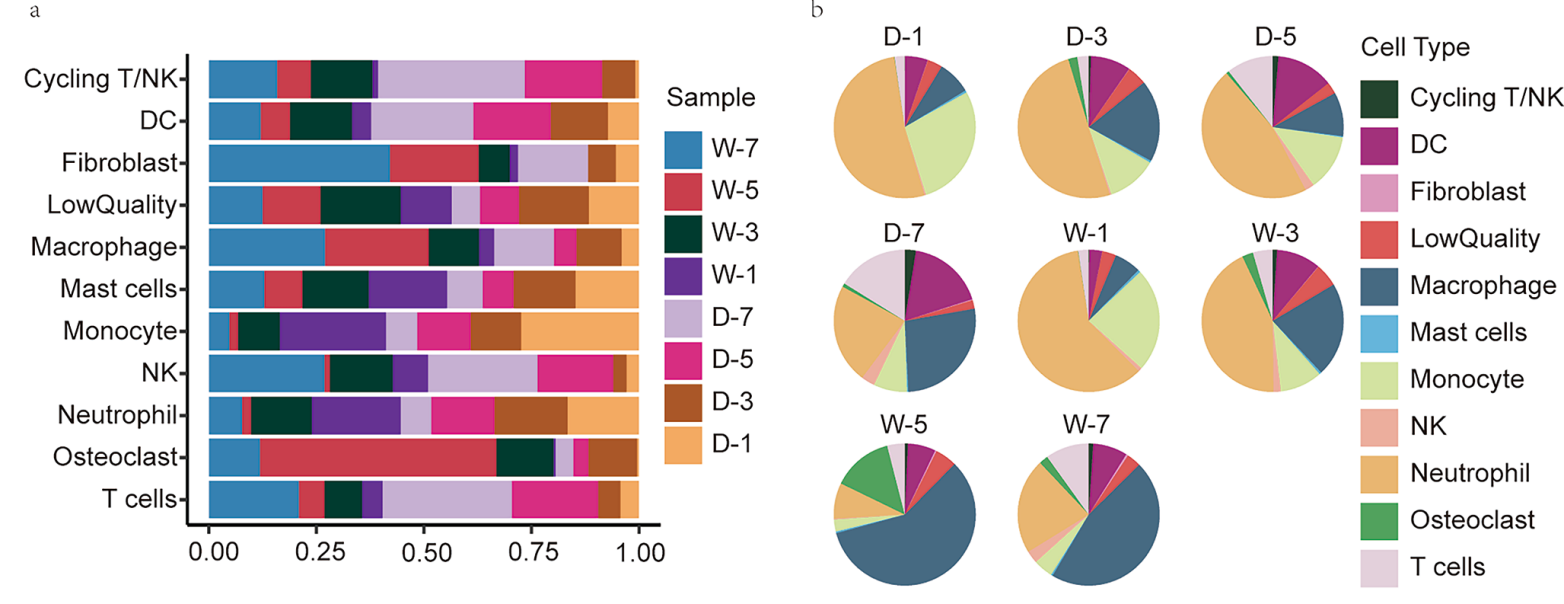
scRNA-seq analysis eveals a dynamic immune landscape in STZ-induced diabetic mouse wounds. **(a)** Stacked bar plots showing the proportion of cells from each sample source among the different cell types (D-1: diabetes group day 1, D-3: diabetes group day 3, D-5: diabetes group day 5, D-7: diabetes group day 7, W-1: Wildtype control group day1, etc.) **(b)** Pie chart plots showing the proportion of various cells in different samples

**Table 2:** Summary of Cell Numbers in Differently Sampling Time

Cluster	CellType	Samples and Cell Number							
		D-1	D-3	D-5	D-7	W-1	W-3	W-5	W-7
0	Neutrophil	196	1288	662	643	209	1352	216	941
1	Neutrophil	860	1167	895	127	1038	605	32	49
2	Macrophage	292	440	252	473	141	695	490	798
3	Neutrophil	1085	207	312	15	1191	75	7	7
4	Macrophage	34	207	48	307	29	162	923	1083
5	DC	215	400	421	502	103	405	153	298
6	Monocyte	698	286	206	175	699	103	61	142
7	T cells	106	140	437	566	103	213	125	458
8	Monocyte	611	338	323	92	334	355	24	63
9	Macrophage	28	369	112	163	95	165	420	235
10	LowQuality	157	241	109	68	139	249	157	150
11	Osteoclast	4	114	28	29	4	120	434	96
12	Neutrophil	273	65	40	11	180	18	0	7
13	DC	26	97	117	111	27	75	46	64
14	NK	16	19	86	108	40	80	6	132
15	Cycling T/NK	3	29	54	89	4	48	23	48
16	Mast cells	23	25	10	10	25	24	12	18
17	Fibroblast	3	4	0	7	1	4	10	21

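Neutrophil-like cells made up 51.5%, 49.1%, 45.9% and 20.5% of the cells on days 1, 3, 5 and 7 in the diabetic group. In the control group they made up 60.0%, 41.5%, 7.90% and 22.9%, so the fall to day 5 was followed by a higher share on day 7. The shares differed between the groups by more than counting error on days 1, 3 and 5. On day 7 the separate intervals overlapped, but the interval of the difference lay wholly on the side of a lower diabetic share. The difference of 38.0 percentage points on day 5 moved most, to 28.4 points, when cells were named singly from their marker scores. Most neutrophil-like cells of diabetic day 5 came from the NEU-2-like cluster (50.1%), and most of those of control day 5 from the NEU-1-like cluster (82.6%). On day 1 the largest part came from the NEU-3-like cluster in the diabetic group (38.7%) and from the NEU-2-like cluster in the control group (47.5%).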

The population of neutrophils that responded earliest to wound healing also had the correspondingly highest proportion of total cell counts, and the proportion decreased over the healing process, but the proportion of neutrophils declined gently on early days 1, 3, and 5 in the diabetic group, whereas a steep decline occurred on day 5 in the control group. 

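NEU-3-like cells, named from Retnlg, Ngp, Lcn2, Wfdc21 and Mmp8, numbered 949 of 4757 cells in diabetic day 1 and 734 of 4412 cells (16.6%) in control day 1. In the diabetic group 422 were counted on day 3 (7.76%), 155 on day 5 (3.71%, interval 3.15 to 4.32%) and 3 on day 7. In the control group 38 were counted on day 3 (0.791%), 5 on day 5 (0.153%, interval 0.0497 to 0.357%) and 3 on day 7. The intervals of the groups overlapped on day 7 only. The difference on day 3 changed sign, to -2.66 percentage points, when cells with fewer than 500 genes were left out. Lcn2 lies on chromosome 2 of GRCm38 from 32384633 to 32388252 and Mmp8 on chromosome 9 from 7558456 to 7568485.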

The change of subcluster Retnlg + Lcn2 + Wfdc21 + Mmp8 + neutrophils (cluster3) was noteworthy, with the initial cell count in the control group consistent with that of the diabetic group (day1, 1085 vs. 1191) and then dropping rapidly to low levels (day5, 312 vs. 7). Lcn2 promotes neutrophil recruitment and can contribute to inflammation through synergistic Th17 (Hau et al. 2016; Shashidharamurthy et al. 2013). It is also a marker of inflammation associated with obesity and insulin resistance (Wang et al. 2007). The enrichment of MMp8 in chronic inflammation and its ability to degrade the extracellular matrix suggest that this group of neutrophils may be a factor in the chronic healing of diabetic wounds (Diegelmann 2003).

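Monocyte-like cells came next after neutrophil-like cells on day 1, at 35.6% of the cells in the diabetic group and 29.6% in the control group. On day 3 they made up 13.7% and 10.4%. On day 5 their share was 14.5% (interval 13.5 to 15.6%) in the diabetic group and 3.18% (interval 2.61 to 3.84%) in the control group, and on day 7 it was 5.49% and 0.795%. The groups differed by more than counting error on each day. With cells named singly from marker scores the difference changed sign on day 3 (-0.865 points) and on day 7 (-0.361 points). The 11.3 points of day 5 fell to 5.91 when total UMIs were not regressed out.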

At day1 monocytes were the second most abundant cell type and then began to decline, with the proportion of monocytes on day 5 in the control group decreasing dramatically and being significantly lower than in the diabetic group (1.83% vs. 11.28%). Monocytes were divided into two groups of subclusters, Arg1 + Pdpn + Ccl2 + Cxcl1 + Fn1 + monocytes (cluster6). The functions of cluster 6 c include Angiogenesis in addition to Inflammatory response, immune response. 

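MON-1-like cells (Arg1, Pdpn, Ccl2, Cxcl1 and Fn1) and MON-2-like cells were told apart at resolution 1.6, since 1 cluster held both at resolution 0.8. MON-1-like cells numbered 593 (12.5%) in diabetic day 1 and 608 (13.8%) in control day 1, with overlapping intervals. Their median depth was 1539 UMIs in diabetic day 1 and 6834.5 in control day 1. On day 3 there were 270 (4.97%) and 94 (1.96%), on day 5 196 (4.69%) and 75 (2.30%), and on day 7 109 (2.99%) and 28 (0.602%). The share was thus higher in the diabetic group on days 3, 5 and 7 by more than counting error. From the equal start and the slower fall, the paper proposes a blocked conversion of monocytes to macrophages in diabetic wounds.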

Although Arg1 has been reported to be elevated in ischaemic chronic wounds (Roy et al. 2009), the initial cluster6 cells counts we observed in both groups of wounds were consistent, so the differential decrease in this group of monocytes may not be due to a compensatory effect but may be due to a blocked conversion of monocytes to macrophages in diabetic wounds. In contrast, the other group of Plac8 + chil3 + Vcan + Ly6c2^hi^, CCR2^hi^ monocytes (Cluster8) was consistent with the inflammatory monocytes reported previously (Shi and Pamer 2011). The number of cells in this group was significantly higher in the diabetic group than in the control group at the beginning (day1, 611 vs. 334) and reversed at the end (day5, 323 vs. 24). These results suggest that excessive inflammation in diabetic wounds in terms of monocytes may be the result of a combination of pro-inflammatory monocyte retention and impaired monocyte-macrophage transformation.

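MON-2-like cells, named from Plac8, Chil3, Vcan, Ly6c2 and Lyz2, numbered 934 in diabetic day 1, or 19.6% of its cells (interval 18.5 to 20.8%), and 491 in control day 1, or 11.1% (interval 10.2 to 12.1%). On day 3 the order turned, with 225 cells (4.14%) in the diabetic and 327 cells (6.81%) in the control group. On day 5 there were 198 (4.73%) and 18 (0.551%) and on day 7 66 (1.81%) and 15 (0.322%), so the share was higher in the diabetic group on both days. The difference of day 3 changed sign at resolution 0.4 (5.77 points) and without regression of total UMIs (2.05 points). Plac8 lies on chromosome 5 from 100553725 to 100572245 and Chil3 on chromosome 3 from 106147554 to 106167564.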

DC cells regulate and activate endogenous and adaptive immunity, further activating T cells through antigen presentation. 

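Dendritic-like cells made up 4.39%, 8.74%, 12.7% and 16.4% of the cells on days 1, 3, 5 and 7 in the diabetic group. In the control group they made up 2.45%, 8.62%, 5.63% and 6.86%, so the share fell between days 3 and 5 and was higher again on day 7. The groups differed by more than counting error on days 1, 5 and 7 and not on day 3. The difference of 7.06 points on day 5 was 8.71 points with cells named singly from marker scores. It changed sign, to -4.79 points (20.1% and 24.9%), with the unnamed cluster counted as dendritic-like, a test chosen after the data had been seen.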

We observed a gradual increase in the proportion of Dc cells in diabetic wounds from day1-day7, with a regression in the number of cells in the control wounds group from day5-day7. In addition to the classical Dc cells expressing major histocompatibility complex class II (cluster5, H2-Ab1 + H2-Aa + H2-Eb1+) there was also a group of cells expressing the Fscn1, Ccl22, Tbc1d4, Ccr7 marker gene, migration-related (CCR7, FSCN1), and encoding chemokine ligands (CCL22) suggest the function of recruit immune cells, mostly Tregs (Peng et al. 2022).The proportion of T cells (cluster7, Icos + Rora + Ets1+) followed the same trend as that of Dc cells.

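DC-1-like cells (H2-Ab1, H2-Aa, H2-Eb1 and Cd209a) rose over the days in the diabetic group, from 3.95% to 7.17%, 10.2% and 13.7%, and stood at 1.86%, 7.33%, 4.41% and 5.70% in the control group. DC-2-like cells (Fscn1, Ccl22, Tbc1d4 and Ccr7) made up 0.441%, 1.56%, 2.49% and 2.74% of the cells in the diabetic group and 0.589%, 1.29%, 1.22% and 1.16% in the control group. T cell-like cells made up 2.35%, 3.13%, 11.5% and 18.2% in the diabetic group and 2.33%, 5.18%, 5.02% and 10.5% in the control group. The share was thus lower in the diabetic group on day 3 and higher on days 5 and 7. The difference changed sign on day 3 (0.176 points) and on day 7 (-1.73 points) when the mitochondrial share was also regressed out, and to 0.458 and -1.60 points when the cells with the highest 5% of doublet scores were removed, alternatives that were both chosen after the data had been seen. On day 5 most T cell-like cells of the diabetic group were in the cluster led by Trdc and Il17f (52.6%) and most of those of the control group in the cluster led by Ctla4 and Trac (70.7%). On day 7 it was the other way round, at 75.3% in the Ctla4 cluster and 55.6% in the Trdc cluster.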

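Over the 4 days, the difference between the groups in percentage points, diabetic minus control, was -8.45, 7.60, 38.0 and -2.32 for neutrophil-like cells, 5.94, 3.32, 11.3 and 4.69 for monocyte-like cells and -0.486, 1.03, -45.5 and -23.8 for macrophage-like cells. The largest differences in these classes stood on day 5. Those of dendritic-like cells (9.57 points) and of T cell-like cells (7.67 points) were largest on day 7. Macrophage-like cells made up 1.87%, 13.8%, 4.95% and 27.2% of the cells in the diabetic group and 2.36%, 12.8%, 50.5% and 51.0% in the control group, with overlapping intervals on days 1 and 3. On day 5 most of them were MAC-3-like in both groups (62.8% and 58.7%), and on day 7 most were in the larger MAC-2-like cluster (79.3% and 90.7%). The macrophage-like difference on day 5 moved most, to -33.7 points, without a filter on mitochondrial share and to -57.4 points with the unnamed cluster counted as macrophage-like, both chosen after the data had been seen. Of the 6 differences between cell types at day 5, all kept their sign under every alternative tried except that of dendritic-like cells (7.06 points), which was -4.79 points with the unnamed cluster counted as dendritic-like. The paper states that day 5 is the cut-off for changes in the share of many cell types.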

Day5 was the cut-off point for the change in the proportion of numerous cells in both wounds group, and the differences in the immune profile between wounds in terms of the number and proportion of cells accumulated from day1 to day3, after which the differences in the degree of inflammation between the control and diabetic wounds groups became highly significant. The precise timing of interventions selected for different immune cell populations appears to be important in promoting diabetic wound healing.

### F3 Gene expression characteristics and biological function analysis of cluster 11 and the gene expression differences compared with other macrophages

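Osteoclast-like cells, named from Acp5, Ctsk, Mmp9, Atp6v0d2, Ocstamp, Dcstamp and Calcr, numbered 0, 43, 11 and 2 on days 1, 3, 5 and 7 in the diabetic group and 0, 42, 247 and 36 in the control group. In control day 5 they made up 7.56% of the cells of the library (interval 6.68 to 8.52%) and in diabetic day 5 0.263% (interval 0.131 to 0.470%). The intervals of the 0 cells on day 1 reach up to 0.0775% in the diabetic group and 0.0836% in the control group. Their median depth of 22706 UMIs per cell was the highest of the named classes. A pair of cells caught as 1 would also be deep, and 4.72% of these cells lay in the highest 5% of doublet scores of their library. Scrublet called 1 of the 381 a doublet, but 247 of them are of control day 5, where it called 0 of 3266 cells, so doublets were hardly tested. The difference on day 5 of -7.30 points moved most, to -57.7 points, when each cell with a UMI of at least 2 of Ctsk, Acp5 and Atp6v0d2 was counted instead. By that count 2.25% of the cells of diabetic day 5 and 60.0% of those of control day 5 qualified, as did 43.9% of the T cell-like cells of control day 5 at a median of 3878 UMIs. With every cell thinned to 1000 UMIs the shares were 0.317% and 13.5%, and 3.40% in the T cell-like cells of control day 5. Thinning left out 9.47% and 13.5% of the cells of the day 5 libraries. Ctsk lies on chromosome 3 from 95499256 to 95509362, Acp5 on chromosome 9 from 22126727 to 22135711 and Atp6v0d2 on chromosome 4 from 19876841 to 19922605.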

The steep increase in the numbers of cells expressing osteoclast marker gene (clusters11) in the control wounds group attracted our attention. To characterize cluster 11 as a specific group of immune cells, we mapped the top 20 marker genes on a violin plot (Fig. 3a) and performed GO functional enrichment analysis of the marker genes. The genes that were highly expressed were the osteoclast-associated genes Ctsk and Acp5; the adipose tissue-associated genes Hmgn1, Ranbp1 and Lpl; and the macrophage-associated genes Tsc22d1 and Banf1. 

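UMIs were summed over the osteoclast-like cells and over the other macrophage-like cells of each library with at least 20 of both, which were diabetic day 3 and control days 3, 5 and 7, and compared as CPM, the count of a gene scaled by all UMIs of the same cells, within the library. The median log2 ratio over the 4 libraries was 5.11 for Ctsk (4.14 to 5.95), 3.70 for Acp5 (3.23 to 4.01), 2.16 for Hmgn1, 1.89 for Ranbp1, 1.27 for Lpl (0.24 to 1.68), 3.23 for Tsc22d1 and 1.84 for Banf1, each higher in all 4 libraries. Ctsk, Acp5, Tsc22d1 and other genes of Fig. 3a define the cluster, which was drawn from the same values. All 20 genes of the violin plot were higher in osteoclast-like cells in every library, 19 of them at least 2-fold. Atp6v0d2 had a median log2 ratio of 4.04.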

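The median log2 ratio of osteoclast-like over other macrophage-like cells in the 4 libraries was 3.03 for Stmn1, 4.49 for Top2a, 4.57 for Ube2c, 4.98 for Pclaf and 4.55 for Birc5. Top2a, which encodes a DNA topoisomerase, lies on chromosome 11 from 98992943 to 99024189.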

The cycling basal cell-related genes Stmn1, Top2a, Ube2c, Pclaf, and Birc5 suggest that this group of cells may be a previously undescribed type of skin-resident macrophage. The GO functional enrichment analysis results showed that the gene functions were mainly related to translation, RNA splicing, mRNA processing, rRNA processing, oxidation-reduction process, translational initiation tricarboxylic acid cycle, cell cycle, protein folding, transport, etc. (Fig. 3b) We also applied cell cycle analysis, according to G2M.Score, only a small part of cluster 11 cells were enriched for cell cycle gene (Stmn1, Top2a). 

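With every cell thinned to 1000 UMIs, 19.7% of the osteoclast-like cells (75 of 381, interval 15.8 to 24.0%) had a Top2a UMI and 28.1% had a Stmn1 UMI. Before thinning 53.8% had a Top2a UMI. In macrophage-like cells the shares were 1.83% and 4.12% and in neutrophil-like cells, which do not divide in tissue, 0.515% and 1.25%, so the shares in osteoclast-like cells lay above the background. The median depth before thinning was 22706 UMIs in osteoclast-like, 8648 in macrophage-like and 2533 in neutrophil-like cells. By library the Top2a share was 27.9% (12 of 43) in diabetic day 3 and 11.9%, 18.6% and 27.8% in control days 3, 5 and 7. Phase calls put 42.3% of the osteoclast-like cells, 31.4% of the macrophage-like cells and 36.2% of the neutrophil-like cells in G2/M, so the phase calls alone do not tell cycling cells from others.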

(Supplementary 4), The self-renewal and proliferation of this small number of cells indicates that this group of cells is actively involved in the healing process and suggests that our data are indicative of the dynamic characteristics of this group of cells during the healing process.

**Fig. 3:**
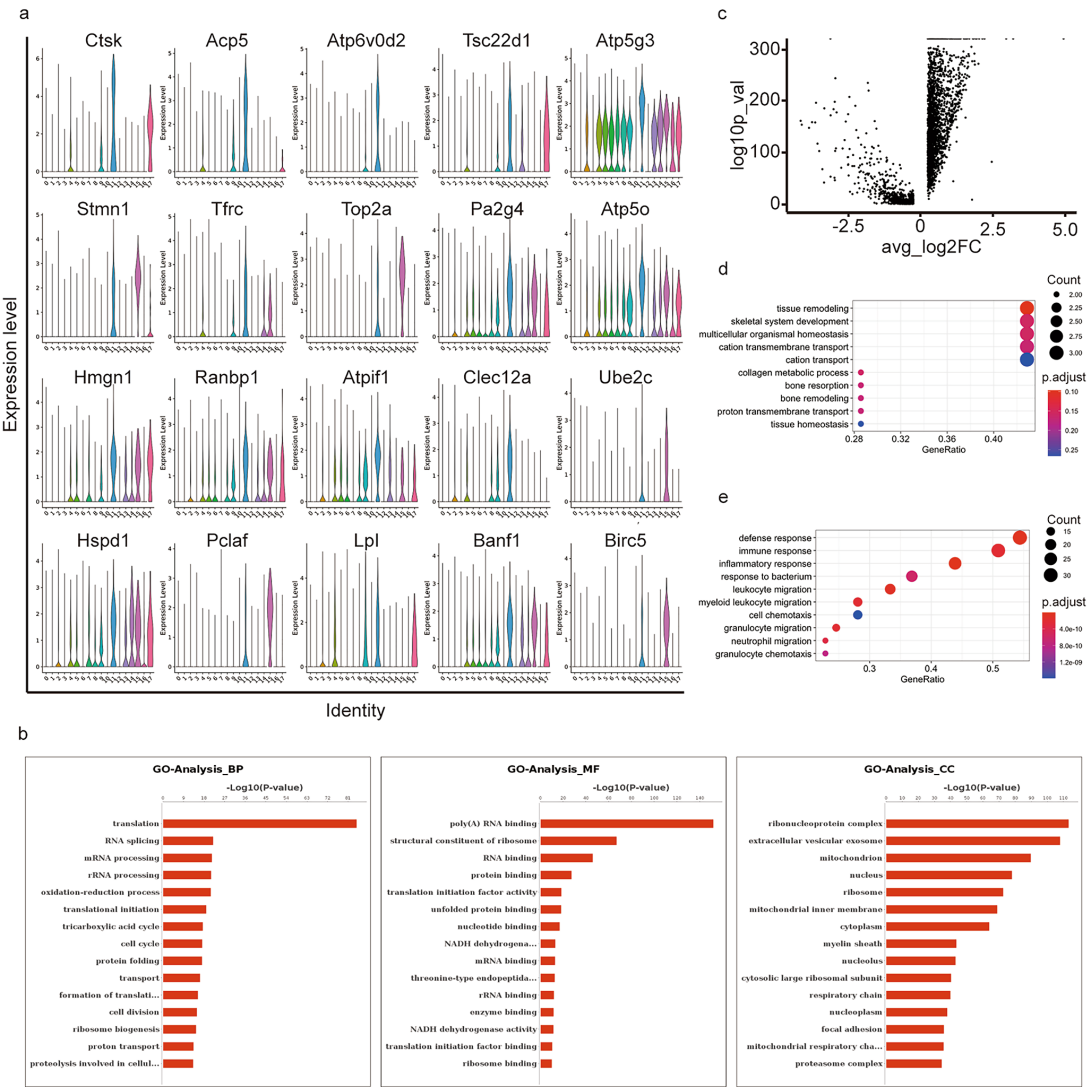
Gene expression characteristics and biological function analysis of cluster 11 and the gene expression differences compared with other macrophages. **(a)** Violin plot view cluster11 top 20 marker gene demonstrating overall gene expression. The number of identity is the same of clusters **(b)** GO histogram analysis results of cluster11 marker gene: Biological Process (BP), Molecular Function (MF), Cellular Component (CC). Coordinate axis Y: Go-Term entry name,Coordinate axis X: -log10 (P-Value). Red for significant entries, blue for non-significant entries **(c)** Volcano plot view for the gene expression difference between cluster11 and other macrophages(cluster2,4,9).Coordinate axis Y: -log10(P-Value), axis X:avg_log2FC.X<-1 use pink color as down expression, X > 1 use blue color as up expression **(d, e)** GO analysis up regulated (d) and down regulated gene (e) of cluster11: Biological Process, Coordinate axis Y: Go-Term entry name, Coordinate axis X: Gene Ratio. Colors of the bubble represents P.adjust < 0.05 for significant entries. The size of the bubble indicates the number of genes enriched in this item

We further compared the gene expression differences between cluster 11 and all other macrophages (cluster 2, cluster 4, and cluster 9). A total of 230 genes were upregulated and 205 genes were downregulated in cluster 11 compared to the other macrophage populations (Fig. 3c). 

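The number of genes was rebuilt from sums over the cells of a library. A gene counted when it was at least 2-fold apart in the same direction in each of the 4 libraries with at least 20 osteoclast-like cells, with at least 50 UMIs over both sums. Of 11621 genes with that depth, 995 were higher in osteoclast-like cells and 494 lower. No p-value is given, because the clusters were drawn from the same values. At 1.5-fold 1950 genes were higher and 1020 lower, and with each library left out in turn the total of 1489 genes became 1601 to 1872. The genes with the largest smallest ratio were Mybl2 (log2 of at least 5.10 in each library), Nusap1 (4.78), Pclaf (4.70), Bub1 (4.69) and Pbk (4.68) among those higher. Mybl2 rested on 78 UMIs against 10. Among those lower they were Ifit2 (3.48 in size), Selenop (3.03), Gpr34 (2.89), Egr1 (2.88) and Abca9 (2.87), where the value of Gpr34 is a bound from a count of 0. Egr1 is a gene that the handling of cells can induce.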

GO enrichment of the differential genes showed that upregulated genes were enriched in tissue remodeling, skeletal system development, multicellular organismal homeostasis, cation transmembrane transport, cation transport, collagen metabolic process, bone resorption, bone remodeling, porton transmembrane transport, and tissue homeostasis (Fig. 3d). Biological functions of the downregulated genes are enriched in defense response, immune response, inflammatory response, response to bacterium, leukocyte migration, myeloid leukocyte migration, cell chemotaxis, granulocyte migration, neutrophil migration, and granulocyte chemotaxis (Fig. 3e). These results suggest that this group of cells is not primarily involved in the inflammatory process, instead may be involved in the wound healing process by balancing tissue homeostasis, tissue remodelling, and collagen metabolism in the extracellular matrix. This also explains the difference in their distribution between the two groups of wounds samples.

### F4 Macrophage gene metabolism pattern analysis and cell-cell contact

We observed that the differentially expressed genes in cluster 11 were enriched in multiple metabolic pathways, and we generated a metabolism heatmap for all cell populations. 

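Levels of gene sets were summed as CPM over the cells of a class in each library. The median log2 ratio of osteoclast-like over other macrophage-like cells over 4 libraries was 1.49 for oxidative phosphorylation (1.45 to 1.53), 1.53 for the one carbon pool by folate (1.46 to 1.59) and 0.77 for the vacuolar proton pump (0.72 to 0.87). The other pathways of the heatmap in Fig. 4a were not analysed here. The sets were written in advance and hold fewer genes than KEGG pathways do. The proton pump set holds Atp6v0d2, a marker by which osteoclast-like cells were named, so part of its ratio follows from the naming. The folate set holds Tyms, which is also a gene of the S phase of the cell cycle, so cycling cells can raise it. Both ratios are given with these genes included.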

The gene metabolism patterns of cluster 11 were highly enriched in one-carbon pool by folate, vitamin B6 metabolism, lipoic acid metabolism, synthesis and degradation of ketone bodies, citrate cycle, oxidative phosphorylation, 2-oxocarboxylic acid metabolism, carbon metabolism, pyruvate metabolism, fatty acid biosynthesis, and cysteine and methionine metabolism. Among the remaining macrophage populations, cluster 4 and cluster 9 showed some similarity in gene metabolism patterns and differed significantly from cluster 2. 

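Between MAC-3-like and MAC-2-like cells, the median log2 ratio of MAC-3-like over MAC-2-like cells was 0.17 for the tricarboxylic acid cycle (higher in 5 of 7 libraries) and 0.50 for glycolysis (7 of 7). Cells also counted as MAC-1-like were left out of both, and diabetic day 1 then held fewer than the 20 MAC-3-like cells set as a minimum. MAC-1-like cells had glycolysis 0.65 above MAC-2-like cells (8 of 8 libraries) and 0.12 above MAC-3-like cells (7 of 7), and arginine and ornithine metabolism 1.19 above MAC-2-like cells (8 of 8).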

The similarities between cluster 4 and cluster 9 were mainly enriched in caffeine metabolism, glycosphingolipid biosynthesis – globo and isoglobo series, sphingolipid metabolism, other glycan degradation, glycosaminoglycan degradation, ascorbate and aldarate metabolism, and glycosphingolipid biosynthesis – ganglio series (Fig. 4a). 

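The tricarboxylic acid cycle set (23 genes, Cs to Acly) stood at 3851 to 4689.9 CPM in the osteoclast-like cells and 1377 to 1719 in the other macrophage-like cells of the 4 libraries, a median log2 ratio of 1.51 (1.45 to 1.63). Glycolysis (18 genes) had a median log2 ratio of 0.80 (0.61 to 0.96). Among the settings added after the data had been seen, resolution 1.6 moved the ratio of the tricarboxylic acid cycle most, to 1.57. From this enrichment the paper reasons that the cells reach a repair-promoting function through active metabolism.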

Macrophage function is dependent on different metabolic pathways, and the metabolism-related gene set of cluster11 is actively enriched, particularly in the tricarboxylic acid cycle and glycolysis-related genes. Tissue and vascular-related damage and hypoxia during the inflammatory phase have little effect on inflammatory macrophages, which are mainly dependent on glycolysis (Murdoch et al. 2005). The enrichment of anabolic metabolism is one of the key features of the tissue proliferation, repair and remodelling phase, and this population of macrophages, which peaks during the repair phase, achieves its repair-promoting function through active metabolism, while the high glucose environment of diabetic wounds and its induced production of ROS affects the activation and function of aerobic metabolic pathways of macrophages (Rendra et al. 2019). In particular, this population of cells is not active in metabolism with arginine and ornithine compared to the traditionally defined alternative activated macrophages, as a potential target for metabolism-related interventions that may avoid excessive scarring and fibrosis (Liu et al. 2017).

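The arginine and ornithine metabolism set (9 genes) was lower in osteoclast-like than in other macrophage-like cells in all 4 libraries, with log2 ratios of -0.60 to -0.34. Its genes moved apart. Arg1 stood at a median of -1.43 (-1.90 to -1.13), Arg2 at -2.14 and Odc1 at -0.82, whereas Oat stood at 0.32, Sms at 1.38 and Srm at 2.08. Arg1 lies on chromosome 10 from 24915221 to 24927484.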

**Fig. 4:**
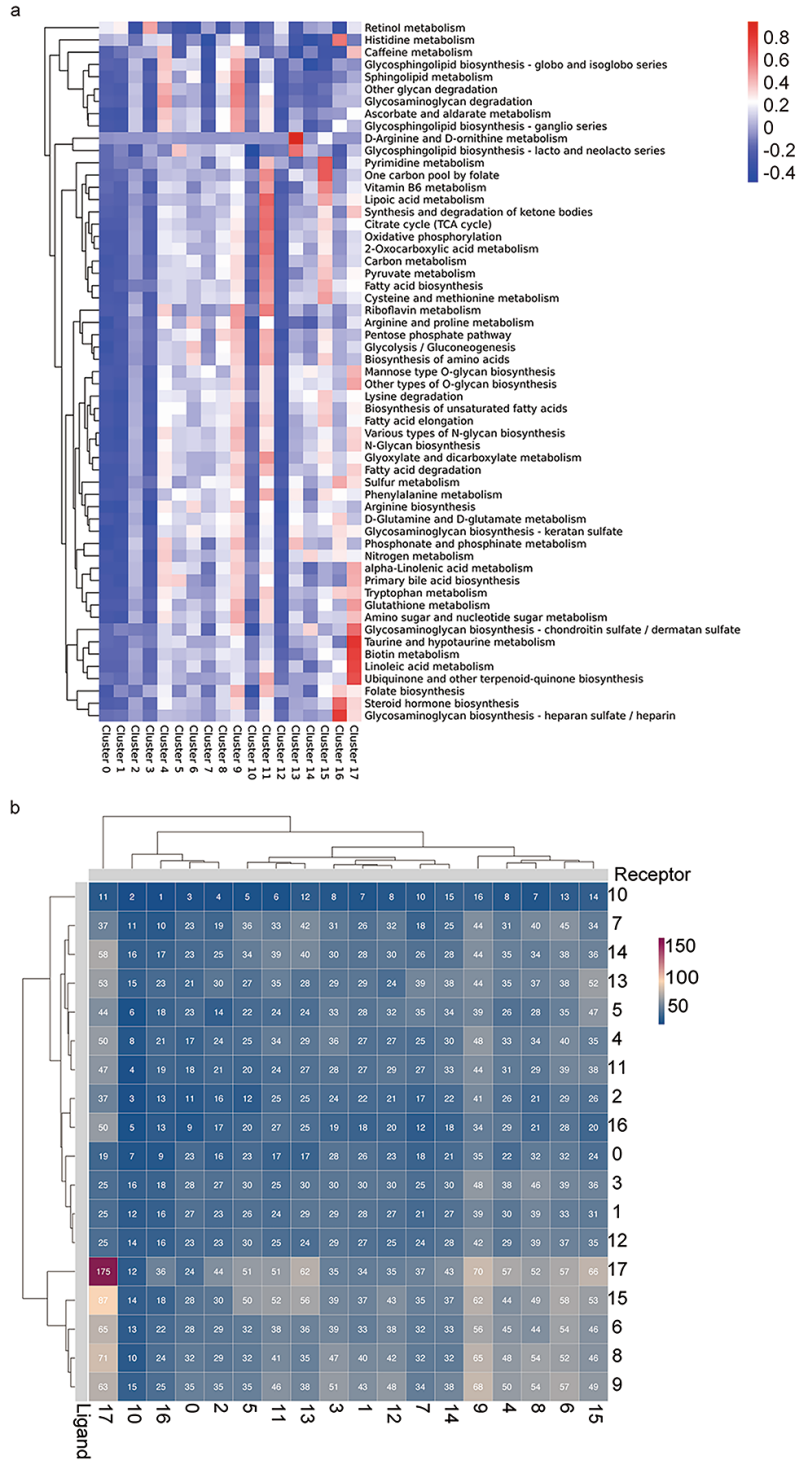
Macrophage gene metabolism pattern analysis and cell-cell contact. **(a)** Heatmap of Qusage Analysis, shows the significance of enrichment between cluster in metabolism gene set.Axis Y: Gene set information,aixs X:clusters. The colour represents the significance of each cluster in each gene set, the closer the colour to red, the more significant it is; the closer the colour to blue, the less significant it is **(b)** Heatmap show number of potential ligand-receptor pairs between immune cell groups predicted by CellphoneDB

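Mrc1 (chromosome 2, 14229392 to 14332057) and Cd163 (chromosome 6, 124304656 to 124330527) are marker genes by which MAC-2-like cells were named here. MAC-1-like cells held less of both than MAC-2-like cells in all 8 libraries, with log2 ratios of -1.76 to -0.58 for Mrc1 and a median of -3.32 for Cd163. For MAC-3-like over MAC-2-like cells the medians were -0.83 for Mrc1 (lower in 6 of 7 libraries) and -2.51 for Cd163 (lower in 7 of 7). After thinning to 1000 UMIs, Mrc1 UMIs were found in 61.7% of MAC-2-like, 56.7% of MAC-3-like and 43.8% of MAC-1-like cells, against 5.41% of neutrophil-like cells.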

The violin plots for the marker genes expressed in cluster 2, cluster 4, and cluster 9 showed that cluster 4 expressed genes that were similar to those previously defined as “M2 macrophages” (Mrc1 and cd163). Cluster 2 had more pro-inflammatory genes, and the genes cd74, tnsf9, tnsf12, and tnsf12a were highly expressed. 

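Cd74 (chromosome 18, 60803848 to 60812652) was a marker used to name the MAC-1-like cells. Against MAC-3-like cells it had a median log2 ratio of 1.74 (higher in 6 of 7 libraries), and against MAC-2-like cells of -0.21 (higher in 3 of 8). Tnfsf9 was higher in MAC-1-like cells against both, by 0.84 (7 of 7 libraries) and 0.91 (7 of 8). Tnfsf12 stood at -0.36 against MAC-3-like cells (higher in 0 of 7) and at 0.04 against MAC-2-like cells (4 of 8). Tnfrsf12a stood at -0.06 (3 of 7) and -0.21 (1 of 8).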

Gene expression of Gpnmb, Pf4, Lpl, Cd36, Apoe were found more significant in cluster9 (supplementary 5).

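Gpnmb (chromosome 6, 49036546 to 49070929), Pf4, Lpl and Cd36 were markers by which MAC-3-like cells were named. Against MAC-2-like cells the median log2 ratio over 7 libraries was 1.78 for Gpnmb (higher in 6), 0.55 for Pf4 (5), 1.10 for Lpl (5), 0.77 for Cd36 (7) and 0.17 for Apoe (4).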

To further characterize cell-cell interactions, we inferred putative cell-cell interactions based on ligand-receptor signaling inferred from our scRNA-seq data using CellPhoneDB. fibroblasts and macrophages showed the most interactions (Fig. 4b). Further visualization of intercellular interactions revealed that hebp1/Fprs ligand-receptor pairs are widespread among neutrophil macrophages and mediate the recruitment of monocytes to play a reparative role (Birkl et al. 2019). 

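Whether cells interact was not analysed here, only in which cells the ligand and receptor genes were found. Cells were thinned to 1000 UMIs, and shares before thinning are in brackets. Hebp1 UMIs were found in 4.46% (42.8%) of osteoclast-like, 2.85% (20.5%) of macrophage-like and 0.300% (1.37%) of neutrophil-like cells. Fpr1 UMIs were found in 52.3% (68.3%) of neutrophil-like cells, and in 4.34% (21.4%) of macrophage-like cells against 3.76% (16.7%) of T cell-like cells at a median depth of 4053.5 UMIs, which should lack the gene. Fpr2 UMIs were found in 57.2% (76.7%) of neutrophil-like cells, in 4.01% of macrophage-like cells and in 3.14% of T cell-like cells. In MAC-1-like cells the shares were 6.77% for Fpr1 (interval 5.62 to 8.06%) and 7.76% for Fpr2 (6.54 to 9.13%), and in monocyte-like cells 10.6% and 15.8%. These shares are over all libraries, which differ in their cell types and can differ in free RNA. Within libraries, Fpr1 CPM was higher in MAC-1-like than in T cell-like cells in 2 of 8 and Fpr2 in 7 of 8, with median log2 ratios of -0.14 and 0.62. For monocyte-like over T cell-like cells they were 0.98 (7 of 8) and 1.47 (8 of 8).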

The cell-cell contact between cluster11 and neutrophils is supported by Sema4d/ Cd72 (Supplementary 6), and the promotion of cluster11 production by neutrophils may be related to Sema4D inhibition of osteogenic activity and promotion of osteoclastogenesis (Shindo et al. 2022). 

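After thinning, Sema4d UMIs were found in 65.5% of neutrophil-like cells and in 29.7% of osteoclast-like cells, close to the 30.7% of T cell-like cells. Before thinning the share was 85.6% in neutrophil-like and 97.9% in osteoclast-like cells. Cd72 UMIs were found in 2.10% of osteoclast-like cells (27.0% before thinning), 1.98% of dendritic-like, 0.905% of macrophage-like, 0.437% of T cell-like and 0.0922% of neutrophil-like cells. The 2.10% are 8 of 381 cells, with an interval of 0.911 to 4.10%.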

Cluster2 pro-inflammatory macrophages communicate with monocytes (cluster8), macrophages (cluster4/9) as well as Dc cells (cluster13), fibroblasts (cluster17) via Grn/Sort1 ligand-receptor pairs (supplementary 7), and the multiple involvements of this immunomodulatory mechanism in our cutaneous trabecular immune cells include in Grn/Sort1 regulates the migration and division of fibroblasts for angiogenesis and the recruitment and activity of immune cells during wound repair (Terryn et al. 2021). 

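Grn (chromosome 11, 102430315 to 102437048) was found after thinning in 80.3% of MAC-1-like (98.8% before thinning), 87.0% of MAC-2-like, 86.9% of MAC-3-like and 68.0% of monocyte-like cells. The share was 65.6% in osteoclast-like, 58.3% in fibroblast-like, 45.4% in dendritic-like, 32.1% in T cell-like and 25.6% in neutrophil-like cells. Sort1 (chromosome 3, 108284082 to 108361511) was found in 1.46% of MAC-1-like, 2.32% of MAC-2-like and 2.49% of MAC-3-like cells. In monocyte-like and dendritic-like cells it was found in 1.72% and 1.79%. The share was 0.568% in T cell-like, 1.08% in NK cell-like and 1.40% in neutrophil-like cells. That of neutrophil-like cells lay within the interval of MAC-1-like cells (0.946 to 2.15%). In fibroblast-like cells it was found in 0 of 48 cells after thinning, with an interval of up to 7.40%, and in 18.8% before thinning.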

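Between the macrophage subtypes, Grn was lower in MAC-1-like than in MAC-2-like cells in 7 of 8 libraries, with a median log2 ratio of -0.33.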

According to our findings Grn can be used as one of the biological indicators of the intensity of the inflammatory response in skin wounds.

The group of fibroblasts (cluster 17, Pdgfra^high^, Acta2+, CD45+, Col12a1+) we identified while sorting myeloid cells had some similarities to fibroblasts that have been previously reported to be differentiated from trabecular myeloid cells (Haensel et al. 2020). 

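The fibroblast-like cluster held 50 cells, of which 48 had the 1000 UMIs needed for thinning, at a median of 12780 UMIs. Thinned, Pdgfra UMIs were found in 22.9% of them (62.5% before thinning), Acta2 UMIs in 27.1% (43.8%) and Col12a1 UMIs in 22.9% (52.1%). Ptprc, which encodes CD45, was found in 10.4% (66.7% before thinning), against 61.7% of T cell-like cells. Pdgfra stood at 0.0437% in T cell-like cells and 0.0780% in macrophage-like cells.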

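Fibroblast-like cells numbered 2, 4, 0 and 7 on days 1, 3, 5 and 7 in the diabetic group and 1, 4, 10 and 22 in the control group. On day 5 the share was 0.306% in the control group (interval 0.147 to 0.562%), and the interval of the 0 of 4183 cells in the diabetic group reaches up to 0.0881%. On day 7 it was 0.473% and 0.192%. After thinning, Vegfa UMIs (chromosome 17, 46016993 to 46032369) were found in 6.25% of the fibroblast-like cells (3 of 48, interval 1.31 to 17.2%), 6.24% of T cell-like, 16.6% of neutrophil-like and 19.7% of macrophage-like cells. Vegfd UMIs were found in 10.4% of the fibroblast-like cells (interval 3.47 to 22.7%), against 0 of 2290 T cell-like cells and 0.156% of macrophage-like cells, and Vegfc UMIs in 0 of the 48 cells, with an interval of up to 7.40%. Before thinning Vegfc was found in 16.7% of them, 0.306% of T cell-like and 0.281% of macrophage-like cells.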

Due to our prior cell sorting based on myeloid markers, fibroblasts were less numerous but showed strong auto cellular communication (Fig. 4b), which we observed in greater numbers in control group, and the expression of secreted cytokines such as VEGF supported their role in repair angiogenesis (supplementary3, 8). Other fibroblast populations could not be located in our samples, so the role of interfibroblast communication could not be clarified, but the role of these myeloid-derived fibroblasts on other myofibroblasts in the wounds was seen in earlier reports(Suga et al., 2014). These myeloid-derived intermediate cells are very easy to miss in the in vitro observation of fibroblasts and single-cell sequencing provides an excellent tool for analysis.

### F5 Differences in the proportion of macrophages over time and the differences in gene expression between the diabetic wound group and the control group

The phenotypic changes and overall proportional changes in macrophages in the two different subgroups are also an important part of our understanding of their mechanisms. Thus, we counted the proportional changes in the macrophage populations in the two experimental groups at different sampling times, and the proportion of the cluster 11 cell population increased in the early stage (day 1–day 3) in both the diabetic wound group and the control group, but unlike the diabetic wound group, the proportion of this cell population in the control group increased consistently (1.26%) on day 5 and was much higher than that in the diabetic wound group (0.08%) and decreased (0.28%) on day 7, but the proportion was still higher than that of the diabetic group (0.08%) (Fig. 5a). 

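As a percentage of the cells of all 8 libraries, the denominator of Fig. 5a, osteoclast-like cells of control day 5 made up 0.703% and those of diabetic day 5 0.0313%. On day 7 they made up 0.102% in the control group and 0.00569% in the diabetic group, and on day 3 0.119% and 0.122%. Among macrophage-like and osteoclast-like cells alone, the osteoclast-like share on day 5 was 13.0% in the control group (interval 11.6 to 14.6%) and 5.05% in the diabetic group (interval 2.55 to 8.85%). With monocyte-like cells also in the denominator it was 12.4% and 1.33%. Out of the cells of their library, osteoclast-like cells made up 0.774% in control day 7 and 0.0549% in diabetic day 7.

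**Figure D2:**
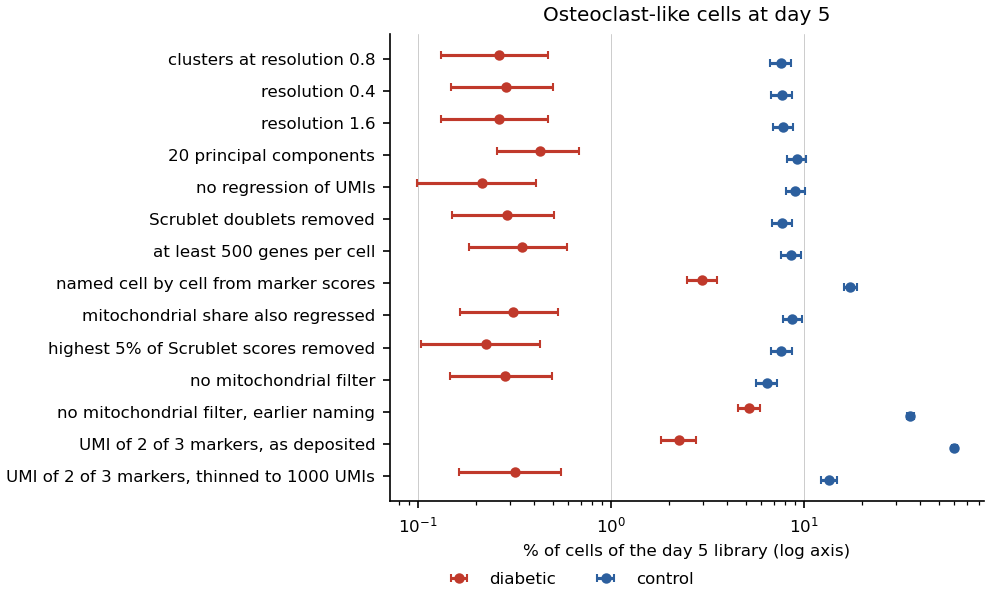
Osteoclast-like cells on day 5 in percent of the cells of the library, on a log axis, in diabetic and control wounds, for each way of clustering and naming the cells and for counts by marker UMIs. Points are single libraries and bars are 95% exact binomial intervals. The control share is the higher in each of them, and its size depends on the count.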

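MAC-1-like cells numbered 214 in diabetic day 1, or 0.609% of the cells of all 8 libraries, and 254 in control day 1, or 0.722%. Out of the cells of their own library the shares were 4.50% (interval 3.93 to 5.13%) and 5.76% (interval 5.09 to 6.49%). The separate intervals overlap just barely, but the interval of the difference itself lay wholly on the side of a lower diabetic share.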

The proportion of Cluster 2 cells was higher in diabetic groups on day 1(0.85% versus 0.41%), with similar trends in cell proportions within both groups. After day 3 the proportion of cluster2 cells was higher in the control wound group than in the diabetic wound group (1.42% versus 0.73%). 

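On day 3 there were 590 MAC-1-like cells in the diabetic group, or 10.9% of the cells of the library, and 274 in the control group, or 5.70%. On day 5 there were 289 (6.91%) and 96 (2.94%), and on day 7 51 (1.40%) and 20 (0.430%), each time a higher share in the diabetic group. Out of the cells of all 8 libraries, the day 5 cells made up 0.822% and 0.273%. These differences depended on the regression of total UMIs. Without it they changed sign, to -0.256 points on day 3 and -4.31 points on day 5.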

Cluster 4 showed a gradual increase in the proportion of cells in the diabetic wound group, except on day 5. In the control group, however, a much higher increase was observed on day 5 (3.14%) and day 7 (8.09%) than that in the diabetic group. 

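MAC-2-like cells made up 0.967%, 5.54%, 1.84% and 25.7% of the cells on days 1, 3, 5 and 7 in the diabetic group and 0.929%, 4.83%, 20.8% and 50.2% in the control group. The control cells of days 5 and 7 were 1.93% and 6.64% of the cells of all 8 libraries. The groups differed by more than counting error on days 5 and 7, but these shares depended on the clustering. On day 5 the diabetic and control shares were 0.550% and 7.13% with 20 principal components and 1.77% and 41.7% with no regression of UMIs. On day 7 they were 4.17% and 7.09% at resolution 1.6 and 3.78% and 3.83% with 20 principal components, where the intervals overlap, so the difference of day 7 was not found under every clustering. The control cells of day 7 were then 0.939% and 0.506% of the cells of all libraries. The clusters behind the name changed over the days, since the cluster led by Retnla and Ccl8 held 569 of the 680 MAC-2-like cells of control day 5 and 182 of the 2334 of control day 7, where most cells were in the cluster led by Igf1 and Gdf15.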

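MAC-3-like cells made up 0.904%, 8.30%, 3.11% and 1.48% of the cells on days 1, 3, 5 and 7 in the diabetic group, with the highest share on day 3. In the control group they made up 1.43%, 7.97%, 29.6% and 0.817%, with the highest share on day 5. The peak days of MAC-3-like cells are from the main clustering at resolution 0.8 only. Diabetic day 3 held 1.28% of the cells of all 8 libraries in this class, and control day 5 held 2.75%. The difference changed sign at resolution 0.4 on day 1 (1.37 points) and on day 7 at resolution 1.6 (-17.6 points), with 20 principal components (-25.8 points) and without a filter on mitochondrial share (-0.0950 points).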

A peak in the proportion of cluster 9 was observed in the diabetic group (1.07%) at an earlier time point (on day 3) than in the control group (1.22% on day 5) (Fig. 5b).

**Fig. 5:**
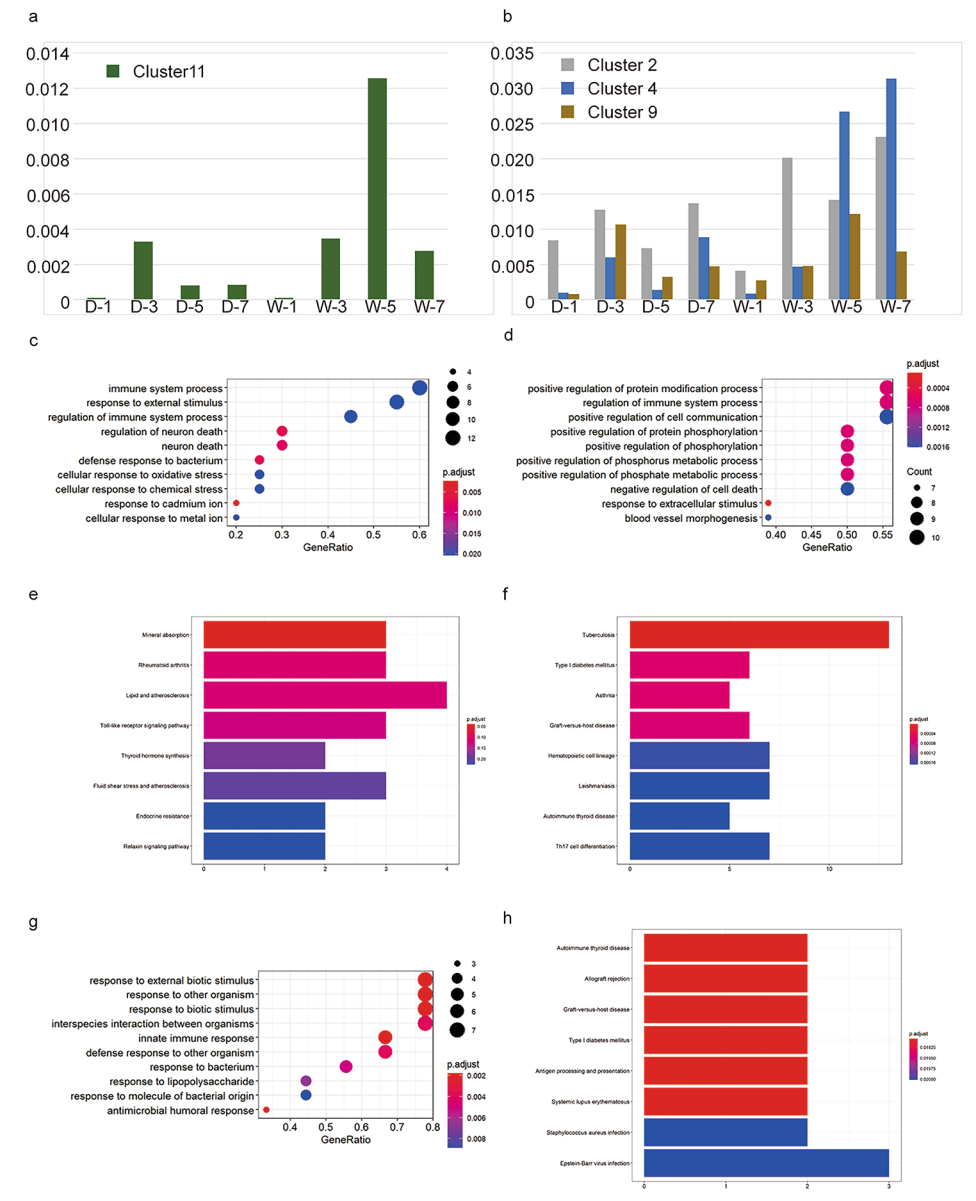
Differences in the proportion of macrophages over time and the differences in gene expression between the diabetic wound group and the control group. **(a)** The proportion of cluster 11 cells in the control group on day 5 and day 7 was much higher than diabetic group. Coordinate axis Y: Proportion of specific cluster of cells in all single cells, Coordinate axis X: cell clusters, group and sampling time. Ex: D-1(Diabetic group -day 1), W-1(Wild type control group-day 1) **(b)** The proportion of cluster 2, cluster 4, and cluster 9 cells in the control group and diabetic group **(c)** GO enrichment analysis of the differential genes and found that the differences in the biological functions between the two groups with respect to cluster 11 on day 3 **(d)** GO enrichment analysis of the downregulated genes in cluster 11 on day 5 in the diabetes group and the biological functions of the differences **(e)** KEGG terms of control and diabetes two groups of cluster 11 cells on day 3 differentially expressed genes **(f)** KEGG terms of the cluster 11 cells on day 7 upregulated genes in the diabetes group **(g)** GO enrichment analysis of the upregulated genes in cluster 4 on day 5 in the diabetic group and the biological functions of the differences **(h)** KEGG enriched differential gene pathways on day 5 of cluster 4

It is well known that the immune environment of the diabetic group differs from that of the control group, so the specific differences in the macrophage population at different time points are of interest to us. In the next step, we performed GO enrichment analysis of the differential genes and found that differences in the biological functions between the two groups with respect to cluster 11 on day 3. 

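Osteoclast-like cells of day 3 numbered 43 in the diabetic and 42 in the control group, with 1009445 and 831541 UMIs in all. For each gene the UMIs of the cells were summed and divided by the total, and the ratio of the groups is given with its Poisson interval. Ctsk stood at 6523 CPM in the diabetic and 2527 in the control group, a log2 ratio of 1.37 (1.30 to 1.44). The log2 ratio was 1.51 for Mmp9 (1.40 to 1.62), 1.23 for Hspa5 (1.14 to 1.32), 1.19 for Acod1 (0.87 to 1.51), 1.19 for Ccl3 (0.99 to 1.40) and -0.90 for Fos (-1.08 to -0.73). T cell-like cells of the same libraries, which should lack Acod1, held 387 and 144 CPM of it. This is as much as the osteoclast-like cells or more, so for Acod1 free RNA can account for the level and the difference. T cell-like cells held 1026 and 443 CPM of Ccl3, but they may express this gene themselves, so for Ccl3 they do not measure free RNA. For Ctsk they held 51.7 and 16.7. The paper gives a direction for 49 combinations of gene, macrophage subtype and day that have a value here. Of these, 41 went the way the paper states, 39 of them by more than counting error, and 4 went the other way by more than counting error. For Lyve1 and Ccr2 in MAC-2-like cells it gives a direction without a day, and with these counted on each of the 4 days the tally was 46 of 57. Under the alternatives that cover all subtypes the tally without them lay between 39 of 50 with at least 500 genes per cell and 44 of 50 over all macrophage-like cells.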

The number of cells in the two groups was very similar at day3, and the genes we found to be different included Acod1, Ccl3, Ctsk, vHsap5, Mmp9, and Fos, the functions of these genes were mainly enriched in immune system process, response to external stimulus, regulation of immune system process, regulation of neuron death, defense response to bacterium, and cellular response to oxidative stress (Fig. 5c). Differentially expressed genes CCl3, Hsap5, Mmp9, Fos, Ctsk corresponded to rheumatoid arthritis, lipid and atherosclerosis, and the Toll-like receptor signaling pathway (Fig. 5e). As the wound healing progressed we found a huge difference in the number of this group of cells on day5, the peak number of cluster11 osteoblast-like macrophages. 

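Diabetic day 5 held 11 osteoclast-like cells with 235237 UMIs, fewer than the 20 cells set as a minimum for such a ratio, and control day 5 held 247. Their log2 ratio was -0.19 for Apoe (-0.34 to -0.05), -1.10 for Cd36 (-1.64 to -0.60) and -2.21 for Ccl7 (-3.66 to -1.08), the last from 6 UMIs in the diabetic group. It was 0.17 for Fnip1 (-0.26 to 0.58) and 0.16 for Jun (-0.21 to 0.50), differences not detectable at this depth, and 1.11 for Hmox1 (0.97 to 1.25) and 0.71 for Pf4 (0.47 to 0.94). T cell-like cells of these libraries held 672 and 3862 CPM of Apoe and 38.9 and 454 of Ccl7 in the diabetic and control group, so background RNA of both differed between the libraries in the direction of the fall. Over all macrophage-like cells the ratio of Hmox1 changed sign, to -0.42. Hmox1 lies on chromosome 8 from 75093621 to 75100589.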

Apoe, Ccl7, Cd36, and Fnip1 genes were downregulated in the diabetic group compared to the control group on day5, the biological functions of the downregulated genes were enriched in positive regulation of protein modification process, positive regulation of cell communication, positive regulation of protein phosphorylation, positive regulation of phosphorus metabolic process, negative regulation of cell death, The downregulation of the Hmox1, Jun, Pf4 gene suggests that this group of cells Capacity of blood vessel morphogenesis has also been reduced (Fig. 5d). Then at day 7, the end of our observation H2-Aa, H2-Ab1, H2-DMa, H2-DMb1, H2-Eb1, Il1b genes were upregulated in the diabetes group corresponded to type I diabetes and Th17 cell differentiation (Fig. 5f).

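On day 7 the diabetic group held 2 osteoclast-like cells with 56538 UMIs and the control group 36, so these ratios rest on 2 cells. In these cells the log2 ratio was 0.73 for H2-Aa (0.47 to 0.97), 0.58 for H2-Ab1 (0.32 to 0.82), 0.57 for H2-Eb1 (0.21 to 0.92) and 1.52 for H2-DMa (0.14 to 2.67, from 7 UMIs). Il1b had a ratio of -0.24 (-1.12 to 0.53), and H2-DMb1 had 0 and 46 UMIs, a difference not detectable at this depth. H2-Aa stood at 2565 and 1550.1 CPM in the osteoclast-like cells and at 2274 and 1716 in the T cell-like cells of the same libraries, which should lack it.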

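MAC-1-like cells of day 3 numbered 590 in the diabetic and 274 in the control group, with 5560839 and 2782813 UMIs. The log2 ratio was 1.68 for Acod1 (1.56 to 1.81), 1.01 for Il1a (0.86 to 1.15), 1.32 for Mt1 (1.25 to 1.38), 2.06 for Retnlg (1.80 to 2.31), 1.18 for Oasl1 (1.02 to 1.34), 2.38 for Saa3 (2.20 to 2.57) and 2.82 for Lyz1 (2.18 to 3.54, from 21 UMIs in the control group). Cd163 had the largest, 5.60 (4.76 to 6.61), from 1068 UMIs (192 CPM) and 11 UMIs (3.95 CPM). T cell-like cells of the same libraries held 213 and 58.7 CPM of Retnlg, against 215 and 51.7 in MAC-1-like cells, which is the level of the background. They held 387 and 144 of Acod1, against 686 and 214, and 111 and 10.3 of Saa3, against 498 and 95.6. The genes were named by the paper for a cluster that has no equal at resolution 0.8.

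**Figure D3:**
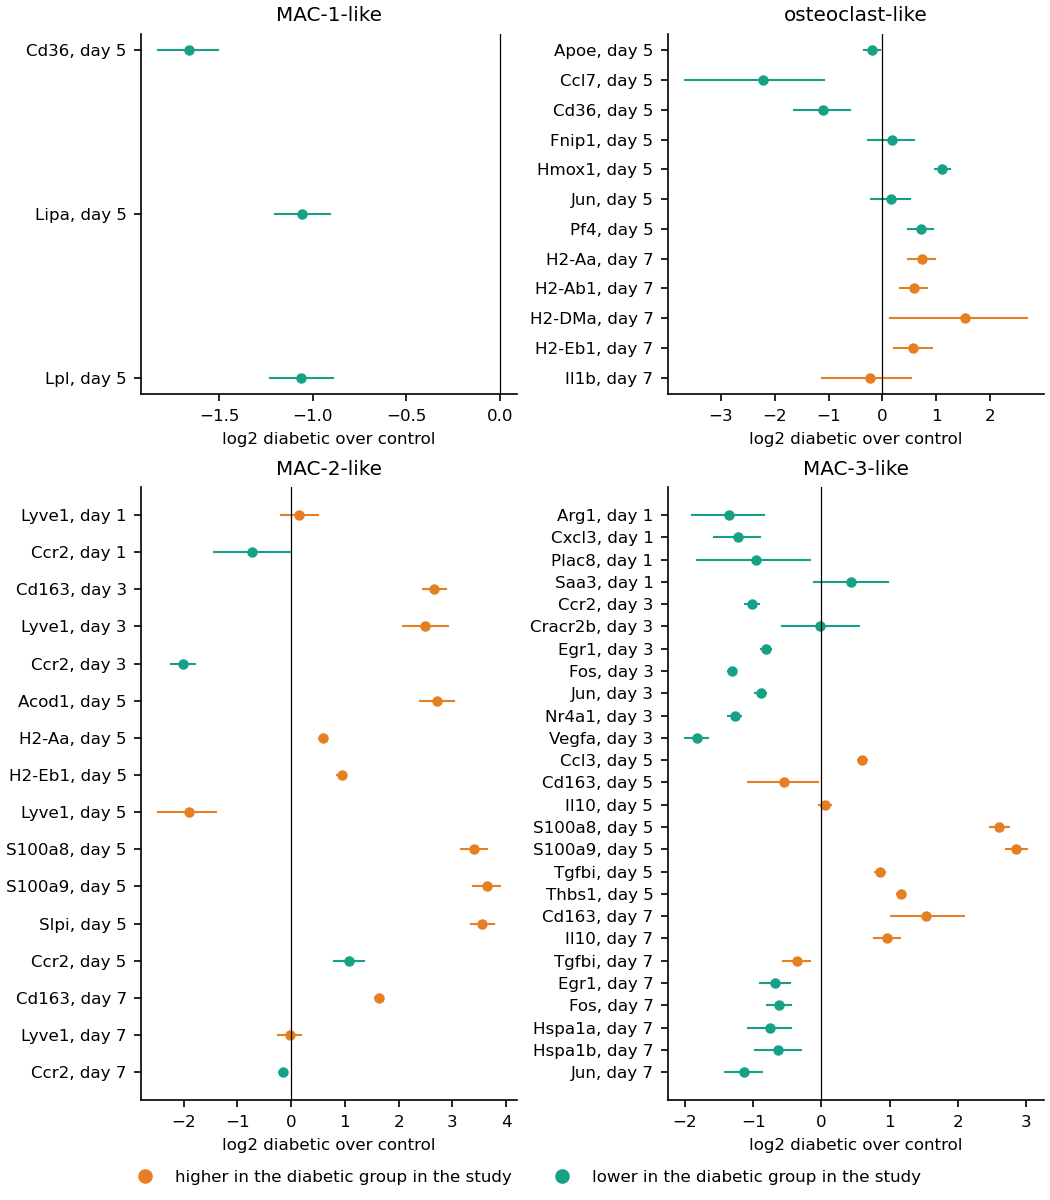
Log2 ratio of diabetic over control, with 95% Poisson intervals, for the genes the paper names with a direction for a macrophage subtype and day. Orange marks genes the paper gives as higher in the diabetic group and green those it gives as lower. Of the 57 combinations of gene, subtype and day with a value, 46 lie on the stated side of 0. Lyve1 and Ccr2, for which the paper gives no day, are drawn on each of the 4 days, and without them it is 41 of 49.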

As for the pro-inflammatory macrophage-cluster2, the expression level of Acod1, Il1a, Mt1, Retnlg, Osal1, Lyz1, Saa3, CD163, was different in day 3, functions of these genes are enriched in response to stress, defence response, response to external stimulus, response to external biotic stimulus, response to other organism, response to biotic stimulus, interspecies interaction between organisms, response to bacterium, immune response, inflammatory response, and defence response to other organism. This enhanced immune response capacity is in line with our expectations. 

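On day 5 there were 289 MAC-1-like cells in the diabetic and 96 in the control group. Lpl (chromosome 8, 68880491 to 68907448) stood at 209 and 436 CPM, a log2 ratio of -1.06 (-1.23 to -0.89). Cd36 stood at 186 and 588, a ratio of -1.66 (-1.82 to -1.50), and Lipa at 272 and 566, a ratio of -1.06 (-1.20 to -0.91). T cell-like cells held 14.5 and 166 CPM of Lpl, 32.0 and 297 of Cd36 and 95.2 and 351 of Lipa, so the background of these genes was higher in the control library too, by a larger factor than in the MAC-1-like cells.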

In parallel to the downregulated gene of pro-inflammatory macrophages in the diabetic group, mainly Lpl, which functions in cytokine production and regulation of cytokine production and with the healing process, in day5 we observed a decrease in Lpl, Cd36, Lipa genes which could suggest the possible involvement of cholesterol metabolism pathway in the progression of inflammatory cells. Inflammatory pathways suppress cholesterol metabolism and reverse cholesterol transport (RCT) which in turn enhances inflammatory responses, previously reported mainly in atherosclerosis-related studies, a similar mechanism can now be considered in diabetic skin damage (Groenen et al. 2021; Westerterp et al. 2018; Yvan-Charvet et al. 2008) (Supplementary 9).

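On day 1 the diabetic group held 46 MAC-2-like cells with 195456 UMIs and the control group 41 with 151272. Diabetic over control, the log2 ratio was 0.86 for Lgals3 (0.63 to 1.10), 1.38 for Sod2 (0.97 to 1.82), 1.04 for Ccl3 (0.83 to 1.26), 1.73 for Tlr2 (0.96 to 2.59), 1.03 for Tnfaip3 (0.63 to 1.44) and -1.22 for Hsph1 (-2.23 to -0.26). Bcl2 had 1 UMI and 0 UMIs, too few for a ratio. In T cell-like cells of these libraries Ccl3 stood at 1343 and 1425 CPM and Sod2 at 357 and 337, nearly level between the groups, and Tlr2 at 173 and 73.4.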

On day 1 the cluster 4 macrophages differentially expressed genes Lgals3, Bcl2, Sod2, Hsph1 biological functions of these genes were enriched in positive regulation of developmental process, negative regulation of apoptotic signalling pathway, Ccl3, Tlr2, Tnfaip3 genes were enriched in interleukin-1 beta production, and interleukin-1 production. On day 3 differential genes Acod1, Cd209b, Cd209d, Clec4e were enriched in response to external stimulus, defence response, interspecies interaction between organisms, response to external biotic stimulus, response to other organism, andCd163, Cfh, Chil3 inflammatory response (Supplementary 10). 

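MAC-2-like cells of day 3 numbered 301 in the diabetic and 232 in the control group. Their log2 ratio was 1.16 for Acod1 (0.92 to 1.39), 3.68 for Cd209b (2.72 to 4.84), 4.32 for Cd209d (3.68 to 5.05), 0.84 for Clec4e (0.72 to 0.96) and 1.82 for Chil3 (1.50 to 2.15). The control group had 9 UMIs of Cd209b and 20 of Cd209d. T cell-like cells held 966 and 424 CPM of Clec4e and 202 and 24.6 of Chil3, against 1410.4 and 789 and against 355 and 101 in the MAC-2-like cells, so part of these differences can be free RNA. Acod1 stood at 457 and 205, not far above the T cell-like cells. Reads of Chil3 can be shared with its close relative Chil4.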

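On day 5 there were 77 MAC-2-like cells in the diabetic and 680 in the control group. The log2 ratio was 3.40 for S100a8 (3.16 to 3.64), 3.64 for S100a9 (3.39 to 3.89), 3.56 for Slpi (3.34 to 3.77), 2.72 for Acod1 (2.41 to 3.03), 0.59 for H2-Aa (0.52 to 0.66) and 0.94 for H2-Eb1 (0.86 to 1.02). S100a8 stood at 799 and 75.7 CPM, and in T cell-like cells of the same libraries, which should lack it, at 578 and 117, a log2 ratio of 2.31. S100a9, Slpi and Acod1 were also higher in the T cell-like cells of the diabetic library, by 2.62, 3.57 and 2.80. H2-Aa and H2-Eb1 went the other way in T cell-like cells, at -1.22 and -1.29. S100a8 lies on chromosome 3 from 90668978 to 90670035 and H2-Aa on chromosome 17 from 34282744 to 34287823.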

The biological functions of the upregulated genes at day 5 in the diabetic group Acod1, H2-Aa, H2-Eb1, S100a8, A100a9, Slpi were enriched in response to external biotic stimulus, response to other organism, response to biotic stimulus, interspecies interaction between organisms, innate immune response, defense response to other organism, and response to lipopolysaccharide (Fig. 5g). The KEGG enriched differential gene H2-Aa, H2-Eb1 on day 5 were autoimmune thyroid disease, allograft rejection, graft-versus-host disease, type 1 diabetes mellitus, antigen processing and presentation, systemic lupus erythematosus, Staphylococcus aureus infection, and viral myocarditis pathways (Fig. 5h).

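On day 1 the diabetic group held 43 MAC-3-like cells with 163406 UMIs and the control group 63 with 310851. Between the groups the log2 ratio was -1.36 for Arg1 (-1.90 to -0.85), -1.23 for Cxcl3 (-1.57 to -0.89), -0.96 for Plac8 (-1.83 to -0.17, from 17 and 63 UMIs) and 0.44 for Saa3 (-0.10 to 0.97), the last within counting error. At resolution 1.6 the ratio of Plac8 changed sign, to 1.49. Arg1 in T cell-like cells was lower in the diabetic library too, at 64.5 and 228 CPM.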

The downregulated genes in cluster 9 in the diabetes group on day 1 including Arg1, Cxcl3, Plac8, Saa3 were enriched in response to external biotic stimulus, response to other organism, response to biotic stimulus, defence response (Supplementary 11). 

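On day 3 there were 451 MAC-3-like cells in the diabetic and 383 in the control group. Diabetic over control, the log2 ratio was -1.31 for Fos (-1.37 to -1.25), -0.81 for Egr1 (-0.89 to -0.74), -0.89 for Jun (-0.97 to -0.81) and -1.02 for Ccr2 (-1.11 to -0.92). Fos, Egr1 and Jun respond to the handling of cells, and they were lower in the diabetic library in 11 of 12 combinations of gene and other cell type on this day, in 9 of them by more than counting error. Egr1 was higher in dendritic-like cells (0.43). The median log2 ratio of these genes was -0.89 in MAC-3-like, -1.14 in neutrophil-like, -0.44 in MAC-2-like, -0.20 in T cell-like and -0.18 in dendritic-like cells. The neutrophil-like cells of this day lie in different clusters in the groups, with 44.8% of the diabetic and 83.0% of the control cells in the NEU-1-like cluster. Fos lies on chromosome 12 from 85473890 to 85477273.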

The downregulated genes at day 3 Ccr2, Egr1, Fos, and Jun were functionally enriched in tissue development, leukocyte differentiation, blood vessel development, vasculature development, cellular response to growth factor stimulus, and response to growth factor positive regulation of endothelial cell proliferation. The upregulated gene on day 5  including Ccl3, S100a8, S100a9, and Tnbs1, their functions were enriched in positive regulation of response to external stimulus, regulation of hydrolase activity, granulocyte chemotaxis, regulation of peptidase activity, granulocyte migration, myeloid leukocyte migration, and leukocyte chemotaxis (Supplementary 11). 

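MAC-3-like cells of day 5 numbered 130 in the diabetic and 968 in the control group. The log2 ratio was 0.60 for Ccl3 (0.53 to 0.67), 2.61 for S100a8 (2.46 to 2.75), 2.85 for S100a9 (2.70 to 3.00) and 1.16 for Thbs1 (1.10 to 1.23). In T cell-like cells of the same libraries it was 1.00 for Ccl3. Their Thbs1 stood at 454 and 297 CPM, against 1915 and 855 in the MAC-3-like cells.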

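On day 7 there were 54 MAC-3-like cells in the diabetic and 38 in the control group, with 579722 and 465461 UMIs. In these cells the log2 ratio was -0.68 for Egr1 (-0.90 to -0.46), -0.62 for Fos (-0.79 to -0.45) and -1.14 for Jun (-1.41 to -0.88). With at least 500 genes per cell they changed sign, to 0.65, 0.60 and 0.17.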

On day 7 the downregulated genes Egr1,Fos, and Jun were enriched in biological functions including response to abiotic stimulus, cellular response to stress, positive regulation of pri-miRNA transcription by RNA polymerase II, and positive regulation of neuron death (Supplementary 11).

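Of the other genes in MAC-3-like cells on day 3, Nr4a1 had a log2 ratio of -1.27 (-1.37 to -1.18) and Vegfa of -1.83, from 92.6 CPM (83.6 to 102) and 329 CPM (310.3 to 348). Cracr2b had 60 and 53 UMIs and a ratio of -0.02 (-0.58 to 0.54).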

The KEGG analysis showed that the downregulated genes at day 3 Cracr2b, Nr4a1, Fos, Jun, Vegfa were involved in the MAPK signalling pathway, Nr4a1, Fos, Jun were involved in the relaxin signalling pathway, chemical carcinogenesis-receptor activation, and rheumatoid arthritis. The downregulated genes on day 7 Fos, Hspa1a, Hspa1b, and Jun were enriched in the Estrogen signalling pathway, measles, MAPK signalling pathway, lipid and atherosclerosis, prion disease, human T-cell leukaemia virus 1 infection, endocrine resistance, and antigen processing and presentation (Supplementary 11). 

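Hspa1a and Hspa1b had log2 ratios of -0.76 (-1.08 to -0.44) and -0.63 (-0.97 to -0.30) in the MAC-3-like cells of day 7. With Egr1, Fos and Jun, these genes were lower in the diabetic library in 18 of 20 combinations of gene and other cell type on that day, so the difference was not limited to MAC-3-like cells. From the genes of this cluster the paper proposes that the MAPK pathway may have a regulatory role in how these macrophages proliferate and differentiate.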

Taken together these suggest that the MAPK pathway may play a regulatory role in the proliferation and differentiation of this group of macrophage cells.

### F6 Pseudotime analysis of macrophage populations and analysis of the differential gene expression patterns in the developmental branches

Monocytes can differentiate into macrophages during the immune process, and macrophages have rich phenotypic diversity and perform different functions at different times during wound healing. We performed a chronological analysis of the observed mononuclear macrophage population and the cells in the diabetic and control wound groups could be classified into 11 states (Fig. 6a and b). 

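The trajectory was rebuilt for each group with diffusion pseudotime (10 components, 30 neighbours) on monocyte-like, macrophage-like and osteoclast-like cells of at least 1000 UMIs, started in a MON-2-like cell of day 1, and not with DDR-Tree. The start is therefore given and not a result. Cells were ranked within their group. In the diabetic group (4713 cells) the median percentile was 16.6 for MON-2-like, 39.8 for MON-1-like, 40.6 for MAC-1-like, 60.5 for MAC-3-like, 82.7 for MAC-2-like and 99.4 for osteoclast-like cells. In the control group (6625 cells) it was 14.7, 15.1, 18.6, 40.3, 70.1 and 97.6 in the same order. A percentile depends on how many cells of each subtype the group holds, so the groups cannot be compared value by value. Some cells count both as MAC-1-like and as MAC-3-like, so these subtypes are not separate sets of cells. With 15 neighbours, chosen after the data had been seen, the largest change was in the control MAC-1-like cells, to 17.3. Free RNA differs between the libraries and may enter the order of cells.

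**Figure D4:**
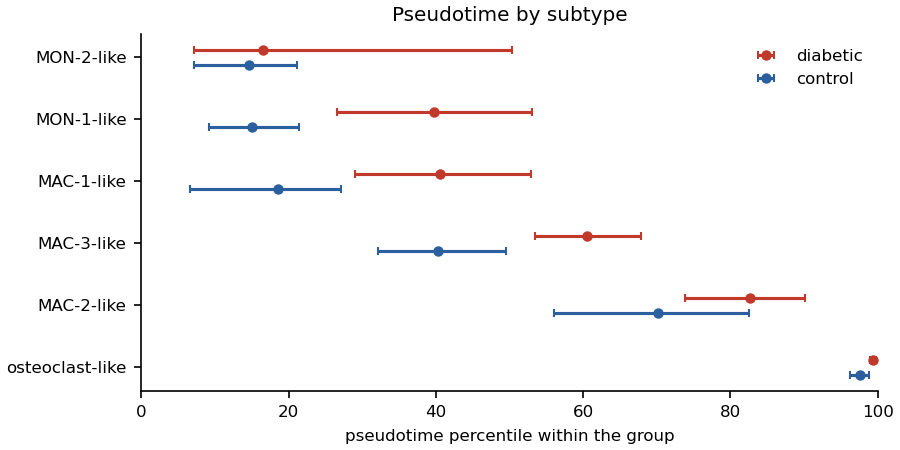
Pseudotime percentile of each subtype within the diabetic and the control group. Points are medians and lines run from the lower to the upper quartile. MON-2-like cells are the lowest and osteoclast-like cells the highest in both groups.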

According to the pseudotime analysis (Fig. 6c and d), cluster 6 and cluster 8 were predominantly found in the early states, followed by cluster 2, and cluster 4 and cluster 9 were found in large numbers at later time points. In the diabetic wound group, a large number of cluster 4 cells were observed in only one state, whereas in the control group, cluster 4 cell aggregates were observed in several states. In contrast, in the diabetic group, cluster 2 was observed within multiple stages of differentiation (Fig. 6e and f). This finding suggests that within the diabetic group, cell differentiation was more towards cluster 2, whereas in the control group, more branches were differentiated into cluster 4, and the greatest number of cluster 4 aggregates could be seen in the diabetic group with a branch point of 3 compared to 1 in the control group, leading us to more closely analyze the differential gene expression patterns of the two trajectory branches.

**Fig. 6:**
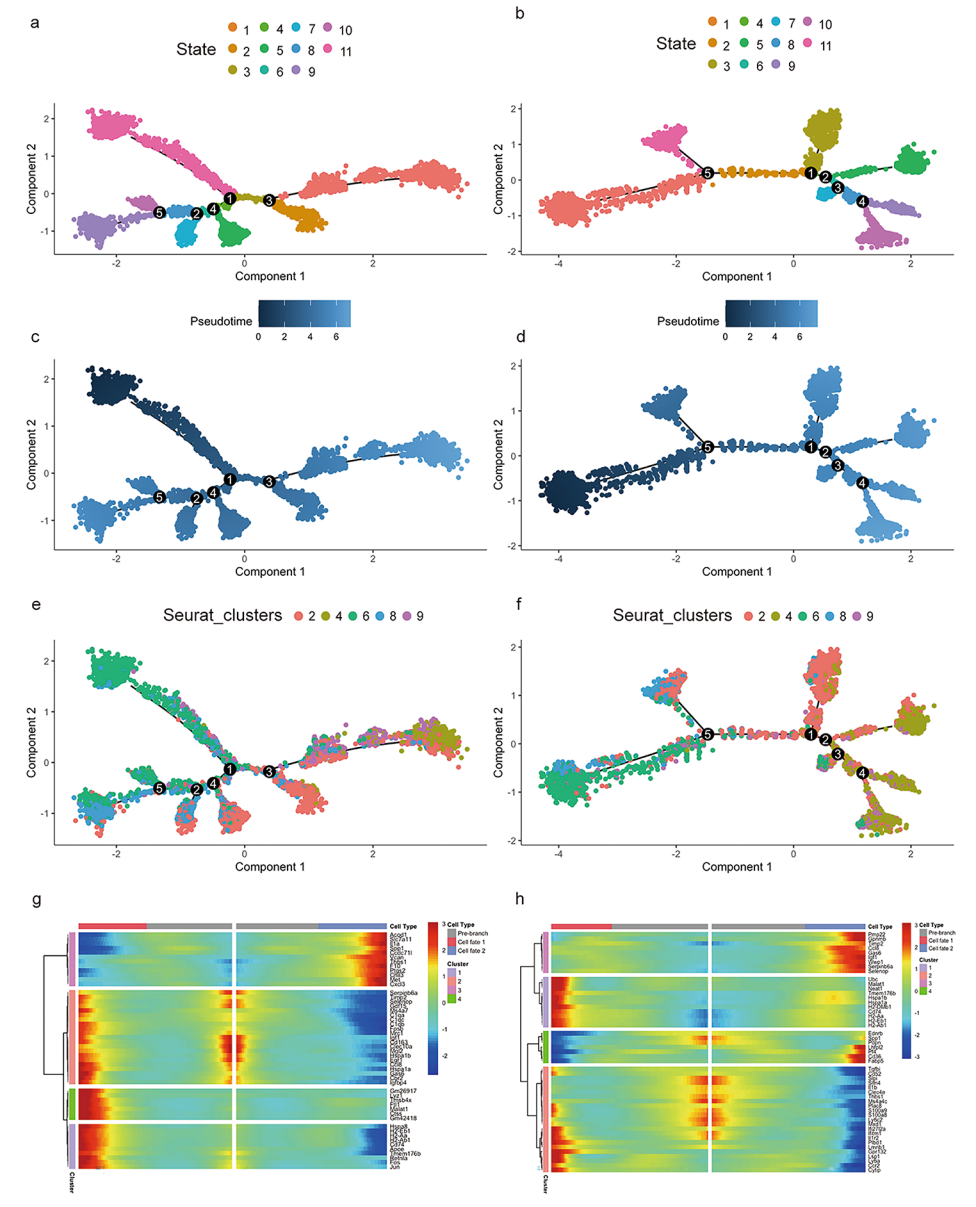
Pseudotime analysis of macrophage populations and analysis of the differential gene expression patterns in the developmental branches. **(a, b)** Reconstruction of the monocyte/macrophage trajectory as 11 state. Diabetes group (a), Control group (b). **(c, d)** Reconstruction of the monocyte/macrophage trajectory in a pseudotime manner. Diabetes group (c), Control group (d). **(e, f)** Reconstruction of the monocyte/macrophage trajectory in cell clusters. Diabetes group (e), Control group (f). **(g, h)** Heatmap of branch 3 gene in diabetes group (g), branch 1 gene in control group (h), the pre-branch in the middle represents all the cells from the branch point to the root cell. Cell fate 1 corresponds to the state with small id while cell fate 2 corresponds to state with bigger id

In branch 1 of the control group and branch 3 of the diabetic group, a pattern of differential expression consisting of the grouping of genes with a reduction in the differentiation pathway towards cluster 4 and an elevation of the differentiation pathway towards cluster 2 can be observed, with such a pattern seen in branch3 of the diabetic group for Acod1, Slc7a11, il1a, spp1, Ccdc71l, Tnbs1, F10, Ptgs2, Chil3, Met, and Cxcl3 (Fig. 6g). In the control group, there were Tgfbi, cd52, plac8, Ifi2712a, plbd1, lmnb1, gpr132, lsp1, ly6a, ccr2, and cytip in branch1 (Fig. 6h). 

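The groups of genes were compared between MAC-1-like and MAC-2-like cells of the same library, since the branches themselves were not analysed here. Summed over the 11 genes of branch 3 of the diabetic group, MAC-1-like cells had a median log2 ratio of 1.41 (higher in 8 of 8 libraries), and over the 11 genes of branch 1 of the control group of 0.67 (8 of 8). Of the former, Slc7a11, Ccdc71l, Thbs1, F10, Ptgs2, Met and Cxcl3 were higher in all 8 libraries, Acod1, Il1a and Chil3 in 7 and Spp1 in 5. Of the latter, Tgfbi, Cd52, Plbd1, Lsp1, Ccr2 and Cytip were higher in 8, Plac8 and Lmnb1 in 7, Ifi27l2a and Gpr132 in 6 and Ly6a in 4. Most MAC-1-like cells (1069 of 1788) were monocyte-like at resolution 0.8. Chil3, Plac8 and Ccr2 were markers by which monocyte-like cells were named, and Met and F10 were among the leading genes of the larger monocyte-like cluster. Part of the excess over MAC-2-like cells can therefore be that of monocytes over macrophages, and it does not test a branch between macrophages.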

No crossover genes were found, suggesting that the polarization patterns of macrophages in the control and diabetic group may be quite different.

## Discussion

Using single-cell sequencing unbiased analysis, we described immune cell populations within the wound-associated cells of STZ-induced diabetic and wildtype control mice and defined a population of macrophages expressing osteoclast cell marker genes. The proportion of cd45 + immune cells within the skin was also found to vary between populations at different time points. We proximally analysed the differences in gene expression in macrophage populations at different sampling points and found evidence of temporal variation in the effects of immune dysfunction on wound healing in diabetic mice. The differences in the developmental differentiation trajectory of mononuclear macrophages were also analysed to describe specific differential genes at the macrophage differentiation and polarization branching points.

Our wound-associated macrophage profile yielded three classes of macrophages, with cluster 2 macrophages expressing the cd74, tnfsf9, tnfsf12, and tnfrsf12a genes, suggesting their potential for proinflammatory function. Cd74 is a high affinity receptor on the cell membrane that binds macrophage migration inhibitory factor (MIF) (Su et al. 2017).The interaction of MIF with CD74 can occur at an early stage as a manifestation of the cellular response to injury. CD74 is involved in numerous inflammatory-related disease processes, and recent studies in inflammatory bowel disease (IBD) have shown a strong association between CD74 polymorphisms and the failure of anti-TNF therapy in patients with ulcerative colitis (Yoon et al. 2017). In a mouse model of experimental ischaemia-reperfusion injury, renal tubular injury was more severe in MIF, MIF-2 and CD74 knockout mice than in wild-type control mice(Ochi et al., 2017), and the autoimmune disease systemic lupus erythematosus (SLE) can cause renal inflammation known as lupus nephritis (Almaani et al. 2017). In mouse models of SLE, researchers have observed elevated levels of CD74 expression in B lymphocytes, and elevated MIF has been demonstrated in lupus-prone strains of mice. Inhibition of MIF and knockdown of CD74 protect against glomerulonephritis in lupus-susceptible mice (Lapter et al. 2011; Zhou et al. 2017). CD74 has been less well reported in skin tissue injury, but there is previous evidence in early animal skin injury models that MIF-CD74 promotes the proliferation and migration of keratinocytes at the trabecular margin (Abe et al. 2000). In our experiments, KEGG pathway enrichment analysis suggested that the difference in the LPL gene expression between the wound groups at day 5 was related to the cholesterol metabolic pathway, perhaps leading to a greater response to inflammation in the diabetic wound group than in the control group. Tests of macrophage depletion in wounds at different time points have also shown that early depletion of macrophage populations significantly contributed to delayed wound healing but could attenuate late scar formation (Lucas et al. 2010). This finding suggests that CD74 + immune cells may have different roles within different tissues and in different immune settings. 

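Cd74 is found in dendritic cells in large amounts, so its level in macrophage-like cells can hold free RNA. In MAC-1-like cells it stood at 2455, 3221, 5924 and 5649 CPM on days 1, 3, 5 and 7 in the diabetic group and at 1862, 4066, 5559 and 5837 in the control group. In T cell-like cells, which should lack it, it stood at 737, 1290, 897 and 1789 CPM on these days in the diabetic group and at 235, 783, 2344 and 1585 in the control group.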

In our present results, CD74^high^ macrophages were observed in the early stages in both groups of samples, with the control group having lower responsiveness than the diabetic group on the first day and a higher overall proportion in the control group at the later stages. This group of macrophages was also observed to express Tgfbi. As CD74^high^ macrophages appear at an early stage as a high proportion of the macrophages, it remains to be investigated whether modulation of CD74 expression can influence scar formation.

Cluster 4 cells expressed the mrc1-cd206, il-10, cd163 and cbr2 genes, with gene expression patterns similar to those traditionally described for M2 macrophages, while cluster 4 cells also expressed the F13a1, lyve1, and gas6 resident-like macrophage genes (Beckers et al. 2017; Ensan et al. 2016). 

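In MAC-3-like over MAC-2-like cells the median log2 ratio was -1.88 for Cbr2 (higher in 1 of 7 libraries), -0.92 for F13a1 (2 of 7), -4.52 for Lyve1 (0 of 7) and -1.07 for Gas6 (1 of 7), so MAC-2-like cells held more of each in most libraries. Il10 was higher in MAC-3-like (by 0.57, 7 of 7 libraries) and in MAC-1-like cells (by 1.54, 8 of 8) than in MAC-2-like cells. Cbr2 was among the markers used to name MAC-2-like cells.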

Notably, when comparing the differences in gene expression between cluster 4 cells from the diabetic and control wounds, the diabetic group was found to express higher levels of Lyve1, while the control group expressed higher levels of ccr2, suggesting that this group of cells with the M2 cell gene signature may have origins in both monocyte recruitment and resident macrophages (Cochain et al. 2018). 

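Between the groups, Lyve1 (chromosome 7, 110850607 to 110863239) had log2 ratios of 0.15 (-0.20 to 0.51), 2.48 (2.07 to 2.92), -1.90 (-2.47 to -1.39) and -0.02 (-0.24 to 0.19) in MAC-2-like cells on days 1, 3, 5 and 7. It was thus higher in the diabetic group on day 3 (313 and 56.0 CPM) and lower on day 5 (94.5 and 354). The MAC-2-like cells of day 5 lie in different clusters in the groups, with 40 of 77 cells of the diabetic and 569 of 680 of the control group in the cluster led by Retnla and Ccl8. In this cluster alone, chosen after the data had been seen, the ratios of Lyve1 were 0.27, 2.21, -1.41 (-1.97 to -0.90) and -0.58 on days 1, 3, 5 and 7. Ccr2 (chromosome 9, 124101950 to 124113557) stood at 164 CPM in the diabetic and 656 CPM in the control group on day 3. On days 1, 5 and 7 its ratios were -0.73 (-1.44 to -0.02), 1.09 (0.80 to 1.36) and -0.15 (-0.23 to -0.07), so it was higher in the control group on days 1, 3 and 7 and lower on day 5. As a mean over cells the ratio of day 1 changed sign, to 0.13.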

In our experiments, the distribution of M2-like macrophages in both groups was much higher in the control group than in the diabetic group, suggesting that the control group included resident macrophages and more differentiated monocytes recruited from the blood, whereas the M2-like macrophages in the diabetic group were more dependent on their own resident macrophages. 

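The subtypes that the name MAC-2-like covers differ in resident-like genes, since Lyve1 was among the leading genes of the cluster led by Retnla and Ccl8 and not of that led by Igf1. Ccr2, which the paper links to monocyte recruitment, had a median log2 ratio of -0.53 in MAC-3-like over MAC-2-like cells (higher in 2 of 7 libraries).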

A comparative analysis of the gene differences between the two groups at different time points showed that the expression of il-1 was promoted at an early stage in the diabetic group, and later, the diabetic group had a higher level of inflammatory response and defence function than the control group. In contrast, in the control group, the differential gene expression in the early phase was mainly enriched in the functions of proliferation and apoptosis regulation. Higher cd163 expression was observed in the diabetic group than in the control group at both day 3 and day 7. It has also been suggested that sCD163 is higher in type 2 diabetes patients than in healthy individuals (Semnani-Azad et al. 2021). These results may suggest that the elevated feedback appearance of cd163 as an anti-inflammatory gene in macrophages is one of the protective mechanisms promoting wound repair in the diabetic group. 

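Cd163 in MAC-2-like cells stood at 1331 and 210.5 CPM on day 3, a log2 ratio of 2.66 (2.45 to 2.88), and at 422 and 136 on day 7, a ratio of 1.63 (1.56 to 1.71). T cell-like cells of day 3 had 16 UMIs (19.7 CPM) in the diabetic and 0 in the control library. On day 7 they had 69.9 and 19.0 CPM, so free RNA of Cd163 was higher in the diabetic library at a lower level.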

The KEGG pathway analysis of the day 5 differential genes showed enrichment in type 1 diabetes and several pathways associated with autoimmune diseases in both groups, suggesting that immune disorders in diabetic patients are more prevalent in this group of macrophages.

Cluster 9 cells are highly similar to cluster 4 in their M2-like macrophage gene expression profile, with the difference being that cluster 9 is highly Gpnmb-expressing, and in tumor-related studies, the tumor-promoting role of myeloid cells is associated with Gpnmb, which can promote cancer cell survival, cancer stem cell expansion and metastatic phenotype acquisition via IL-33(Liguori et al. 2021). This ability to promote stemness was transduced in skin injury to promote stem cell proliferation and repair capacity in the skin, and transplantation of GPNMB-expressing macrophages improved skin healing in GPNMB-mutant mice. Furthermore, topical treatment with recombinant GPNMB restored mesenchymal stem cell recruitment, prompted polarization of wound macrophages towards anti-inflammatory M2 macrophages, and accelerated wound closure in diabetic skin (Yu et al. 2018). It remains to be determined whether this group of cells appearing in a higher abundance at the peak of the proportion of diabetic wounds (day 3) but at a lower level than that in the control group afterward is the result of some inflammatory influence that hinders the proliferation and expression of this group of cells in the mid-term. Our results show that among the enriched GO biological functions of the differentially expressed genes in cluster 9 on day 3, the functions of the downregulated genes are associated with tissue repair, angiogenesis and development and cellular response to growth factors. It has been demonstrated that Junb knockout mice can develop normally, but a lack of Junb under wound conditions results in excessive epidermal skin proliferation and a delayed inflammatory disorder remodelling phase (Florin et al. 2006). Nr4a1, a monocyte transition gene, has been shown to have an important role in genetic models and in the differentiation of monocytes/macrophages in the mouse intestine (Honda et al. 2020). 

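In MAC-3-like cells of day 5, Tgfbi had a log2 ratio of 0.86 (0.79 to 0.93), Il10 of 0.05 (-0.04 to 0.14) and Cd163 of -0.54 (-1.08 to -0.05, from 35 UMIs in the diabetic group). On day 7 the ratios were -0.36 for Tgfbi (-0.56 to -0.17), 0.95 for Il10 (0.77 to 1.15) and 1.54 for Cd163 (1.02 to 2.09). Each of these genes thus went both ways or was level on 1 of the days. With at least 500 genes per cell the day 7 ratios of Tgfbi and Cd163 changed sign, to 0.54 and -3.01, and over all macrophage-like cells that of Tgfbi was 0.03.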

According to the differential analysis, the elevated Gpnmb-high macrophage Tgfbi, IL10, and CD163 expression in the diabetic wound group on day 5 and day 7 may be a result of a delayed repair phase compared to the control group.

Osteoclast macrophages (cluster 11) are an interesting group of cells with high expression of the osteoclast-associated genes Ctsk and Acp5; the adipose tissue-associated genes Hmgn1, Ranbp1, and Lpl; the macrophage-associated genes Tsc22d1 and Banf1; and the cycling basal cell-associated genes Stmn1, Top2a, Ube2c, Pclaf, and Birc5. Under physiological conditions, macrophages and osteoclasts are part of the outcome of monocyte differentiation, and the main determinants of osteoclast production are the relative concentrations of CSF-1, RANKL, and osteoprotegerin (OPG; TNF receptor superfamily member 11B) (Teitelbaum and Ross, 2003; Walsh et al. 2006). In vitro stimulation of RAW264.7 macrophages with RANKL can result in osteoclasts (Song et al. 2019; Zheng et al. 2020). Advanced glycation end products (AGEs) in the diabetic state can affect the expression of bone metabolism proteins (Asadipooya and Uy 2019). Increased reactive oxygen species in diabetes can also affect the balance between osteoclasts and osteoblasts, leading to osteoporosis (Loi et al. 2016). Chronic inflammatory skin diseases such as atopic dermatitis (AD) and psoriasis vulgaris (Pso) are associated with osteoporosis (Shaheen and Silverberg, 2019; Wu et al. 2017). Secondary osteoporosis occurs in a transgenic model of spontaneous dermatitis(Mizutani et al., 2020). All of this evidence suggests that an increase in osteoclasts occurs in response to a strong inflammatory response and stimulation by proinflammatory factors. However, in our study, the proportion of macrophages with osteoclast markers was lower in diabetic mouse wounds with enhanced inflammatory responses, suggesting that, unlike the mechanism of cutaneous inflammation leading to arthritis and osteoporosis, this may be a localized form of cell differentiation specific to the skin.

Human bone, epidermis and hair are all lifelong renewable tissues, and perhaps due to this similarity, except for the role of NF-κB receptor activator (RANK) in osteogenesis and resorption, mice lacking RANK ligand (RANKL) are unable to initiate a new growth phase of the hair cycle and display stalled epidermal homeostasis. RANKL can be expressed in the skin by activated interfollicular epidermis (Barbaroux et al. 2008), and RANK-RANKL regulates hair renewal and epidermal homeostasis and provides a communication channel between these two activities (Duheron et al. 2011). This regulatory ligand for long-term self-renewal may be responsible for the generation of our group of osteoclast-like macrophages. The metabolic pathways and differential gene enrichment results of this group of cells also suggest that they have a strong biosynthetic and metabolic capacity and that the response of this group is stronger in control wounds, suggesting that perhaps this class of skin-specific macrophages contributes to skin homeostasis and repair after damage.

There are still some limitations to this study. The time points chosen for this study are based on previous studies and animal studies and are still somewhat intermittent, as there may be specific peaks in immune cell changes and microenvironmental regulation that do not necessarily occur at the times we chose. The study was conducted at the transcriptional level only and did not include other factors that may affect macrophage function. Further validation of histological level staining for specific cells and the use of knockout animals are needed to better explore and demonstrate the immune-related mechanisms of diabetic wound healing.

These macrophages vary in type and temporal characteristics, and the classical definitions describing the markers and classifications of classically activated macrophages and alternative activated macrophages, or M1 and M2 cells, do not seem to match the descriptions exactly. These results suggest that in vitro studies of immune cells with a single factor and a small number of markers may not accurately model the in vivo environment, especially when analysing the differences in their temporal patterns. More precise gene profiling of cells in vivo and improvements in the way in which they are tracked in vivo may better enable us to identify new immune regulatory mechanisms and therapeutic targets.

## Conclusion

In summary, we characterized the genetic profile of macrophage populations in wounds of diabetic and wildtype control mice by single-cell sequencing and identified a population of macrophages with osteoclast-like gene expression, presumably associated with skin renewal and repair responses. We described the genetic differences between the different cell populations in the wounds of the two groups according to chronological order, providing a closer look into specific processes. Some targets are important as reference makers for macrophages in the field of wound repair.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

All sequencing data were submitted to the BioProject of National Center for Biotechnology Information (NCBI), GEO Submission (GSE186821). Code for data analyses is described in the “Methods” and is available from https://github.com/Lioxuxu/majiaxu.

## Abbreviations

STZ: Streptozocin
FBS: Fetal bovine serum
DPBS: Dulbecco’s Phosphate Buffered Saline
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes

# Supplementary material for: Single-cell RNA-Seq analysis of diabetic wound macrophages in STZ-induced mice
**Source:** J Cell Commun Signal. 2022 Nov 29;17(1):103–20. doi: 10.1007/s12079-022-00707-w

Supplementary 1: t-SNE visualization of the gene expression/percent.mito/nCount_RNA of each cell.

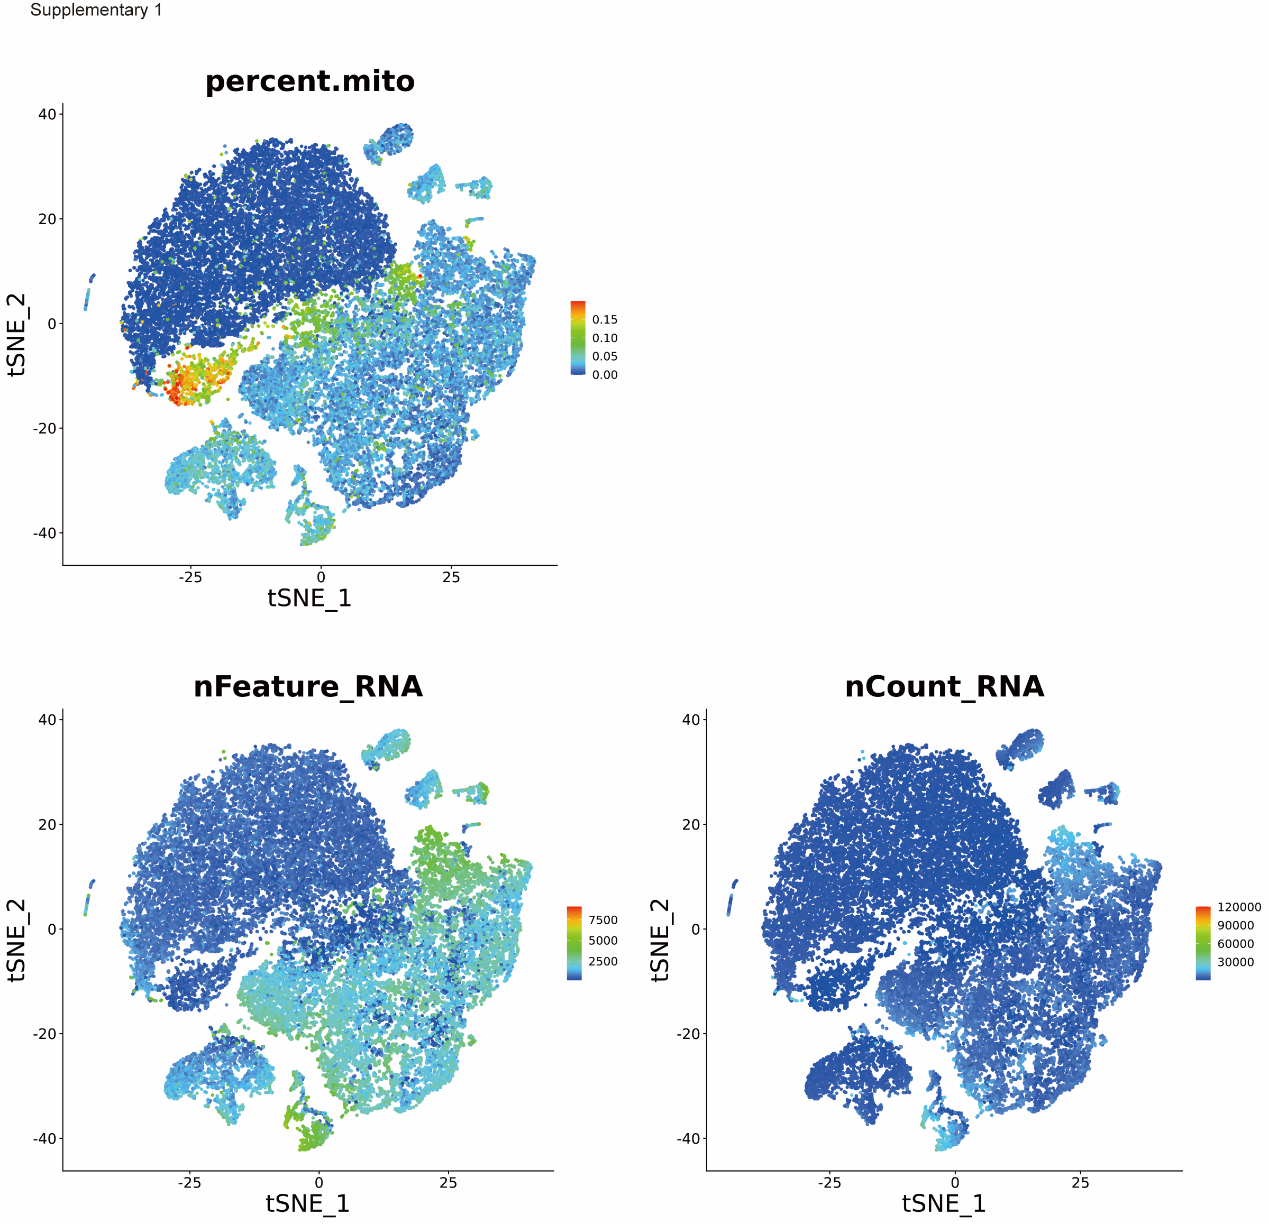

Supplementary 2: Distribution of the top 20 genes in cluster 11 in all cells. Red color indicate high gene expression.

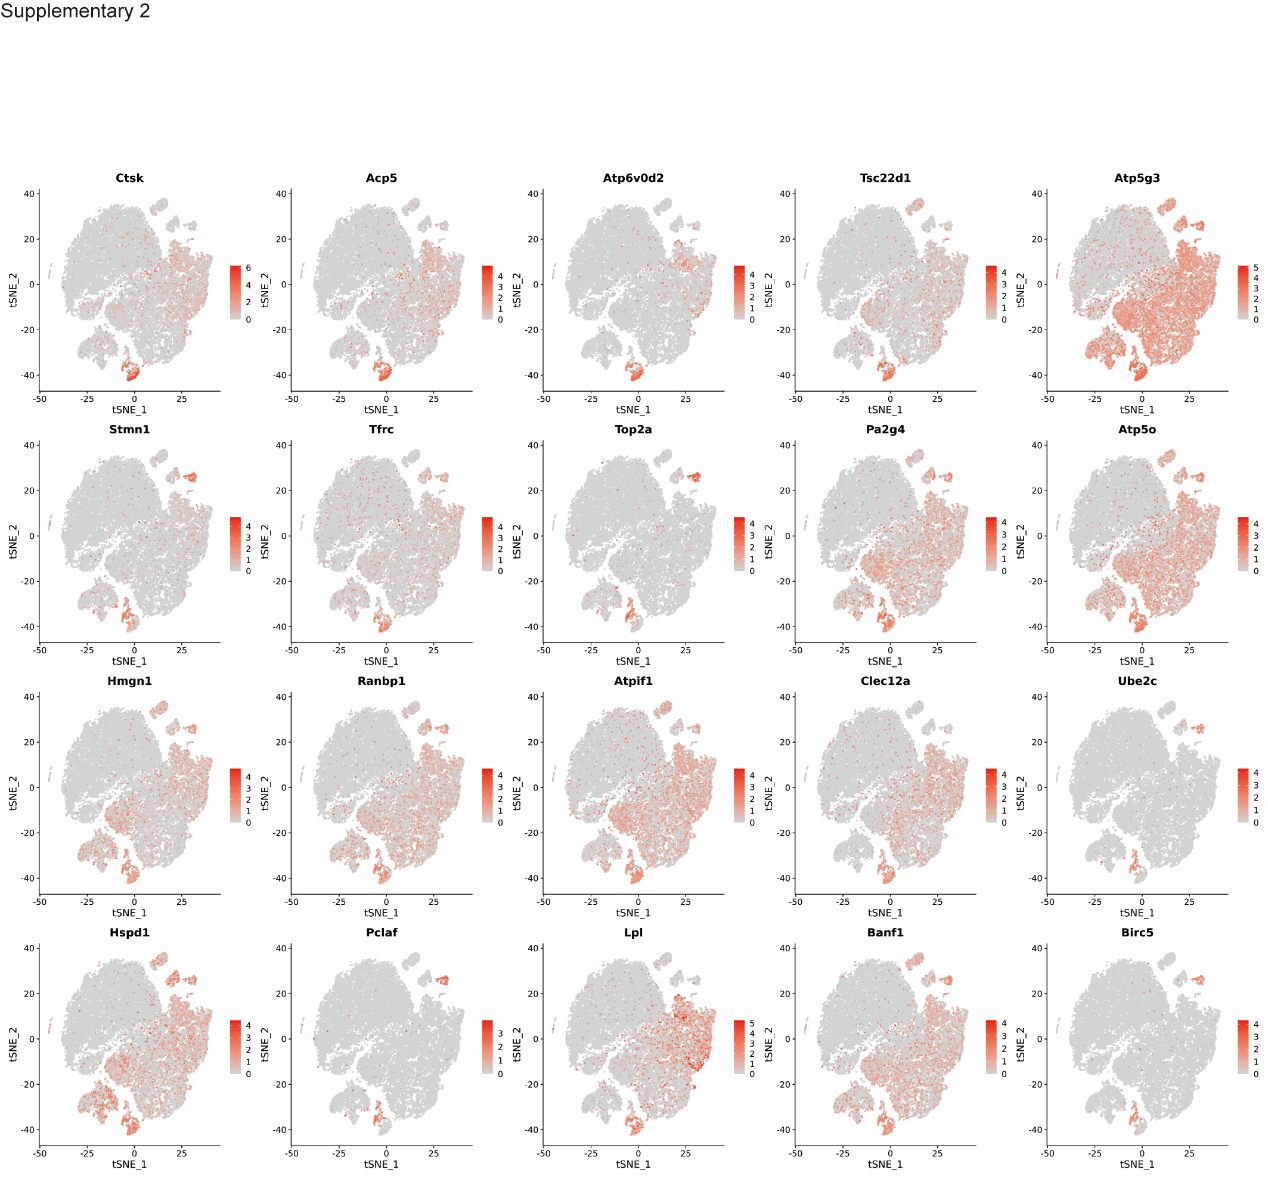

Supplementary 3: An Excle contained all marker genes of all clusters.

Supplementary 4: u-MAP visualization G2M.Score of cluster11 cells and u-MAP visualization distribution of the cell cycle marker gene.

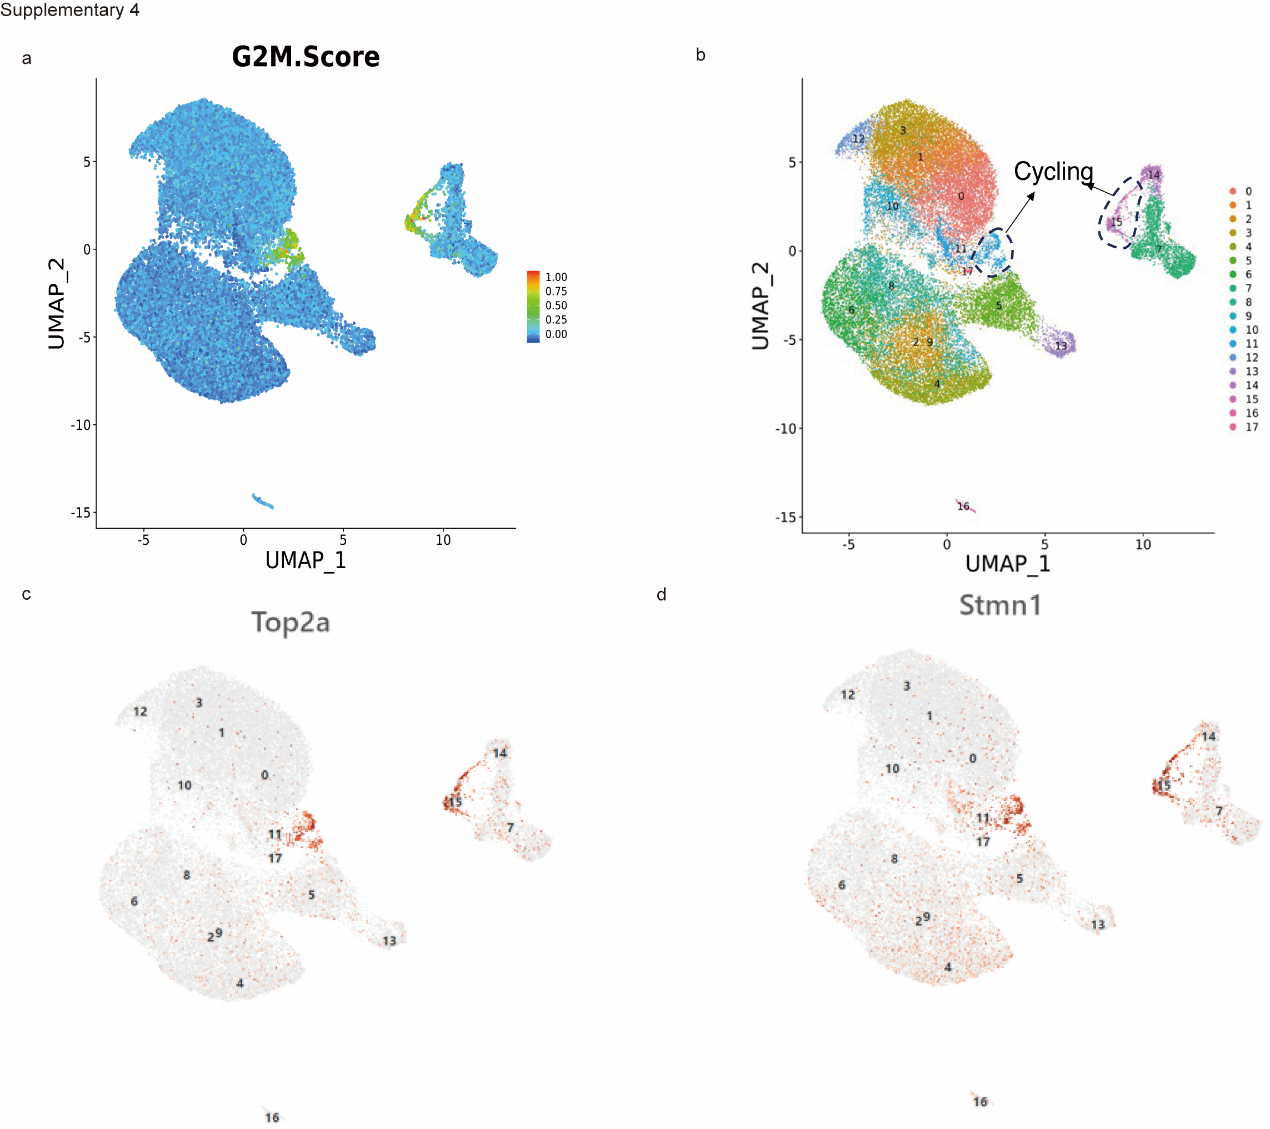

Supplementary 5: Violin plot view top 20 marker gene demonstrating overall gene expression of cluster2, cluster4, and cluster9.

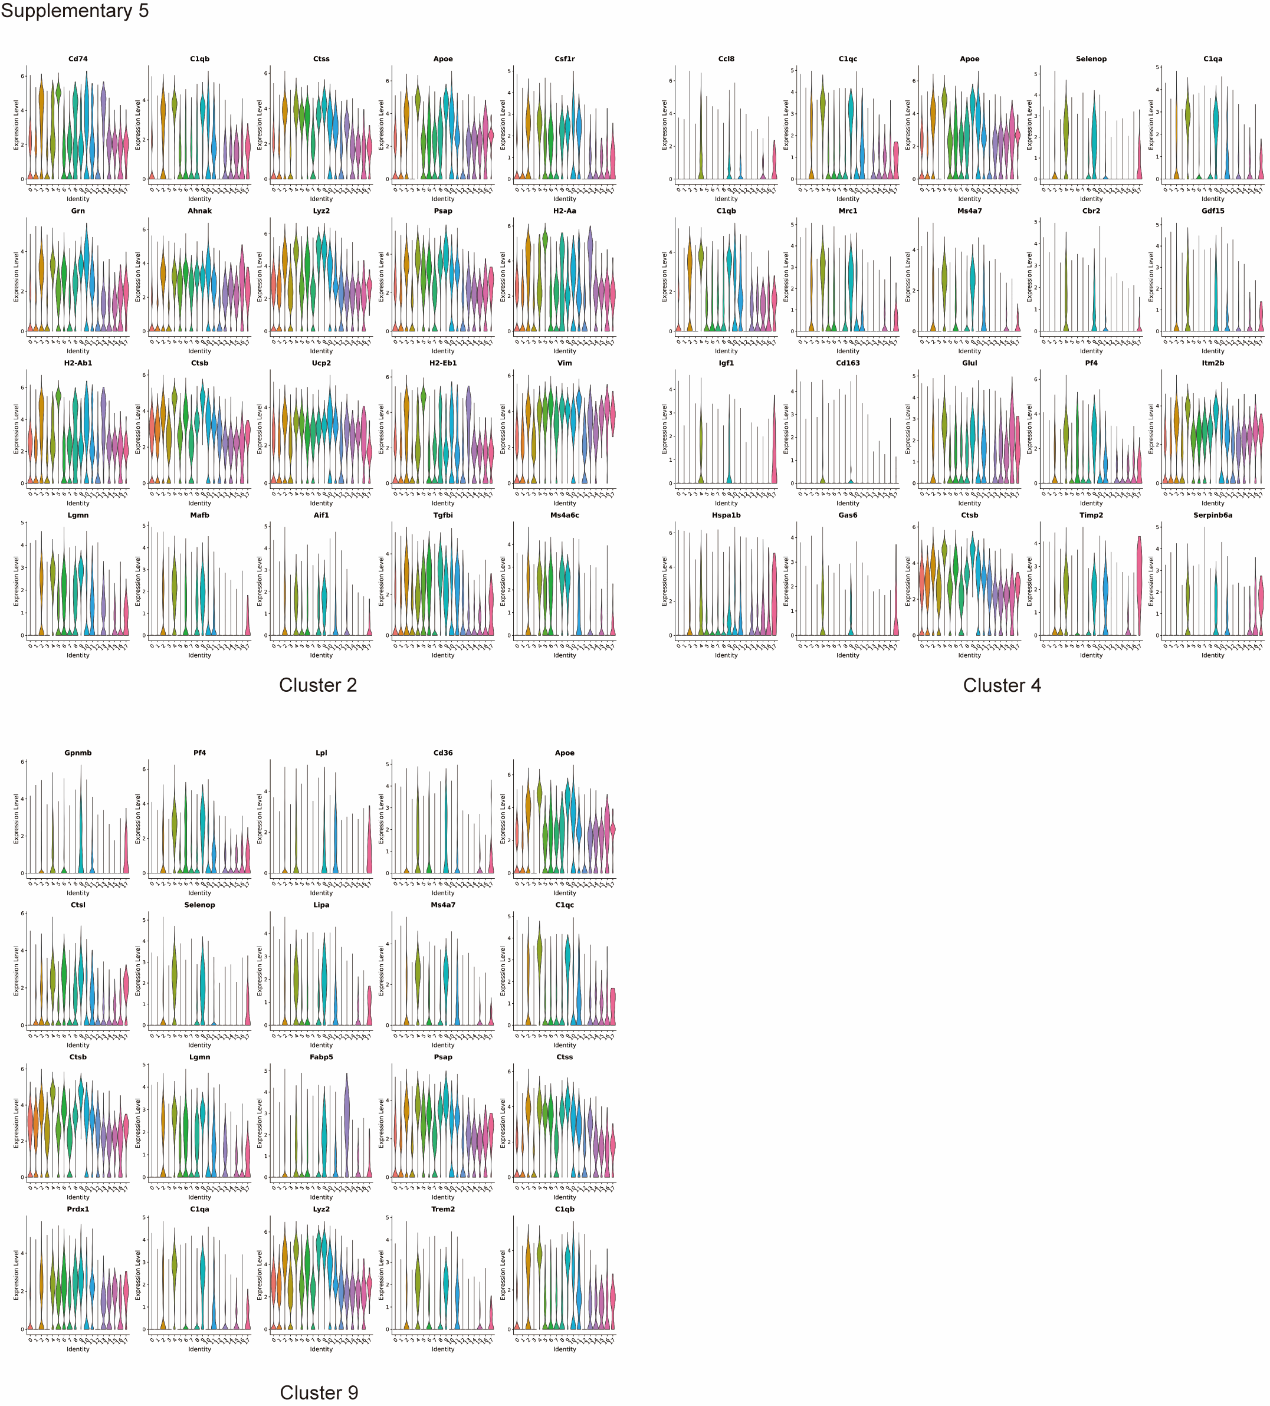

Supplementary 6: Dot plot showed selected ligand-receptor interactions between cluster11 and immune cells.

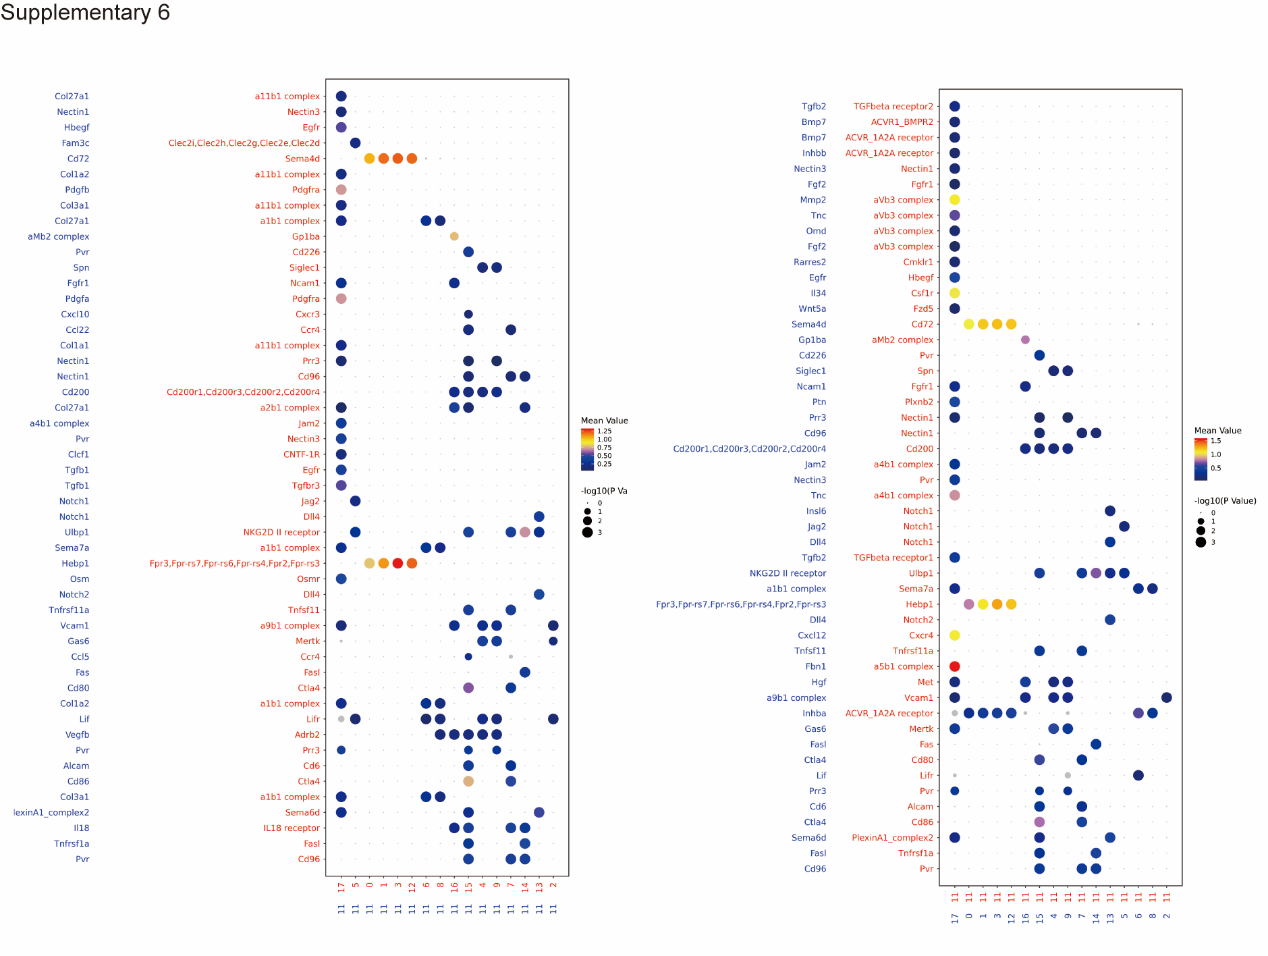

Supplementary 7: Dot plot showed selected ligand-receptor interactions between cluster2 and immune cells.

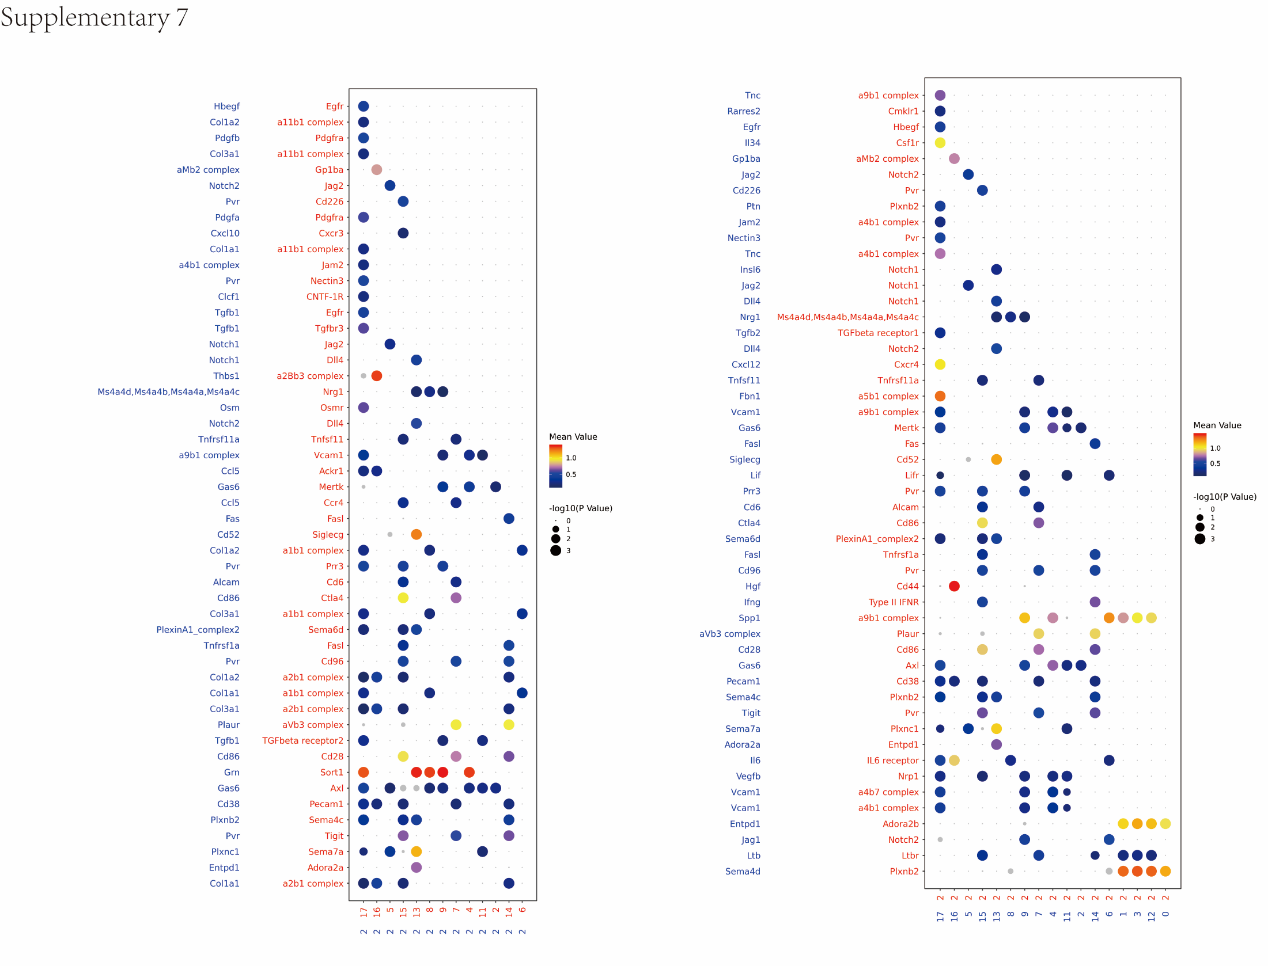

Supplementary 8: Violin plot view top 20 marker gene demonstrating overall gene expression of cluster17.

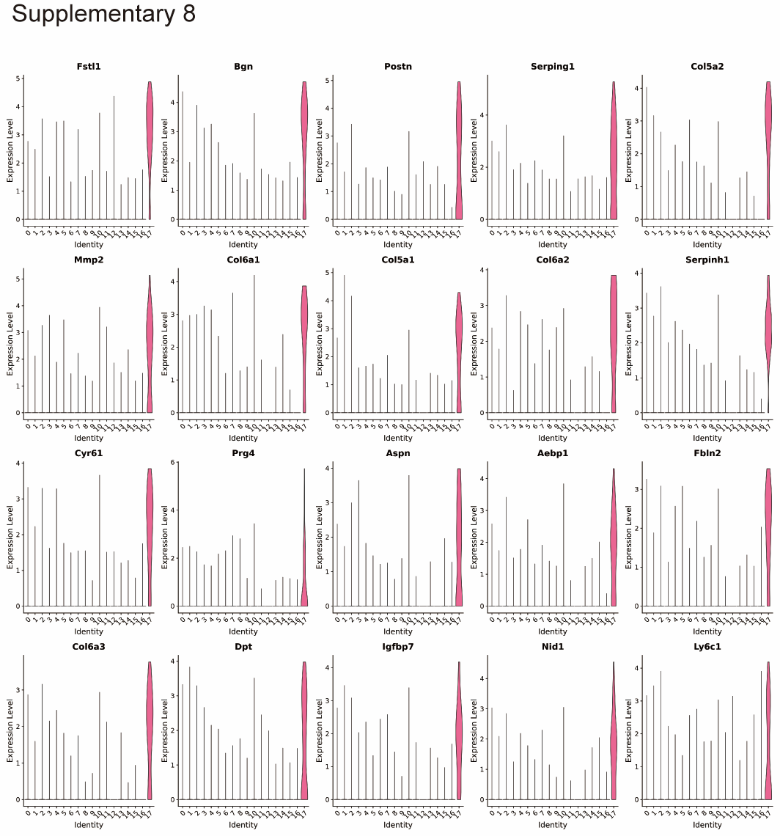

Supplementary 9: GO analysis of the differential genes in cluster 2 at day 3 in two wound groups and KEGG analysis of downregulated gene enrichment at day 5 in the diabetes group.

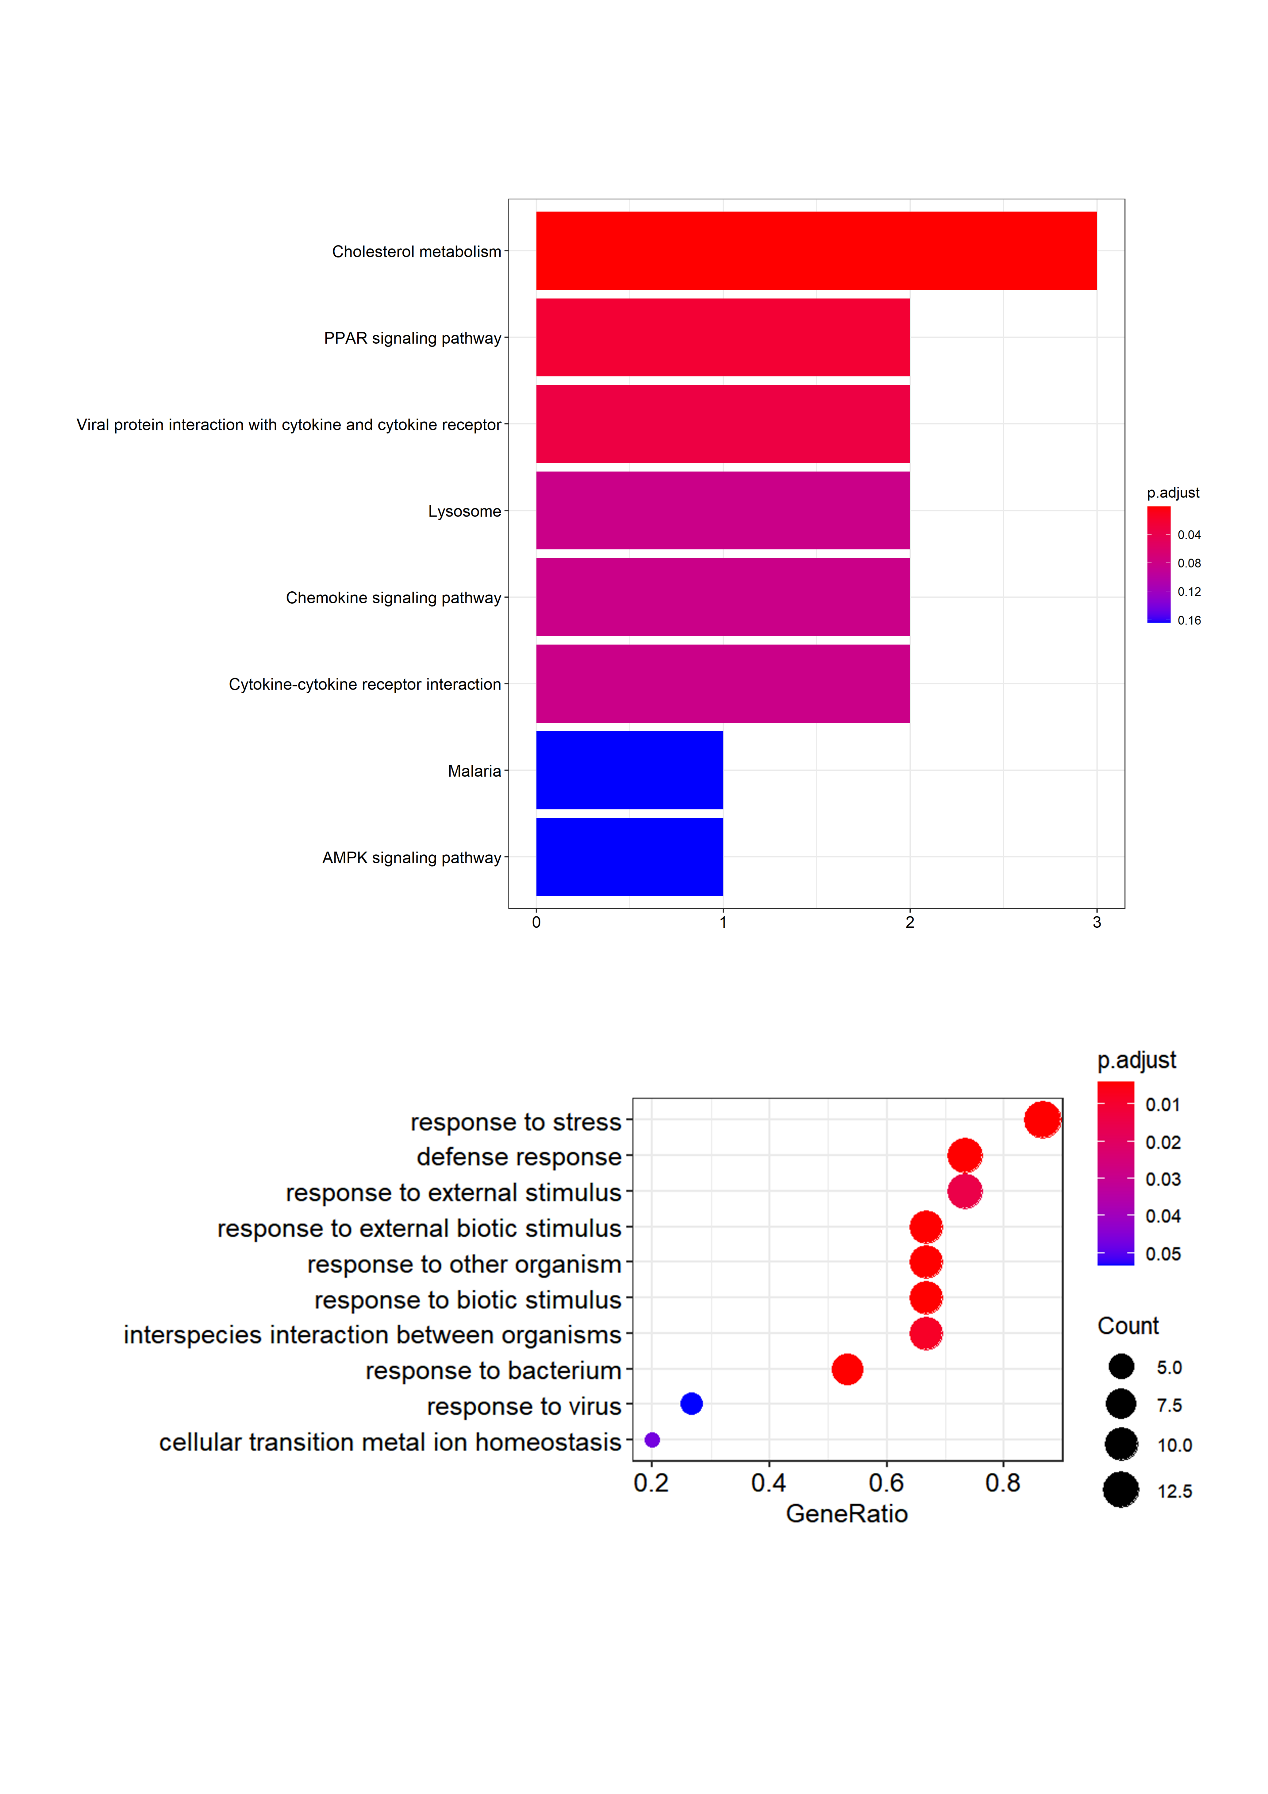

Supplementary 10: GO enrichment analysis of the differential genes in cluster 4 at day 3 and the biological functions of the differences.

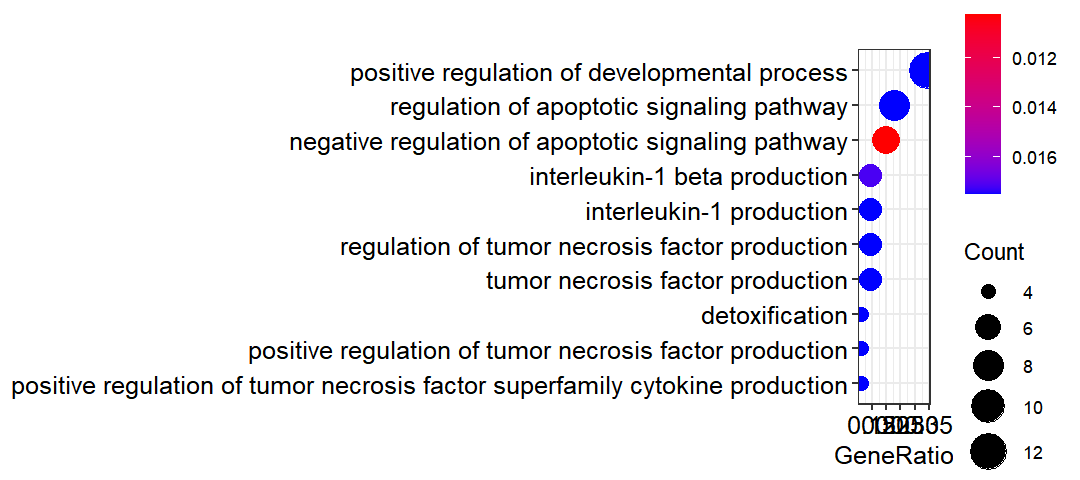

Supplementary 11: GO and KEGG analysis of cluster 9 cells in different time points.

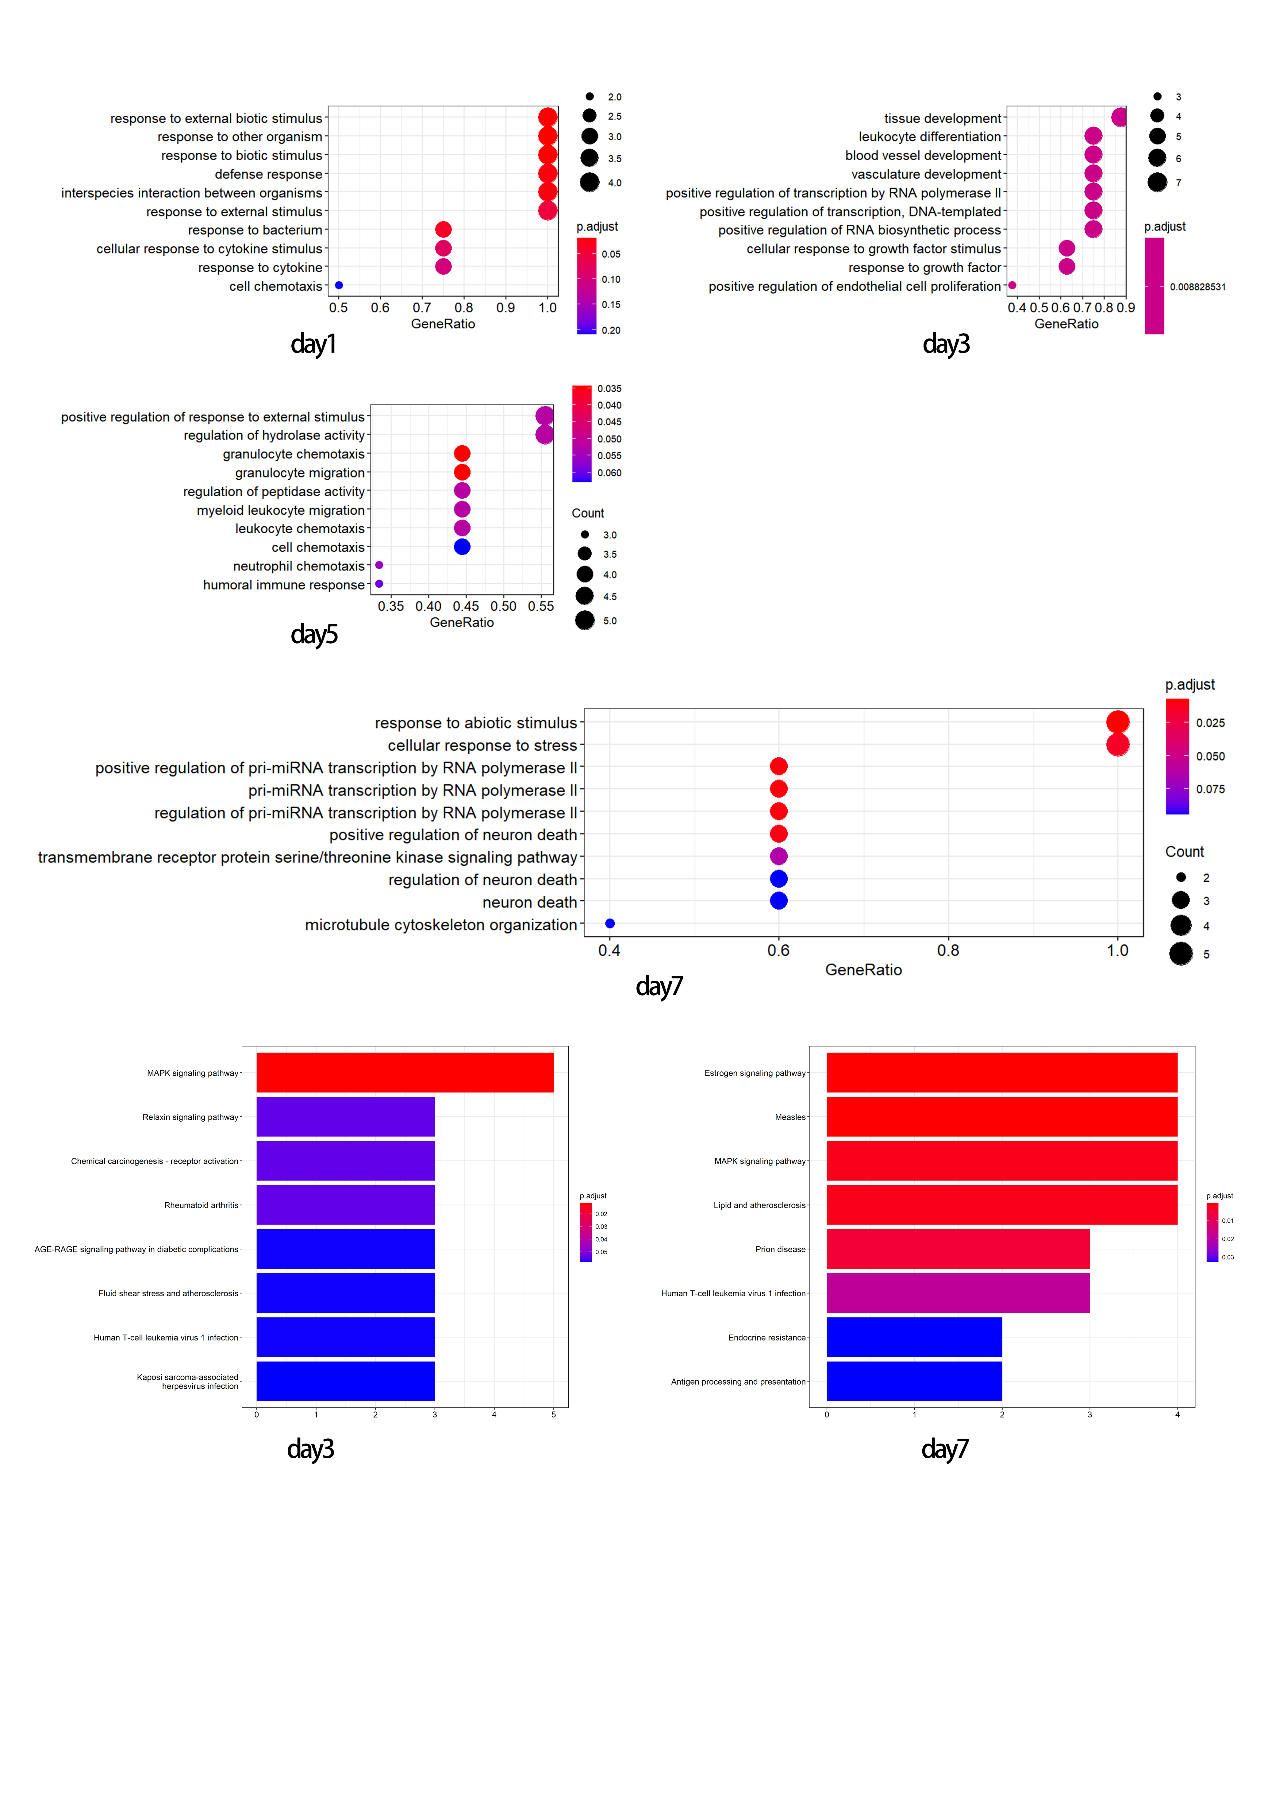

**Supplement:** Supplementary file 1 — Supplementary Material 1

How the deposited data were processed for this re-analysis (not part of the article)

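Single cells positive for CD45 were collected from wounds of male C57BL/6J mice made diabetic with STZ at 120 mg/kg and of control mice on days 1, 3, 5 and 7, with 5 mice pooled for each of the 8 libraries. The authors trimmed reads with fastp, assigned cell barcodes and UMIs with UMI-tools and mapped with STAR to the mouse genome GRCm38. The counts deposited by the authors are raw UMI counts per gene and barcode from this pipeline, as whole numbers with no normalization. They were made before the paper's filter on cells, since they hold mitochondrial genes and barcodes with as few as 10 genes.

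Between 19236522 and 33842509 UMIs were counted in a library, over 21742 genes named in any table. A barcode was kept as a cell with over 200 genes and under 20% mitochondrial UMIs, and mitochondrial genes were then left out. Shares of cells are out of the cells kept in a library, although the plan written in advance spoke of all barcodes. Where the paper's text uses the cells of all libraries as the denominator, that share is given as well. The libraries held 3266 to 5436 cells, and the precision of each share is given by its exact binomial interval.

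Counts were scaled to 10000 per cell, and log transformed with scanpy 1.11.5 in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. The 2000 most variable genes were chosen by dispersion, total UMIs were regressed out, values were scaled and limited to 10 standard deviations, and 10 principal components were kept. A graph of 30 nearest neighbours, weighted by shared neighbours, was clustered with leidenalg 0.10.2 and igraph 0.11.9 at resolution 0.8 with seed 0. Doublets were scored per library with Scrublet on 30 principal components. Figures were drawn with matplotlib 3.10.9.

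A cluster took the name of the cell type whose markers had the highest mean log2 fold over all other cells, with 20 CPM added. The fold had to reach 0.25, and at least 3 markers had to be detected in 10% of the cells of the cluster. A cluster was also left unnamed when it was shallow for its libraries and had none of its markers among its 10 leading genes. The same was done when Gm26917 or Malat1 led it and fewer than 3 of its markers were among these genes, or when both came first. Marker lists of the cell types and subtypes were written in advance, many of them from the paper, and the thresholds were set after the clusters had been seen. Lists for B cells, keratinocytes, erythroid cells, basophils, plasmacytoid dendritic cells and Langerhans cells matched 0 clusters at resolution 0.8, and cycling genes were not used to name clusters. MAC-1-like, MON-1-like and MON-2-like cells were taken from resolution 1.6, and other subtypes from resolution 0.8. A cell can thus be MAC-1-like and also MAC-2-like or MAC-3-like. Such cells were left out of the latter where macrophage subtypes were compared with each other. They were kept in the shares, the ratios between the groups and the pseudotime.

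For a gene or a gene set in a cell type, UMIs were summed over the cells of a library and scaled by all UMIs of those cells to CPM. Ratios between libraries of a day have exact Poisson intervals, which cover counting error only, and no p-value. A count of 0 was set to a floor of 3 counts for a bound, and no ratio was taken where both counts were at or under 3. Shares of cells with a UMI of a gene were taken after thinning every cell to 1000 UMIs, with cells below that depth left out. Genes apart between osteoclast-like and other macrophage-like cells were counted by a rule of 2-fold in each library with at least 20 cells of both and 50 UMIs. Diffusion pseudotime was computed with scanpy. T cell-like cells served as a measure of free RNA for genes they should lack. Coordinates are from the annotation of GRCm38.

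Genes differing between the groups over all days were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on UMIs summed per library, with TMM, filterByExpr and day as a block, for macrophage-like and for neutrophil-like cells. Libraries needed at least 20 cells of the type. The threshold was a Benjamini-Hochberg adjusted p of 0.05. DESeq2 1.42.0 was run as an alternative, and edgeR was tested on simulated data with 200 genes changed by a log2 of 2 (seed 1).

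The genes named in the text are those the paper names in its Results and Discussion for a macrophage cluster, a day or a branch. For each edgeR comparison, they are also the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold that changed the same way on every day. For osteoclast-like cells they are the 5 genes in each direction with the largest smallest fold. Of the genes the paper names, 1 is not reported here. The values in the paper's tables had been read before this rule was written. Genes that lead a cluster are named where they help to tell it from others.

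The comparisons, the marker lists, the gene sets, the rule for named genes and the following alternatives were chosen before the data were examined: resolutions 0.4 and 1.6, 20 principal components, no regression, removal of Scrublet doublets, at least 500 genes per cell, cells named singly from marker scores or counted by 3 osteoclast markers, DESeq2, no filter on low counts, no block, library size only, each day or library left out, a fold of 1.5, a mean over cells, and all macrophage-like cells in place of a subtype. Alternatives chosen after the data had been seen are named as such where they are used. For gene sets and pseudotime all alternatives were chosen after.

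The enrichment of GO terms and KEGG pathways, ligand and receptor pairs by CellPhoneDB, the DDR-Tree trajectories and the QuSAGE scores of the paper were not analysed here, and neither were tissue stains. Atp6v0a3, Ftcd and Jpt1 of the gene sets and Ins2 have no line in the count tables.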

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

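The tests on the barcodes of high mitochondrial share, on the mitochondrial filter, on osteoclast marker UMIs in T cell-like and neutrophil-like cells, on the share of Igkc UMIs held by a few cells and on antibody-secreting cells were chosen only after the results had been seen. The limits by which each test was read were set after the levels of Igkc, Chil3, Ctsk, S100a8, H2-Aa and Acod1 in each cell type had been looked at.

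In each set of libraries, the gap between the farthest value and its nearest neighbour was set against Dixon's 95% critical value. Of 33 sets, 6 lay beyond it, and chance alone gives about 1 in 20. The days of a group differ in time after wounding, so a library far from the others of its group need not be faulty.

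In control day 5, 27.1% of the barcodes had a mitochondrial share of 20% or more, against 1.00% to 5.50% in the other libraries. These barcodes held a median of 253 UMIs of nuclear genes, against 8234 in the cells kept from the same library, so broken cells are a candidate explanation for what they are. In the other libraries such barcodes held a median of 147 to 743 UMIs, so this does not say why control day 5 had so many of them. Osteoclast-like cells, taken to be rich in mitochondria, were tested as a source. Of 585 such barcodes with over 200 genes, 0% fell in clusters named osteoclast-like (interval up to 0.629%), but 88.4% did under the naming rule as first written, so the result depends on the name given to shallow barcodes and the source cannot be told apart. A difference in the handling of this suspension and an effect of the day stay open and were not tested.

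The median depth of control day 5, 8234 UMIs per cell, was also the farthest from the other libraries, at 5219 UMIs in the next. Its gap of 0.533 of the range lay just above the critical value of 0.526. The library held 31185750 UMIs over 3266 cells. Macrophage-like cells, which had a median of 10442 UMIs in this library, made up 50.5% of them. The neutrophil-like cells of this library had a median of 2449.5 UMIs, inside the range of the other libraries, as were its T cell-like cells at 3877.5. Its macrophage-like, dendritic-like and monocyte-like cells were the deepest of all libraries, at 10442, 9233.5 and 9313.5 UMIs against 7961, 8152 and 9089 in the next. No explanation of the depth was tested.

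The osteoclast-like share of control day 5, 7.56%, was far above the other control days, of which the highest was 0.874%. A lower neutrophil share could raise every other share of this library. Among macrophage-like, monocyte-like and osteoclast-like cells alone the share was still lower in the diabetic library, by -11.0 points, which argues against dilution as the whole cause. Depth per cell was tested by thinning every cell to 1000 UMIs, where the share of cells with at least 2 of 3 markers still differed by -13.2 points. Without a mitochondrial filter the difference was -6.13 points, so the mitochondrial filter does not explain it either. Barcodes with 200 or fewer genes, 15.9% of those of control day 5 and 9.49% of those of diabetic day 5, were left out throughout, and their loss was not tested. Free RNA remains a candidate explanation for the marker UMIs in T cell-like cells. In T cell-like cells of control day 5, 6 markers stood at 4.03% to 10.4% of their level in osteoclast-like cells, the highest share being 2.57 times the lowest, and each was lower in the T cell-like cells of diabetic day 5. In neutrophil-like cells of control day 5 they stood at 6.85% to 36.9%, the highest share being 5.39 times the lowest (interval 2.70 to 11.5), and each was again lower in diabetic day 5. The limit for a common source was 4 times, and the highest and lowest markers, Dcstamp and Ocstamp, had 32 and 12 UMIs, so in neutrophil-like cells free RNA cannot be told apart from expression. Counts by marker UMIs can therefore be too high in that library. Scrublet called 0 doublets in control day 5, so doublets were hardly tested there. A difference between the wounds, between the pooled mice or between the suspensions stays open, since each condition is 1 library.

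The NEU-3-like share of control day 1 (16.6%), the MON-1-like share of control day 1 (13.8%) and the MON-2-like share of diabetic day 1 (19.6%) were far above the other days of their group, where the next shares were 0.791%, 2.30% and 4.73%. Each is the first day of a time course, and the other group was also at its highest on that day, at 19.9%, 12.5% and 11.1%. No technical explanation was tested for these.

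Neutrophil-like cells made up a higher share in the diabetic group on days 3 and 5, by 7.60 and 38.0 points, and a lower share on days 1 and 7, by -8.45 and -2.32 points. The difference between the days was not tested. The mitochondrial filter is unlikely to explain day 5, since without it the difference was 38.5 points. The loss of barcodes with 200 or fewer genes was not tested. An effect of diabetes on the course over the days stays open, as do differences between the suspensions.

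T cell-like cells made up a lower share in the diabetic group on day 3, by -2.05 points, and a higher share on days 5 and 7, by 6.48 and 7.67 points. The difference between the days was not tested. On day 3 it changed sign, to 0.176 points with the mitochondrial share regressed out and to 0.458 points without the cells of the highest 5% of doublet scores, so the assignment of cells is a possible explanation.

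Igkc, an immunoglobulin gene the paper does not discuss, led the largest neutrophil-like cluster. Of its 5868 cells, 4 held over 1000 Igkc UMIs, with 3891, 2476, 4435 and 3952 UMIs in diabetic day 3, control day 3 and, for the last 2 cells, control day 7. These cells held 90.5% of the Igkc UMIs of the cluster, which argues against free RNA as the source of most of them. A gene could lead a cluster only when at least 10% of its cells held it, so Igkc was also spread over many other cells. For that spread the share held by a few cells does not test free RNA. The 4 cells also held 157 to 881 UMIs of Jchain, and at most 1219 CPM of S100a8 against a median of 9996 in the cluster. A few antibody-secreting cells that clustered with neutrophil-like cells are therefore a candidate source. Over all classes there were 5 such cells. The test written before the levels were seen was another, that with free RNA every cell type holds Igkc and its level moves over the libraries in all of them together. Of 40 combinations of 5 cell types and 8 libraries, 38 held Igkc UMIs, and the rank correlation between 2 cell types ranged from -0.0238 to 0.929 with a median of 0.667. Some pairs moved together and others did not, so for the Igkc UMIs found in every cell type free RNA cannot be told apart from expression. No biological explanation was tested.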

How the results depend on the processing

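Regressing out the mitochondrial share as well, removing the highest 5% of doublet scores, leaving out the mitochondrial filter, the naming rule as first written, counting the unnamed cluster as macrophage-like or as dendritic-like, limiting MAC-2-like cells to 1 cluster and taking the unnamed cluster for MAC-1-like cells are tests chosen only after the data had been seen. Where no cause is given, the cause was not tested.

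The differences between the groups in the share of 6 cell types on day 5 kept their sign under the alternatives tried, which were 11 to 13 for each type, except that of dendritic-like cells, which changed sign with the unnamed cluster counted as dendritic-like (-4.79, or 20.1% against 24.9%). In percentage points, diabetic minus control, they lay between 28.4 and 38.5 for neutrophil-like cells (38.0 as reported), 5.91 and 11.9 for monocyte-like cells (11.3), -57.4 and -33.7 for macrophage-like cells (-45.5), -4.79 and 8.71 for dendritic-like cells (7.06, and 5.94 at the lowest without the changed sign), 4.73 and 8.69 for T cell-like cells (6.48) and -57.7 and -6.13 for osteoclast-like cells (-7.30). Of the 70 alternative values, 41 lay within the 95% interval, 28 outside it with the same sign, and 1 changed sign. The unnamed cluster held 7.41% of the cells of diabetic day 5 and 19.3% of those of control day 5, so counting it in a type lowers the difference of that type by construction, and where its cells belong was not tested.

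These 28 were as follows. At resolution 0.4 the differences were -57.0 points for macrophage-like and 8.69 for T cell-like cells, and at resolution 1.6 6.57 for monocyte-like and -40.1 for macrophage-like cells. With 20 principal components they were 9.91 for monocyte-like, -41.1 for macrophage-like and -8.69 for osteoclast-like cells, and without regression of total UMIs 5.91 for monocyte-like, 8.64 for T cell-like and -8.79 for osteoclast-like cells. With cells named singly from marker scores they were 28.4 for neutrophil-like, 9.03 for monocyte-like, 8.71 for dendritic-like and -14.4 for osteoclast-like cells. Macrophage-like cells differed by -39.2 points without Scrublet doublets and by -36.8 points without the highest 5% of doublet scores, which also gave 4.73 for T cell-like cells. With the mitochondrial share regressed out the differences were 4.85 for T cell-like and -8.38 for osteoclast-like cells. Without a mitochondrial filter they were 6.47 for monocyte-like and -33.7 for macrophage-like cells under both naming rules, and for osteoclast-like cells -6.13, or -30.3 with the naming rule as first written. Counting the unnamed cluster as macrophage-like gave -57.4. Counts of cells with at least 2 of 3 osteoclast markers gave -57.7 points as deposited and -13.2 after thinning. The cause was not tested.

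The naming rule was tightened after it had named a cluster of 3013 shallow barcodes, with a median of 483 UMIs and led by Gm26917 and Malat1, osteoclast-like without a mitochondrial filter. Over 10 clusterings with 193 clusters this changed 1 name.

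Of 448 alternative values of the other shares, 307 lay within the interval, 125 outside it, and in 16 a difference beyond counting error changed sign. With the unnamed cluster counted as dendritic-like the dendritic-like difference was 3.63 points on day 1, -8.32 on day 3 and 14.5 on day 7. With cells named singly the monocyte-like difference was -0.865 points on day 3 and -0.361 on day 7. The T cell-like difference was 0.176 points on day 3 and -1.73 on day 7 with the mitochondrial share regressed out, and 0.458 and -1.60 without the highest 5% of doublet scores. The osteoclast-like difference on day 7 was 3.86 points without a mitochondrial filter under the naming rule as first written. NEU-3-like cells differed by -2.66 points on day 3 with at least 500 genes per cell. MON-2-like cells differed by 5.77 points on day 3 at resolution 0.4 and by 2.05 without regression of total UMIs, which also gave -0.256 points on day 3 and -4.31 on day 5 for MAC-1-like cells. MAC-3-like cells differed by 1.37 points on day 1 at resolution 0.4, and on day 7 by -17.6 at resolution 1.6, -25.8 with 20 principal components and -0.0950 without a mitochondrial filter. The cause was not tested. At resolution 0.4 no cluster was named MAC-1-like, and subtypes were not named cell by cell, so these alternatives give no value for them.

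The count of genes from edgeR in macrophage-like cells was 1. It was 68 with DESeq2, 174 without a filter on low counts, 7 at resolution 1.6 and 1 with library size only. It was 0 without day as a block, without Scrublet doublets and with at least 500 genes per cell, where 477, 876 and 881 genes had an unadjusted p under 0.05. With each day left out in turn it was 0 to 12, with 0 and 1131 genes at an unadjusted p under 0.05 without day 1, 3 without day 3, 12 without day 5 and 5 without day 7. In neutrophil-like cells the edgeR count was 0 (940 genes at an unadjusted p under 0.05), 44 with DESeq2 and 184 without a filter. It was 0 to 2 with each day left out, with 1 without day 1 and 2 without day 5, and 0 under the other alternatives, where 145 to 1207 genes had an unadjusted p under 0.05. With library size only, the median log2 change of all genes in neutrophil-like cells was -0.12. The cause was not tested.

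The number of genes at least 2-fold apart between osteoclast-like and other macrophage-like cells was 1489. It was 2970 at 1.5-fold, a looser rule by construction, 1601 to 1872 with each library left out in turn, where fewer libraries have to pass, 1459 with at least 500 genes per cell and 1544 at resolution 1.6.

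Of the combinations of gene, subtype and day for which the paper gives a direction, 46 of 57 with a value went that way. These count Lyve1 and Ccr2 in MAC-2-like cells on each of the 4 days, for which the paper gives no day, and 41 of 49 did so without them. The number was 44 of 57 as a mean over cells, 44 of 58 with at least 500 genes per cell, 45 of 57 without Scrublet doublets, 42 of 54 at resolution 1.6 and 49 of 58 over all macrophage-like cells. Without Lyve1 and Ccr2 it was 40 of 49, 39 of 50, 41 of 49, 37 of 46 and 44 of 50 in the same order. It was 13 of 16 (8 of 8 without Lyve1 and Ccr2) with MAC-2-like cells limited to 1 cluster and 3 of 3 with the unnamed cluster, which cover fewer genes by construction. Of 437 alternative values of single genes, 271 lay within the interval, 156 outside it and 10 changed sign. Over all macrophage-like cells these were Mmp9 on day 3 (-0.0895) and Hmox1 on day 5 (-0.42) of the osteoclast-like cells and Tgfbi on day 7 of the MAC-3-like cells (0.0291). With at least 500 genes per cell they were Egr1 (0.65), Fos (0.60), Jun (0.17), Tgfbi (0.54) and Cd163 (-3.01), all in MAC-3-like cells of day 7. Plac8 in MAC-3-like cells of day 1 was 1.49 at resolution 1.6, and Ccr2 in MAC-2-like cells of day 1 was 0.13 as a mean over cells. The cause was not tested.

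Depth limits what can be read from rare cells. Osteoclast-like cells numbered 11 in diabetic day 5 and 2 in diabetic day 7, and MAC-2-like and MAC-3-like cells of day 1 numbered 41 to 63 in a library, so genes with few UMIs there have wide intervals.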

Differences from the paper's values

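All tests named in this part were chosen before the data were examined, apart from those said to be chosen after. Cell types were named anew here, so differences in the shares of a type can come from the names. A value of the paper is called different where it is more than 1.5 times larger or smaller than the value here.

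The paper gives 9240 cells in all, and here 35158 barcodes passed its filter. With at least 500 genes per cell there were 31364 and without Scrublet doublets 34979, so neither of these alternatives comes within 1.5 times of it. The cell counts of the paper's own Table 2 add up to 34533.

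As a percentage of the cells of all libraries, the paper gives 1.26% for osteoclasts of control day 5, and here the value was 0.703%. With 20 principal components it was 0.848% and with cells named singly 1.61%, both within 1.5 times, and the other alternatives of the clustering were not. The paper gives 0.08% for diabetic day 5 and 0.28% for control day 7, where the values here were 0.0313% and 0.102% and none of these alternatives came within 1.5 times. It gives 0.08% for diabetic day 7, against 0.00569% here and 0.0540% with 20 principal components, the only one of them within 1.5 times. Cells with at least 2 of 3 markers after thinning, set before the data were examined, made up 1.21% of the thinned cells in control day 5 and 0.0761% in diabetic day 7, within 1.5 times of the paper's values, and 0.457% in control day 7 and 0.0380% in diabetic day 5, which are not. As deposited, no such share was within 1.5 times. Without a mitochondrial filter and with the naming rule as first written, a setting chosen after seeing the values, osteoclast-like cells of control day 7 made up 0.369%, within 1.5 times.

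The paper gives 0.41% and 1.42% for its cluster 2 in control days 1 and 5, and MAC-1-like cells made up 0.722% and 0.273% here. Without regression of total UMIs they made up 0.373% and 1.51%, both within 1.5 times, and the other alternatives were not. It gives 3.14% for its cluster 4 in control day 5, against 1.93% of MAC-2-like cells here and 3.87% without regression of total UMIs, the only alternative within 1.5 times. The counts of its own Table 2 give 2.67% of all cells for control day 5, within 1.5 times of the 1.93%, so this difference rests on the value in its text. They give 3.14% for control day 7, where MAC-2-like cells made up 6.64% here. The paper's text gives 8.09% for that day, within 1.5 times of the value here, so this difference rests on Table 2. It was 6.49% at resolution 0.4, 0.939% at resolution 1.6, 0.506% with 20 principal components, 7.03% without regression of total UMIs, 5.98% without Scrublet doublets and 6.96% with at least 500 genes per cell, none within 1.5 times of the 3.14%. The paper gives 1.22% for its cluster 9 in control day 5, against 2.75% of MAC-3-like cells here, and no alternative came within 1.5 times.

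The paper gives 1.83% for monocytes of control day 5 without saying of which cells, and here the value was 3.18% of the library. Without regression of total UMIs it was 1.41%, with at least 500 genes per cell 2.40% and with cells named singly 1.65%, all within 1.5 times, and the other alternatives were not. The counts of its Table 2 give 2.71% of the library, within 1.5 times of the value here. Shares of cell types from its Table 2 are given here for day 5 only, and gaps on other days are not listed. From its Table 2 the paper's share of macrophages in diabetic day 5 is 10.0%, against 4.95% here. It was 11.7% at resolution 0.4, 9.92% at resolution 1.6, 13.7% without regression of total UMIs and 7.32% with cells named singly, all within 1.5 times, and the other alternatives set in advance were not. With the unnamed cluster counted as macrophage-like, chosen after seeing the values, it was 12.4%. The paper's shares of osteoclasts on day 5 are 0.681% in the diabetic and 13.8% in the control group, against 0.263% and 7.56% here. For the diabetic group no alternative came within 1.5 times, and for the control group cells named singly (17.3%) and cells with at least 2 of 3 markers after thinning (13.5%) did.

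In numbers of cells, the paper gives 1191 cells of its cluster 3 in control day 1 and 312 in diabetic day 5, against 734 and 155 NEU-3-like cells here. At resolution 0.4 there were 1004 and 241, and with at least 500 genes per cell 243 in diabetic day 5, within 1.5 times, and the other alternatives were not. It gives 611 MON-2 cells in diabetic day 1 and 323 in diabetic day 5, against 934 and 198 here. With 20 principal components there were 593 and 346 and with at least 500 genes per cell 573 and 360, and for day 5 there were 306 without regression of total UMIs and 385 without Scrublet doublets, all within 1.5 times, and the other alternatives set in advance were not. With the mitochondrial share regressed out there were 538 and 440 and without the highest 5% of doublet scores 780 and 337, also within 1.5 times and chosen after seeing the values. It gives 114 and 120 osteoclasts in diabetic and control day 3 and 28 and 434 on day 5, against 43, 42, 11 and 247 here. For control day 3 cells named singly gave 130 and cells with at least 2 of 3 markers as deposited 157, and for control day 5 there were 298 with 20 principal components, 294 without regression of total UMIs, 566 with cells named singly and 381 with at least 2 of 3 markers after thinning, all within 1.5 times. The other alternatives were not, and none was for diabetic days 3 and 5.

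The paper gives 230 genes higher and 205 lower in its cluster 11 than in the other macrophages. It does not state which test gave these numbers. Here 995 genes were higher and 494 lower by a rule on size in each library, with no test, and no alternative came within 1.5 times.

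Among directions, the paper has MAC-1 cells more abundant in the diabetic than in the control group on day 1. Here the shares of the library were 4.50% and 5.76%. The separate intervals overlap, but the interval of the difference lay wholly on the side of a lower diabetic share, the other way. After day 3 the paper has them more abundant in the control group. Here the shares on day 5 were 6.91% in the diabetic and 2.94% in the control group. Without regression of total UMIs the difference on day 5 was -4.31 points, in the direction the paper gives. The unnamed cluster was taken for MAC-1-like cells in an alternative chosen after the data had been seen. It made up 3.43% of diabetic and 1.75% of control cells on day 1 and 7.41% and 19.3% on day 5, the paper's directions. On day 7 it made up 8.12% and 3.22%, the other way. In the osteoclast cluster the paper has Hmox1, Pf4, Fnip1 and Jun lower in the diabetic group on day 5. Hmox1 and Pf4 were higher here (1.11 and 0.71), and Fnip1 and Jun were within counting error (0.17 and 0.16). Over all macrophage-like cells Hmox1 was lower (-0.42). Of the genes it has higher on day 7, Il1b had a ratio of -0.24 here, within counting error, and H2-DMb1 had 0 UMIs in 2 cells. In its cluster 9, Saa3 on day 1 and Cracr2b on day 3 were within counting error (0.44 and -0.02). The paper has Tgfbi, Il10 and Cd163 higher in the diabetic group in this cluster, and on day 5 Il10 was within counting error (0.05) and Cd163 lower (-0.54), and on day 7 Tgfbi was lower (-0.36) here. With at least 500 genes per cell Tgfbi was higher on day 7 (0.54). The paper has Lyve1 higher and Ccr2 lower in diabetic cells of its cluster 4 and gives no day. On day 5 the opposite held here (-1.90 and 1.09). On day 3 both went the way of the paper (Lyve1 by 2.48, and Ccr2 at 164 CPM in the diabetic and 656 CPM in the control group), Ccr2 was also lower on days 1 and 7 (-0.73 and -0.15), and Lyve1 was within counting error on those days (0.15 and -0.02). The paper gives Cd74, Tnfsf12 and Tnfrsf12a as features of its cluster 2, and MAC-1-like cells stood at -0.21, 0.04 and -0.21 against MAC-2-like cells here, while Tnfsf9 was higher (0.91). Against MAC-3-like cells Cd74 and Tnfsf9 were higher (1.74 and 0.84), as the paper has them, and Tnfsf12 and Tnfrsf12a stood at -0.36 and -0.06.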

Other observations

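The tests on Cd163 on day 3 and on Chil3 on day 1 were chosen only after the results had been seen.

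Over the 4 days together, with day as a block, UMIs summed per library over macrophage-like cells were compared between 4 diabetic and 4 control libraries with edgeR. Of 10294 genes, 1 passed an adjusted p of 0.05, and 892 had an unadjusted p under 0.05. The gene was Chil3, with a log2 change of 1.95 (SE 0.22, adjusted p = 0.0350), higher in the diabetic library on each of the 4 days (1.27, 2.15, 1.30 and 2.69). DESeq2 gave 68 genes, 56 higher and 12 lower. The count changed when a day was left out, to 0 without day 1, 3 without day 3, 12 without day 5 and 5 without day 7. For Chil3 the adjusted p was then 0.132, 0.220, 0.00454 and 0.0128, so it is not among the 3 genes without day 3, all of which were lower. It was 0.234 without Scrublet doublets, 0.0724 with at least 500 genes per cell, 0.971 without day as a block and 0.0407 at resolution 1.6. With library size only it was 0.0350, without a filter on low counts 7.9e-35 and with DESeq2 1.3e-09. Whether Chil3 passes thus depends on these choices. The 8 libraries can be split into 4 and 4 in 35 ways. Of the 32 splits that could be fitted, 13 gave as many genes, the real one included. Of the 8 splits that part the libraries of every day, 3 gave as many, again with the real one. With day as a block, a day whose libraries lie on the same side adds nothing to the contrast. Many of these splits therefore compare the real groups on a part of the days, as did those with the largest count of 3. They are not free of a group difference and cannot decide whether chance gave the gene, so chance stays open.

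For neutrophil-like cells edgeR gave 0 of 9466 genes, with 940 at an unadjusted p under 0.05, and DESeq2 gave 44, 36 higher and 8 lower. Without day 1 edgeR gave 1 gene and without day 5 it gave 2. A count of 0 is reached by every split, here 32 that could be fitted, so the splits say nothing about chance for these cells. The largest count of another split was 48, from splits that compare the real groups on days 5 and 7 only. In counts simulated for each comparison, edgeR found 185 of 200 changed genes (92.5%), each of a log2 change of 2, and also called 10 unchanged genes for macrophage-like and 9 for neutrophil-like cells. All simulated genes of a comparison had the same dispersion, 0.0270 and 0.0595, and the same change on each day. Real genes differ in both, so the 92.5% does not give the share of real changes that would be found.

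Chil3 is abundant in monocyte-like and neutrophil-like cells, so free RNA could raise it elsewhere. T cell-like cells of the diabetic library held it at under 50% of the level of the macrophage-like cells on 3 of 4 days (33.5%, 32.5% and 16.4% on days 3, 5 and 7), which argues against free RNA as the whole cause on those days. With the level of T cell-like cells subtracted, 401 and 112, 32.8 and 9.80, and 260 and 37.6 CPM stay in the diabetic and control library on these days. Chil3 was also higher in T cell-like cells of the diabetic library on all 4 days, by log2 ratios of 0.78, 3.04, 0.64 (-0.40 to 1.81, within counting error) and 2.24, so free RNA can be a part of the difference. On day 1 they held 181% of that level, so on day 1 free RNA is a candidate explanation. Reads shared with its relative Chil4 and a difference between the mice were not tested.

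S100a8, S100a9, Slpi, Acod1, Ccl3 and Retnlg were higher in diabetic than in control macrophage-like cells on day 5, by a median log2 ratio of 2.87. In T cell-like cells, which should lack these genes apart from Ccl3, the median of all of them was 2.69, and it was 3.21 in dendritic-like cells. The difference is thus consistent with free RNA of neutrophils, of which the diabetic library held more. A rise within macrophages stays open beside it.

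The MHC class II genes with Cd74 were higher in diabetic macrophage-like cells on day 5 by a median log2 ratio of 0.57 over 6 genes. Of these 5 were higher, and H2-DMb1 was within counting error (-0.20, interval -0.51 to 0.10). In T cell-like and neutrophil-like cells the medians were -1.26 and -0.70, so free RNA of dendritic cells is unlikely to be the source. Dendritic cells named as macrophage-like and other differences between the libraries were not tested.

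Fos, Jun, Egr1, Hspa1a and Hspa1b were lower in diabetic than in control MAC-3-like cells on day 7. In MAC-2-like, T cell-like, neutrophil-like and dendritic-like cells they were lower in 18 of 20 combinations of gene and cell type. On day 3 this held for Egr1, Fos and Jun in 11 of 12, in 9 of them by more than counting error, and Egr1 was higher in dendritic-like cells (0.43). The median on day 3 was -0.89 in MAC-3-like and -1.14 in neutrophil-like cells, but -0.20 in T cell-like and -0.18 in dendritic-like cells, so the size differed between the cell types. Neutrophil-like cells lie in different clusters in the groups, with 44.8% of the diabetic and 83.0% of the control cells of day 3 and 61.3% and 93.5% of those of day 7 in the NEU-1-like cluster, so a change in the mix of subtypes may be part of the difference in these cells. These genes respond to the handling of cells, and an effect of handling cannot be told apart from an effect of diabetes on all cells, because each condition is 1 suspension.

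Cd163 was higher in diabetic MAC-1-like, MAC-2-like and MAC-3-like cells on day 3, by log2 ratios of 5.60, 2.66 and 4.07. MAC-1-like and MAC-3-like cells have 667 cells in common over all libraries, so their ratios are not separate results. In the diabetic library, neutrophil-like cells held 12.6% of the level of MAC-1-like cells, T cell-like cells 10.3%, monocyte-like cells 28.8% and dendritic-like cells 48.2%. With free RNA as the whole source, T cell-like and neutrophil-like cells would hold about as much as the MAC-1-like cells. They held 19.7 and 24.2 CPM against 192, which argues against free RNA as the whole source. The test as first written asked for under 10% in these cells, and they lie just above it. The gene was also higher in the diabetic library in neutrophil-like (3.84) and dendritic-like cells (3.38), so a part can be free RNA. It was higher in monocyte-like cells too (4.90). Most MAC-1-like cells (1069 of 1788 over all libraries) are among these, so they are no separate measure of free RNA. A rise within the cells and a difference between the pooled mice stay open, since each condition is 1 library.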
